# Distinct origin and region-dependent contribution of stromal fibroblasts to fibrosis following traumatic injury in mice

**DOI:** 10.1038/s41593-024-01678-4

**Published:** 2024-06-07

**Authors:** Daniel Holl, Wing Fung Hau, Anais Julien, Shervin Banitalebi, Jannis Kalkitsas, Soniya Savant, Enric Llorens-Bobadilla, Yann Herault, Guillaume Pavlovic, Mahmood Amiry-Moghaddam, David Oliveira Dias, Christian Göritz

**Keywords:** Spinal cord injury, Neuro-vascular interactions

## Abstract

Fibrotic scar tissue formation occurs in humans and mice. The fibrotic scar impairs tissue regeneration and functional recovery. However, the origin of scar-forming fibroblasts is unclear. Here, we show that stromal fibroblasts forming the fibrotic scar derive from two populations of perivascular cells after spinal cord injury (SCI) in adult mice of both sexes. We anatomically and transcriptionally identify the two cell populations as pericytes and perivascular fibroblasts. Fibroblasts and pericytes are enriched in the white and gray matter regions of the spinal cord, respectively. Both cell populations are recruited in response to SCI and inflammation. However, their contribution to fibrotic scar tissue depends on the location of the lesion. Upon injury, pericytes and perivascular fibroblasts become activated and transcriptionally converge on the generation of stromal myofibroblasts. Our results show that pericytes and perivascular fibroblasts contribute to the fibrotic scar in a region-dependent manner.

## Abstract (web summary)

The origin and composition of stromal fibroblasts in the fibrotic CNS scar are unclear. Here, the authors demonstrate that pericytes and perivascular fibroblasts contribute to fibrotic scarring following spinal cord injury in mice in a region-dependent manner.

## Main

Regeneration in the adult mammalian central nervous system (CNS) is limited. One major limiting factor is the formation of fibrotic scar tissue^1–4^. Initially, the recruitment of fibroblasts and deposition of fibrotic extracellular matrix (ECM) are required for wound closure, but they consequently result in the formation of persistent scar tissue^3,5,6^. Importantly, a moderate reduction of fibrotic scarring, which still prompts wound closure, promotes axon regeneration and functional recovery after spinal cord injury (SCI)^1,3,7–9^ and alleviates disease severity in experimental autoimmune encephalomyelitis (EAE)^4^. These findings suggest fibrotic scarring as a therapeutic target to improve regeneration after CNS lesions. Understanding the identity of scar-forming cells and fibrotic tissue formation in more detail may allow targeting the scar-forming process therapeutically.

Using in vivo lineage tracing, we previously identified a small population of glutamate aspartate transporter (GLAST; gene name also known as *Slc1a3*)-expressing perivascular cells, named type A pericytes, as the cellular origin of scar-forming fibroblasts throughout the CNS in response to autoimmune demyelinating disease and traumatic and ischemic lesions^6,10^. GLAST^+^ cells represent roughly 10% of all platelet-derived growth factor receptor β (PDGFRβ)^+^ perivascular cells in the uninjured adult mouse brain and spinal cord^6,10^. Similarly, a subset of perivascular cells expressing GLAST and PDGFRβ can be found in the healthy human brain and spinal cord^10^. Single-cell transcriptomic studies of vascular cells in the mouse brain have defined perivascular fibroblasts^11^, which share *Pdgfrb* expression with pericytes but can be distinguished by the expression of *Pdgfra* and *Col1a1* (refs. ^4,11^). Based on a *Col1a1*-green fluorescent protein (GFP) reporter line, which reflects *Col1a1* transcriptional activity, perivascular fibroblasts have been suggested as the origin of fibrotic scar tissue after SCI and EAE^4,12^. Direct lineage-tracing evidence was limited to *Col1a2*-expressing cells^4^ after EAE, which, in addition to perivascular fibroblasts, include some pericytes and vascular smooth muscle cells (vSMCs) in the CNS^11^. Perivascular fibroblasts reside in the Virchow–Robin space along penetrating arterioles and large ascending venules in an abluminal position to vSMCs^4,13^. In contrast, pericytes are found in the microvasculature, embedded in the vascular basement membrane^14^. Furthermore, pericytes and fibroblasts show distinct gene expression profiles at the single-cell level, allowing them to be distinguished from one another^11^.

Based on single-cell RNA sequencing and lineage tracing in the context of SCI, we confined the fibrotic scar-forming capacity to a specific subset of GLAST-expressing pericytes and perivascular fibroblasts. Both cell populations are recruited locally in response to injury and inflammation. Given their anatomical location, pericytes predominantly contribute to focal lesions in the gray matter, whereas perivascular fibroblasts contribute more extensively to focal white matter lesions. Transcriptionally, we discerned five stromal cell populations at the lesion site, revealing functional diversity in fibrotic ECM deposition, revascularization and immune regulation. Furthermore, we reconstructed the molecular trajectories leading to fibrotic scar formation from pericytes and perivascular fibroblasts after SCI, demonstrating their convergence in generating stromal myofibroblasts. Our findings unveil previously unrecognized heterogeneity in the origin of fibrotic scar tissue, expanding our current understanding of the complexity underlying CNS scar formation^4,15^.

## Results

### Fibrotic scar tissue-forming perivascular cells

Lineage tracing of GLAST-expressing perivascular cells using *GLAST-CreER*^*T2*^ transgenic mice demonstrates up to 95% contribution to scar-forming fibroblasts after a complete spinal crush, a model of nonpenetrating SCI^10^. To define the molecular identity of GLAST-expressing perivascular cells, we crossed *GLAST-CreER*^*T2*^ mice to *R26R-tdTomato* Cre reporter mice and the *Pdgfrb-eGFP* reporter line, which drives enhanced GFP (EGFP) expression in all PDGFRβ^+^ perivascular cells (pericytes, vSMCs and fibroblasts). We then isolated equal numbers of GLAST^+^ (tdTomato^+^EGFP^+^) and GLAST^−^ (tdTomato^−^EGFP^+^) perivascular cells from uninjured spinal cords (Fig. 1a,b and Supplementary Fig. 1a). Sorted cells were subjected to high-sensitivity single-cell gene expression profiling using Smart-seq^16–18^, in which 520 cells passed the downstream quality controls and were further analyzed.

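The uninjured cells analysed here were profiled with Smart-seq2, which sequences transcripts of single cells sorted into the wells of plates. Cells profiled with the later Smart-seq protocols were not analysed here. There were 240 tdTomato+EGFP+ cells, of which 96 came from a pool of 2 female mice and 144 from a pool of 3 male mice. Of the 192 tdTomato−EGFP+ cells, 96 came from female and 96 from male mice. Each deposited value is the number of reads that the authors counted on a gene in a cell, without normalization, for 49667 gene identifiers and the EGFP and tdTomato transgenes. Between 1007 and 2882538 reads were counted per tdTomato+EGFP+ cell, with a median of 654442.5, and between 556 and 4021863 per tdTomato−EGFP+ cell, with a median of 547037. The female tdTomato+EGFP+ cells had a median of 294647 reads and the male ones 903643.5. Reads of EGFP were present in every cell. Reads of tdTomato were present in 27.9% of tdTomato+EGFP+ cells and 12.5% of tdTomato−EGFP+ cells. Every uninjured cell passed the lower limit of 200 detected genes and the limit of 20% mitochondrial reads given in the methods. The upper limit of 1,200 detected genes, also given there, would have kept 10.8% of tdTomato+EGFP+ and 15.6% of tdTomato−EGFP+ cells and was not applied. Cells were clustered with Seurat on 2000 variable genes, the first 20 principal components and a resolution of 0.5. The marker genes and all genes named in the paper for these cells were left out of the variable genes. Each cluster was named by the mean scaled level of preset marker genes, and a cluster with a score under 0.7 stayed unnamed. That score limit was set after the clusters had been seen. The named classes are descriptions, because the same markers gave them their names. Levels are given as CPM, a gene's reads scaled to the total of the summed reads of a class within each pool, and the spread is between the female and the male pool. For tests, the summed reads were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. With 2 pools against 2, an exact permutation test of a single value cannot give a p below 0.333. Counts were also simulated from the mean profile of these libraries and the spread that edgeR estimated for each gene. In them edgeR called 1% of genes changed by 2 on the log2 scale between fibroblast-like and pericyte-like cells. It called 3.5% of those changed by 4 and 36% of those changed by 8. The share that a count of 0 allows is given as 3 counts over the number of cells. The exact upper limit is higher, at 3.77% for 0 of 96 cells and 1.90% for 0 of 192. Where an upper limit of an interval is printed, it is the exact one. The reads are PCR copies without molecular identifiers. Confidence intervals, which are exact Clopper-Pearson intervals, and the limits set by a count of 0 therefore cover counting error only.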

**Fig. 1:**
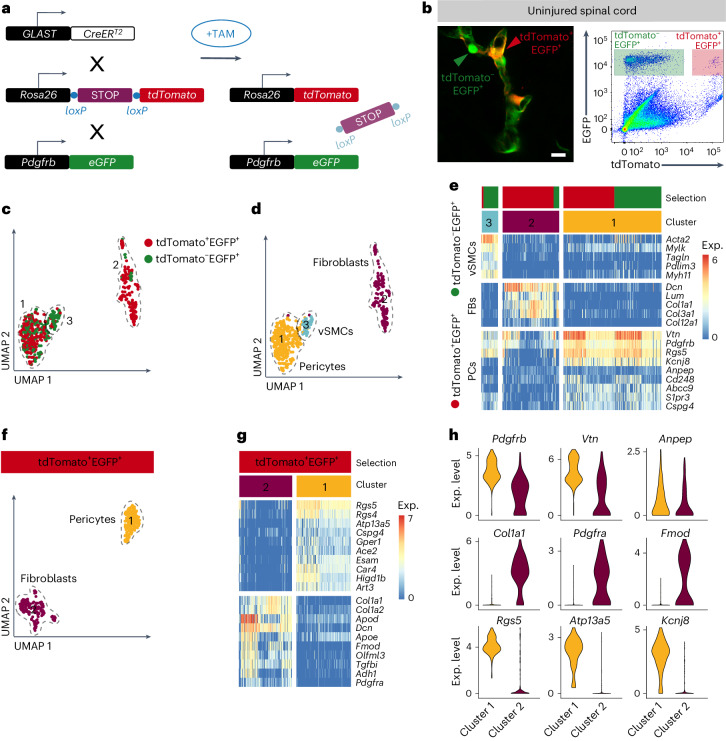
GLAST-expressing perivascular cells of the uninjured spinal cord comprise both pericytes and fibroblasts. **a**, GLAST-expressing perivascular cells can be labeled by tamoxifen-mediated genetic recombination in adult *GLAST-CreER*^*T2*^ transgenic mice carrying *R26R-tdTomato* reporter alleles, in combination with the *Pdgfrb-eGFP* reporter line. **b**, Left, both tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells are associated with blood vessels in the uninjured spinal cord of adult *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice. Right, thoracic spinal cord segments were dissected out and dissociated into a single-cell suspension, and tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells were isolated by fluorescence-activated single-cell sorting (FACS) for downstream single-cell RNA sequencing; the FACS plot is representative of four independent experiments. **c**, UMAP plot for dimension reduction of spinal cord single-cell data color-coded for 205 tdTomato^−^EGFP^+^ (green) and 315 tdTomato^+^EGFP^+^ (red) cells. **d**, The same UMAP plot as in **c** but color-coded for Seurat clustering of single cells into three distinct clusters. **e**, Heat map of single-cell RNA-sequencing gene expression data of perivascular cells from the uninjured spinal cord separated according to tdTomato^−^EGFP^+^ (green) and tdTomato^+^EGFP^+^ (red) origin of cells (selection) and clusters 1–3. All tdTomato^+^EGFP^+^ cells express established perivascular cell markers, such as vitronectin (*Vtn*), *Pdgfrb* and CD13 (*Anpep*), whereas *Rgs5* is highly expressed in cluster 1 and lowly expressed in cluster 2. Other pericyte markers, such as *Kcnj8*, *Abcc9* and *Cd248*, are mostly expressed in cluster 1. Fibroblast markers are largely expressed in cluster 2, and vSMC markers are mostly expressed in cluster 3. **f**, UMAP plot for dimension reduction of tdTomato^+^EGFP^+^ cells color-coded for cells of clusters 1 and 2. **g**, Heat map of differentially expressed genes between tdTomato^+^EGFP^+^ cells from clusters 1 and 2. **h**, Violin plots showing the expression levels of selected perivascular marker genes with similar or differential expression between tdTomato^+^EGFP^+^ cells in clusters 1 and 2. TAM, tamoxifen; PCs, pericytes; FBs, fibroblasts; vSMCs, vascular smooth muscle cells; Exp., expression. Scale bar: 10 μm (**b**).

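In the uninjured tdTomato+EGFP+ cells, Vtn and Pdgfrb had reads in 100% of both fibroblast-like and pericyte-like cells, and Anpep in 76.9% and 60.8%. Vtn was at 4593 CPM in the fibroblast-like cells, which came from the male pool alone and so have no replicate, and at 31820 ± 2520 CPM (SD, n = 2 pools) in the pericyte-like cells. Pdgfrb was at 1173 CPM in fibroblast-like and 6802 ± 2377 CPM in pericyte-like cells. The corresponding levels of Anpep were 59.7 and 83.4 ± 6.95 CPM. Rgs5 was at 18.2 CPM in fibroblast-like and 11130 ± 1787 CPM in pericyte-like cells.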

To classify the sorted populations, we used marker profiles for pericytes, fibroblasts, vSMCs, astrocytes, oligodendrocytes and oligodendrocyte progenitor cells^19^ and compared marker gene expression between clusters. 

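Clustering of the 432 uninjured cells gave a pericyte-like cluster of 194 cells, of which 97 were tdTomato+EGFP+ and 97 tdTomato−EGFP+. These were 40.4% of the tdTomato+EGFP+ cells (42.7% in the female and 38.9% in the male pool) and 50.5% of the tdTomato−EGFP+ cells (43.8% in the female and 57.3% in the male pool). The spread between pools was 9.58 percentage points (SD, n = 2 pools) for tdTomato−EGFP+ and 2.70 points for tdTomato+EGFP+ cells. Another cluster, with 67 tdTomato+EGFP+ and 32 tdTomato−EGFP+ cells, stayed unnamed. Its highest marker score was the pericyte score, at 0.276, and its median depth was 268720 reads per cell against 808002 in the pericyte-like cluster. With the number of detected genes and the mitochondrial and ribosomal shares regressed out before clustering, an alternative added after the data had been seen, the pericyte-like share was 67.1% of tdTomato+EGFP+ and 62.5% of tdTomato−EGFP+ cells. With a score limit of 1, also added then, the pericyte-like cluster lost its name.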

Cells in cluster 1 consisted of similar numbers of tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells and were identified as pericytes based on high expression of pericyte marker genes and low expression of fibroblast and vSMC markers (Fig. 1c–e). 

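Among the astrocyte markers, Gfap had no reads in the uninjured pericyte-like cells of either sort. Aqp4 had no reads in the tdTomato+EGFP+ ones and was at 0.077 ± 0.109 CPM (SD, n = 2 pools) in the tdTomato−EGFP+ ones. Pla2g7 was the highest of these markers, at 11.5 ± 16.3 CPM in tdTomato+EGFP+ and 74.0 ± 87.6 CPM in tdTomato−EGFP+ pericyte-like cells, with reads in 7.22% and 9.28% of cells. Of the oligodendroglia markers, Mbp was at 2.18 ± 3.08 CPM in the tdTomato+EGFP+ and 1.96 ± 2.78 CPM in the tdTomato−EGFP+ cells. Neu2 and Matn4 had no reads.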

Astrocyte and oligodendroglia lineage markers were absent in cluster 1 (Supplementary Fig. 1b). Cluster 2 contained mainly tdTomato^+^EGFP^+^ cells, which were classified as perivascular fibroblasts (Fig. 1c–e) based on lower expression of the pericyte marker genes *Cspg4*, *S1pr3*, *Cd248*, *Kcnj8*, *Abcc9* and *Rgs5* and higher expression of the fibroblast markers *Col1a1*, *Col3a1*, *Lum*, *Dcn* and *Pdgfra* compared to cells in cluster 1 (Fig. 1e and Supplementary Fig. 1a). 

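The fibroblast-like cluster held 39 tdTomato+EGFP+ cells and 0 of 192 tdTomato−EGFP+ cells, which allows a share of up to 1.56% in that sort. All 39 came from the male pool. Among the pericyte markers, Cspg4 was at 1.42 CPM in these cells and 955 ± 332 CPM (SD, n = 2 pools) in the tdTomato+EGFP+ pericyte-like cells, S1pr3 at 10.9 and 1360 ± 378 CPM, and Cd248 at 70.0 and 1121 ± 273 CPM. Kcnj8 was at 94.6 CPM in fibroblast-like and 4315 ± 401 CPM in pericyte-like cells, and Abcc9 at 141 and 810 ± 244 CPM. Each of these differences was larger than the spread between the pericyte-like pools. Col1a1 was at 1203 CPM in fibroblast-like and 56.3 ± 69.7 CPM in pericyte-like cells, Col3a1 at 457 and 54.7 ± 15.0 CPM, and Lum at 1767 and 14.5 ± 19.1 CPM. Dcn was at 26450 CPM in fibroblast-like and 105 ± 142 CPM in pericyte-like cells, and Pdgfra at 1130 and 2.90 ± 3.88 CPM. Over 8 pericyte markers, with Rgs5 and Kcnj8 among them, low reads in the fibroblast-like cells followed the reads of wells that shared an index in the same lane. Cspg4, S1pr3, Cd248 and Abcc9 were not among the 8. How much of a printed level such reads make up was not tested.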

PDGFRα is also expressed by oligodendrocyte progenitor cells^20^, but cluster 2 cells did not express other oligodendroglia lineage marker genes (Supplementary Fig. 1a). 

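In the 39 fibroblast-like cells, which had a median of 1182930 reads per cell, Mbp, Mog, Mobp, Cldn11, Neu2 and Matn4 had no reads. Tnr was at 1.72 CPM with reads in 5.13% of the cells, and Gpr17 at 0.0423 CPM in 2.56%.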

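Gja1 was at 450 CPM in the fibroblast-like cells, with reads in 87.2% of them, and Gjb6 at 559 CPM in 61.5%. In the tdTomato+EGFP+ pericyte-like cells Gja1 was at 1.90 ± 0.617 CPM (SD, n = 2 pools) and Gjb6 at 0.252 ± 0.356 CPM. Slc1a3, which encodes GLAST, was at 731 CPM in fibroblast-like and 79.3 ± 20.8 CPM in pericyte-like cells. Of the other astrocyte markers, Aqp4 and Gfap had no reads in the fibroblast-like cells, Slc4a4 was at 0.0212 CPM, Pla2g7 at 8.02 CPM and Aldoc at 8.36 CPM, the last 2 with reads in 5.13% of the cells.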

We also detected the expression of the astrocyte marker genes *Gja1* and *Gjb6*, encoding the gap junction proteins connexin 43 and connexin 30, respectively^21,22^, but no additional astrocyte marker genes were detected to be expressed (Supplementary Fig. 1a). Furthermore, we validated *Col1a1*, *Pdgfra* and *Gjb6* expression in *Pdgfrb*^+^ perivascular cells (Supplementary Fig. 1c–e), in line with previous reports^23–25^. 

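A vascular smooth muscle-like (vSMC-like) cluster of 100 uninjured cells held 63 tdTomato−EGFP+ and 37 tdTomato+EGFP+ cells. In its tdTomato−EGFP+ cells Acta2 was at 15700 ± 4376 CPM (SD, n = 2 pools), Myh11 at 1969 ± 545, Mylk at 1979 ± 75.5, Tagln at 390 ± 52.1 and Pdlim3 at 789 ± 176 CPM. In the tdTomato−EGFP+ pericyte-like cells the levels were 375 ± 354 CPM for Acta2, 56.9 ± 15.1 for Myh11, 353 ± 4.79 for Mylk, 0.715 ± 0.286 for Tagln and 25.0 ± 34.3 for Pdlim3. Each of the 5 genes differed between these classes by more than the spread between the pools.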

Cluster 3 contained mostly tdTomato^−^EGFP^+^ cells that were classified as vSMCs based on the high expression of *Pdlim*, *Myh11*, *Mylk*, *Acta2* (encoding α-smooth muscle actin (αSMA)) and *Tagln* (encoding smooth muscle protein 22-α (SM22α)) (Fig. 1c–e). 

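Within the uninjured pericyte-like cells, the summed reads of tdTomato+EGFP+ and tdTomato−EGFP+ cells were compared over 14816 genes. The libraries were taken as independent. Whether both sorts of a sex came from the same mice is not stated outright, but the paper describes sorting both from a cell suspension. A pairing of the sorts by pool is therefore likely and was ignored. No count with sex as a block is given for this comparison. With edgeR, 0 genes had an adjusted p under 0.05, and 464 genes, or 3.13%, had an unadjusted p under 0.05. DESeq2 called 1158 genes. Data were simulated with edgeR's own estimates of spread and without any change between fibroblast-like and pericyte-like cells. On these, DESeq2 called 860 genes and edgeR 0. The comparison of the sorts within pericyte-like cells was not itself simulated. With every cell thinned to 50000 reads, edgeR called 25 genes, 17 higher and 8 lower in tdTomato+EGFP+ cells. Of the 66 genes named in the paper, 62 were tested, 0 were called over all genes and 1 when adjusted over the list alone. That gene was Acta2, lower in tdTomato+EGFP+ than in tdTomato−EGFP+ cells of both sexes. Its log2 fold change was -4.70 (standard error 0.79, adjusted p = 0.787 over all genes from edgeR). The study chose its list on these samples, so the second count is not independent evidence.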

Taking these findings together, we found that most GLAST-expressing perivascular cells are transcriptionally classified as pericytes and that current clustering methods do not distinguish them from GLAST^−^ pericytes (Fig. 1c), in line with a previous report^11^. Notably, we found a subset of GLAST^+^ cells clustering separately from pericytes and presenting a fibroblast-like gene expression profile, revealing heterogeneity within GLAST-expressing perivascular cells. 

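The fibroblast-like cells were 27.1% of the 144 male tdTomato+EGFP+ cells (95% interval 20.0 to 35.1%) and 0 of the 96 female ones, which allows a share of up to 3.12%. Female and male cells of this sort came from different plates, so sex, animals and plate cannot be told apart here. In the male cells, the fibroblast-like share was 33.3% on one plate and 24.0% on the other. From this separate cluster and its marker genes, the paper concludes that GLAST-expressing perivascular cells are heterogeneous.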

GLAST^+^ cells were distinct from vSMCs (Fig. 1d,e). 

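Of the 240 uninjured tdTomato+EGFP+ cells, 37 fell in the vSMC-like cluster, 15.4% overall, with 25.0% in the female and 9.03% in the male pool. At a clustering resolution of 0.8 the share was 2.92%, and in the clustering of all cells 3 cells of this group were vSMC-like. In the 37 cells Acta2 was at 1080 ± 501 CPM (SD, n = 2 pools), Myh11 at 126 ± 177, Mylk at 334 ± 19.8, Tagln at 14.7 ± 4.20 and Pdlim3 at 15.5 ± 21.8 CPM, while Rgs5 was at 7388 ± 1996 CPM and Kcnj8 at 2158 ± 423 CPM.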

The cell-type classification was confirmed by integrating the gene expression profiles of all tdTomato^+^EGFP^+^ cells with a published single-cell dataset^11^ that molecularly defined mural cells and fibroblasts from the adult mouse brain (Supplementary Fig. 2a–c). Accordingly, 16% of the cells classified as pericytes by Vanlandewijck et al.^11^ showed expression of GLAST (*Slc1a3*) (Supplementary Fig. 3a). *Slc1a3*-expressing pericytes showed a similar topology to *Spp1-*, *Itih5-* and *Apod-*expressing cells, whereas *Pdgfa* and *Casq2* expression reflected the *Slc1a3*^−^ topology. These results indicate a gene expression gradient with vSMCs on one side and *Slc1a3*^+^ or *Spp1*^+^ pericytes on the other (Supplementary Fig. 3a). Consistent with this, we detected neuron–glial antigen 2 (NG2; encoded by *Cspg4*) expression but not *Spp1* expression in tdTomato^+^EGFP^+^ capillary pericytes. Nonetheless, tdTomato^+^EGFP^+^ cells of the arteriole–capillary transitional zone with projections into the capillary bed expressed *Spp1* (Supplementary Fig. 3b,c).

Reclustering of tdTomato^+^EGFP^+^ cells alone confirmed that GLAST^+^ cells encompass pericytes and fibroblasts (Fig. 1f,g). 

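The summed reads of the 39 fibroblast-like and the 97 pericyte-like tdTomato+EGFP+ cells were compared over 14816 genes. The fibroblast-like library is a single one, from male mice, and was assumed to vary like the other classes. With edgeR, 28 genes had an adjusted p under 0.05, of which 6 were higher and 22 lower in fibroblast-like cells, and 873 genes had an unadjusted p under 0.05. DESeq2 called 1621 genes, the count that differed most from 28. The number of called genes changed when 1 library was left out in turn. Over these fits the log2 fold change ranged from -9.152 to -8.802 for Rgs5 and from -8.971 to -8.45 for Rgs4. It ranged from 8.576 to 9.594 for Apod and from 5.236 to 5.776 for Apoe. Rgs5 had a log2 fold change of -8.94 (standard error 0.67, adjusted p = 0.0023 from edgeR), and Rgs4 one of -8.68 (standard error 0.57, adjusted p = 0.0020). Both were past the threshold in all 20 alternatives. Apod had a log2 fold change of 9.04 (standard error 1.03, adjusted p = 0.022, with a range of 0 to 0.452 over the alternatives). For Apoe the log2 fold change was 5.53 (standard error 0.73, adjusted p = 0.038, with a range of 3.4e-24 to 0.679 over the alternatives). Rgs5 lies on chromosome 1 of GRCm38 from 169655501 to 169695813 and Rgs4 from 169741477 to 169747642 on the opposite strand. Of the 66 genes named in the paper 62 could be tested, of which 10 were called over all genes and 32 when adjusted over the list alone.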

Gene Ontology (GO) enrichment analysis revealed gene expression related to vasculogenesis, transport across and maintenance of the blood–brain barrier, regulation of local adhesion assembly and regulation of phosphatidylinositol 3-kinase signaling in GLAST^+^ pericytes; in contrast, fibroblasts showed higher expression of genes related to ECM organization, regulation of insulin-like growth factor receptor signaling pathway, cell migration and fibroblast proliferation (Supplementary Fig. 4).

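Col1a1 (ENSMUSG00000001506) lies on chromosome 11 of GRCm38 from 94936224 to 94953042. Between fibroblast-like and pericyte-like tdTomato+EGFP+ cells of the uninjured cord its log2 fold change was 4.69 (standard error 2.24, adjusted p = 0.733 from edgeR). Pdgfra (ENSMUSG00000029231), on chromosome 5 from 75152292 to 75198215, had a log2 fold change of 8.87 (standard error 3.22, adjusted p = 0.733). Fmod (ENSMUSG00000041559), on chromosome 1 from 134037254 to 134048277, was at 7120 CPM in fibroblast-like and 3.36 ± 4.75 CPM (SD, n = 2 pools) in pericyte-like cells. Its log2 fold change was 11.30 (standard error 3.10, adjusted p = 0.624). For Dcn the log2 fold change was 8.25 (standard error 2.43, adjusted p = 0.716). None of these 4 genes passed the adjusted threshold in this test. Each had a higher level in the fibroblast-like library than in both pericyte-like pools, and each kept a positive log2 fold change in all 20 alternatives. The size depended on single libraries. With 1 left out in turn it ranged from 10.31 to 20.73 for Fmod and from 7.272 to 12.83 for Dcn. The ranges were 7.905 to 13.06 for Pdgfra and 3.77 to 7.714 for Col1a1.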

We identified fibroblast-enriched expression of *Col1a1*, *Pdgfra* and *Fmod*, among others (Fig. 1g,h). Owing to the absence of expression in other cell types of the adult CNS, we selected *Col1a1* as a fibroblast-specific marker for downstream cell-specific targeting strategies.

### Targeting of *Col1a1*-expressing perivascular fibroblasts

To specifically target *Col1a1*-expressing fibroblasts in the adult CNS, we used an inducible *Col1a1-CreER*^*T2*^ mouse line (Methods) and crossed it to the *R26R-tdTomato* reporter mouse line. In some cases, this line was further crossed to the *Pdgfrb-eGFP* reporter mouse line (Fig. 2a). Recombination of *Col1a1-CreER*^*T2*^;*R26R-tdTomato* mice led to faithful expression of tdTomato in *Col1a1*^+^ cells, as confirmed by RNAscope in situ hybridization (Fig. 2b). The average recombination efficacy was 71.2 ± 5.7% and 82.8 ± 3.7% (mean ± s.d.) in the gray and white matter, respectively (Supplementary Fig. 5a–d). The *Col1a1-CreER*^*T2*^ line recombined 6.9 ± 1.6 (mean ± s.d.) perivascular fibroblasts per section, whereas the *GLAST-CreER*^*T2*^ line, which targets GLAST^+^ pericytes and fibroblasts, recombined 28.5 ± 6.6 (mean ± s.d.) cells (Fig. 2c). *Col1a1-CreER*^*T2*^ tdTomato^+^ cells coexpressed *Pdgfrb*-EGFP and *Pdgfra* (Fig. 2d–f). We found that 98.3 ± 2.9% (mean ± s.d.) of the *Col1a1-CreER*^*T2*^ tdTomato^+^ fibroblasts expressed *Slc1a3* (GLAST) in the uninjured spinal cord (Fig. 2g and Supplementary Fig. 5e,f). We also detected the expression of *Gjb6* in tdTomato^+^ perivascular fibroblasts, validating the scRNA-sequencing results (Supplementary Fig. 6a). Within the population of GLAST-expressing cells (tdTomato^+^), *Col1a1* expression was highest in perivascular cells on large-caliber penetrating blood vessels and significantly lower on smaller-caliber blood vessels. *GLAST-CreER*^*T2*^ tdTomato^+^ cells associated with the microvasculature had no detectable *Col1a1* expression (Supplementary Fig. 6b–d). Together, these results indicate that *Col1a1* and GLAST are coexpressed in perivascular fibroblasts and can be genetically labeled with the *Col1a1-CreER*^*T2*^ and *GLAST-CreER*^*T2*^ transgenic mouse lines, whereas capillary-associated pericytes do not express *Col1a1* and are captured only in *GLAST-CreER*^*T2*^ mice.

**Fig. 2:**
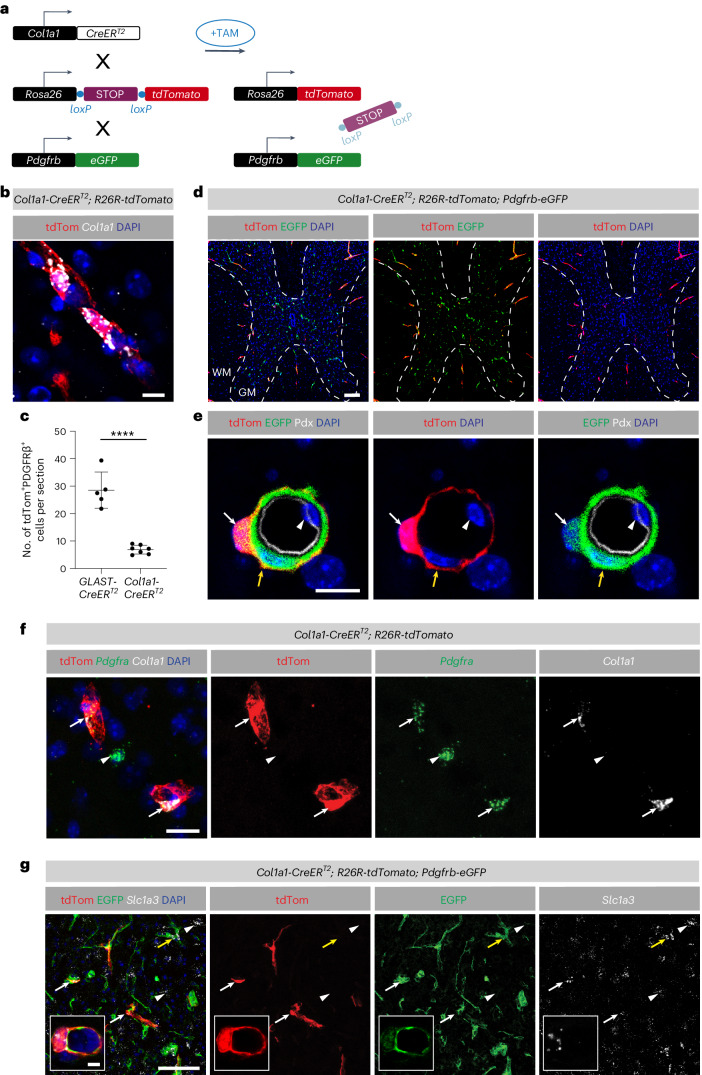
Inducible *Col1a1-CreER*^*T2*^ transgenic mice target perivascular fibroblasts in the uninjured mouse spinal cord. **a**, *Col1a1*^+^ perivascular cells can be labeled by tamoxifen-mediated genetic recombination in adult *Col1a1*-*CreER*^*T2*^ transgenic mice carrying *R26R-tdTomato* reporter alleles, in combination with the *Pdgfrb-eGFP* reporter line. **b**, Detection of *Col1a1* mRNA in tdTomato^+^ cells in the uninjured spinal cord of *Col1a1-CreER*^*T2*^;*R26R-tdTomato* mice. **c**, Quantification of the average number of tdTomato^+^ cells per transverse spinal cord section (20-μm-thick) in uninjured *Col1a1-CreER*^*T2*^;*R26R-tdTomato* (mean ± s.d., 6.9 ± 1.6) and *GLAST-CreER*^*T2*^;*R26R-tdTomato* (mean ± s.d., 28.5 ± 6.6) mice. **d**,**e**, In the uninjured spinal cord, *Col1a1-CreER*^*T2*^ tdTomato^+^ cells express *Pdgfrb-*EGFP (white arrow) (**d**) and surround the blood vessel wall (marked with podocalyxin, white arrowhead) together with *Pdgfrb*-EGFP^+^ mural cells (yellow arrow) (**e**). **f**, *Col1a1-CreER*^*T2*^ tdTomato^+^ cells coexpress *Col1a1* and the fibroblast marker *Pdgfra* (white arrows). The *Pdgfra* expression level in tdTomato^+^*Col1a1*^+^ fibroblasts is lower than in neighboring tdTomato^−^*Col1a1*^−^;*Pdgfra*^+^ cells (white arrowhead), which are presumably oligodendrocyte precursor cells. **g**, *Slc1a3* (GLAST) is expressed by tdTomato^+^EGFP^+^ perivascular fibroblasts (white arrows) in the spinal cord of *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice. In addition, *Slc1a3* expression is detected in tdTomato^−^EGFP^−^ cells (white arrowheads), which are mostly astrocytes, as well as in tdTomato^−^EGFP^+^ perivascular cells (yellow arrows). The insets show the close-up view of a tdTomato^+^EGFP^+^*Slc1a3*^+^ perivascular fibroblast. Pdx, podocalyxin; WM, white matter; GM, gray matter; tdTom, tdTomato. Scale bars: 100 μm (**d**), 20 μm (**f**, **g**), 10 μm (**e**, **b**) and 5 μm (insets in **g**). Data are shown as mean ± s.d. *n* = 5 (*GLAST-CreER*^*T2*^) and *n* = 7 (*Col1a1-CreER*^*T2*^) animals in **c**. ****P < 0.0001 by two-sided, unpaired Student’s *t* test in **c**. Dashed lines in **d** outline the spinal cord gray matter. Cell nuclei are labeled with 4′,6′-diamidino-2-phenylindole dihydrochloride (DAPI). Images are representative of two independent experiments. All images show transverse sections. Source data are provided as a source data file. Source data

### Anatomical distribution of fibroblasts and GLAST^+^ pericytes

To determine the distribution of *Col1a1*^+^ and GLAST^+^ cells along the spinal cord vasculature, we used optical tissue clearing and imaged the thoracic spinal cord segments of recombined *GLAST-CreER*^*T2*^;*R26R-tdTomato* and *Col1a1-CreER*^*T2*^;*R26R-tdTomato* mice using light-sheet microscopy. The blood vessel lumen was labeled by transcardial perfusion with Alexa Fluor 647-conjugated BSA. Arteries and arterioles were marked with an antibody against SM22α, and veins and venules were marked with an antibody against von Willebrand factor (vWF) (Fig. 3a–d, Extended Data Fig. 1a,b and Supplementary Fig. 7a,b). We found 26.1 ± 1.8% (mean ± s.d.) *Col1a1-CreER*^*T2*^ tdTomato^+^ cells on higher-order penetrating arterioles and arteriolar branches and 73.3 ± 2.7% (mean ± s.d.) on venules, whereas they were absent from the capillary network (Fig. 3a,b,f and Extended Data Fig. 1b–e). *GLAST-CreER*^*T2*^ tdTomato^+^ cells were found in the same positions along arterioles and venules (Fig. 3c,d), confirming the overlap of GLAST and *Col1a1* expression in fibroblasts (Figs. 1c–h and 2f,g and Supplementary Fig. 6b–d). In addition, the *GLAST-CreER*^*T2*^ line targeted perivascular cells on smaller arteriolar branches and the capillary bed (Fig. 3c–e and Extended Data Fig. 1a,c–e). Overall, 42.7 ± 5.3% (mean ± s.d.) of *GLAST-CreER*^*T2*^ tdTomato^+^ cells were associated with venules, 45.5 ± 9.9% (mean ± s.d.) were distributed along the arteriolar tree including the postarteriolar transitional zone and 11.8 ± 4.7% (mean ± s.d.) were associated with capillaries (Fig. 3c–e and Extended Data Fig. 1a,c–e). Gray matter regions of the spinal cord contain most arteriolar branches and a higher density of capillaries than white matter regions, whereas penetrating arterioles and venules mostly run in the white matter. These anatomical characteristics result in a higher number of *GLAST-CreER*^*T2*^ tdTomato^+^ cells than *Col1a1-CreER*^*T2*^ tdTomato^+^ cells in gray matter regions (Fig. 3a–d and Extended Data Fig. 1f,g). Both lines showed a higher number of tdTomato^+^ cells in the ventral than in the dorsal side of the spinal cord (Fig. 3a,c).

**Fig. 3:**
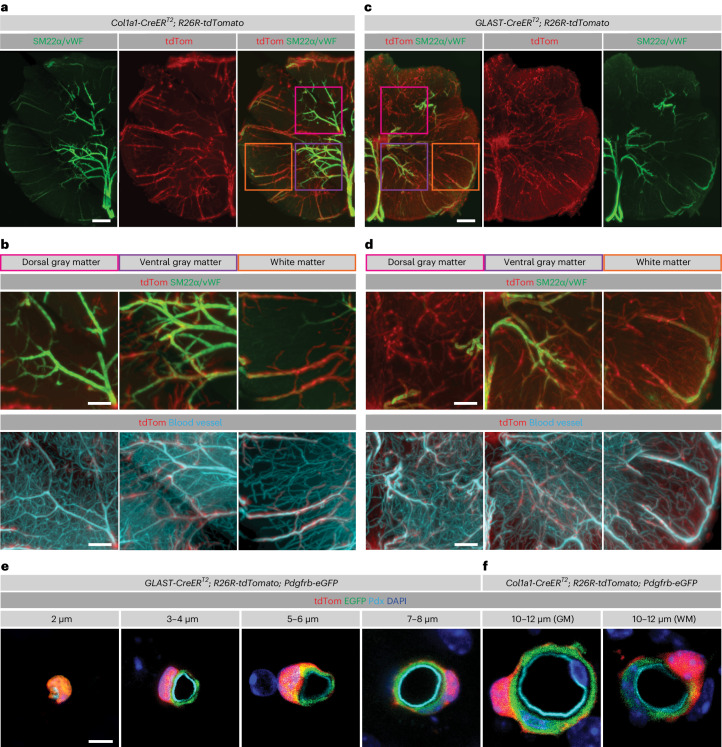
Distribution of perivascular fibroblasts and GLAST^+^ pericytes in the uninjured mouse spinal cord. **a**,**c**, Distribution of *Col1a1*-*CreER*^*T2*^ tdTomato^+^ cells (**a**) and *GLAST-CreER*^*T2*^ tdTomato^+^ cells (**c**) revealed by volumetric imaging of 500-μm-thick uninjured spinal cord thoracic segments costained with antibodies against SM22α and vWF for labeling of arterioles/arteries and venules/veins, respectively. **b**,**d**, Enlarged images of the spinal cord dorsal gray matter, ventral gray matter and white matter (from the boxed regions in **a** and **c**) showing that *Col1a1-CreER*^*T2*^ tdTomato^+^ cells (**b**) do not extend as far along arteriolar branches as *GLAST-CreER*^*T2*^ tdTomato^+^ cells (**d**). The blood vessel lumen was labeled by transcardial perfusion with Alexa Fluor 647-conjugated BSA in a gelatin solution. **e**, *GLAST-CreER*^*T2*^ tdTomato^+^ cells expressing *Pdgfrb*-EGFP can be found in close contact with endothelial cells on capillaries and small microvessels, on blood vessels of intermediate diameter and surrounding tdTomato^−^EGFP^+^ mural cells on larger blood vessels. **f**, *Col1a1-CreER*^*T2*^ tdTomato^+^ fibroblasts express *Pdgfrb*-EGFP and are preferentially located along large-diameter blood vessels, surrounding tdTomato^−^EGFP^+^ mural cells in the spinal cord gray matter (GM) and white matter (WM). The inner diameter of blood vessels in **e** and **f** was measured in formaldehyde-fixed, cryopreserved tissue sections. Scale bars: 200 μm (**a**, **c**), 100 μm (**b**, **d**) and 5 μm (**e**, **f**). Cell nuclei are labeled with DAPI. Images are representative of three independent experiments. All images show transverse sections.

### Ultrastructural features of fibroblasts and GLAST^+^ pericytes

We used immunogold labeling to identify *GLAST-CreER*^*T2*^ tdTomato^+^ and *Col1a1-CreER*^*T2*^ tdTomato^+^ cells in the uninjured spinal cord at the ultrastructural level. Along large arterioles, both lines labeled cells embedded in the outermost layer of the basal lamina, surrounding vSMCs, with a light cytoplasm, an oval-shaped nucleus, large light vesicular organelles and basal lamina protrusions extending into astrocytic endfeet (Fig. 4a–f), classifying them as perivascular fibroblasts^26^. On the venular side, immunogold-labeled tdTomato^+^ cells from both transgenic lines adhered to the vascular basal lamina and presented a light cytoplasm and membrane protrusions toward the abluminal side. Frequently, we observed labeled cells directly juxtaposed to endothelial cells, only separated by the basement membrane (Fig. 4g–l). In addition, the *GLAST-CreER*^*T2*^ transgenic line labeled perivascular cells in the transitional zone between smaller arteriole branches and the capillary bed, as well as in the capillary bed (Fig. 3e). These cells were embedded within the vascular basal lamina, juxtaposed to endothelial cells (Fig. 4m)^8,10^. At positions where processes intersected, *GLAST-CreER*^*T2*^ tdTomato^+^ cells were commonly located abluminal to other, nonrecombined pericytes (Fig. 3e)^8^. When transitioning to the capillary bed, *GLAST-CreER*^*T2*^ tdTomato^+^ cells no longer intersected with other pericytes. A three-dimensional (3D) serial reconstruction of 13.2-µm capillary length revealed that *GLAST-CreER*^*T2*^ tdTomato^+^ cells were directly abutting the endothelial tube and shared the endothelial basement membrane, like neighboring nonrecombined pericytes (Fig. 4m–p). Interestingly, while nonrecombined pericytes presented a classic morphology with finger-shaped processes extending radially^27^, *GLAST-CreER*^*T2*^ tdTomato^+^ cells covered the endothelial surface more homogeneously (Fig. 4o–r). Moreover, the cytoplasm of *GLAST-CreER*^*T2*^ tdTomato^+^ pericytes was less electron dense compared to neighboring pericytes (Fig. 4m). In summary, both *GLAST-CreER*^*T2*^ and *Col1a1-CreER*^*T2*^ transgenic lines target perivascular fibroblasts with similar ultrastructural features and perivascular position on larger arterioles and venules. In addition, the *GLAST-CreER*^*T2*^ line targets a population of GLAST^+^*Col1a1*^−^ cells, which are embedded in the vascular basement membrane along capillaries and the arteriole–capillary transitional zone. Based on their gene expression profile (Fig. 1e) and location within the vascular basal lamina juxtaposed to the endothelial cells (Fig. 4m–p), these cells can be classified as pericytes^14^.

**Fig. 4:**
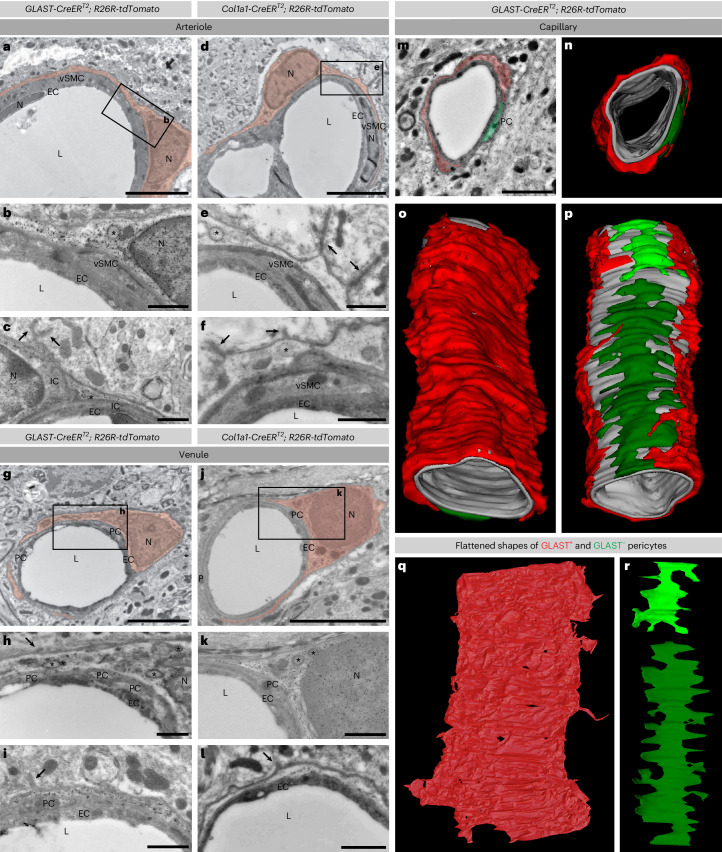
Electron microscopic comparison of GLAST- and *Col1a1*-expressing perivascular cells in the uninjured mouse spinal cord. **a**–**l**, Immunogold electron microscopy images showing GLAST-expressing (**a**–**c**, **g**–**i**) and *Col1a1-*expressing (**d**–**f**, **j**–**l**) cells on two different arterioles (**a**–**f**) and venules (**g**–**l**). Immunogold particles label *GLAST-CreER*^*T2*^ tdTomato^+^ and *Col1a1-CreER*^*T2*^ tdTomato^+^ perivascular cells (pseudocolored red). **a**,**b**,**d**,**e**, Both GLAST- and *Col1a1*-expressing cells have an oval nucleus and thin processes surrounding the vascular wall, including vSMCs. GLAST-expressing (**a**–**c**) and *Col1a1*-expressing (**d**–**f**) cells show similar structural features, including basal lamina protrusions (arrows), bright cytoplasm and coated vesicles (asterisk). High-magnification micrographs of the insets in **a** and **d** are shown in **b** and **e**, respectively. **c**,**f**, A portion of a GLAST-expressing cell (**c**) and a *Col1a1*-expressing cell (**f**) in two other arterioles. The same morphological features are observed in GLAST- and *Col1a1-*expressing cells on venules: oval to round nucleus, thin processes surrounding the vessel, bright cytoplasm (**g**, **j**); basal lamina protrusions (arrows) and coated vesicles (asterisk) (**h**, **i**, **k**, **l**). **i**,**l**, Specific for the venules are areas where GLAST- and *Col1a1-*expressing cells are directly apposed to endothelial cells with only the basal membrane separating them. **m**–**r**, 3D reconstruction of a GLAST-expressing cell on a capillary (tdTomato^+^ cell; pseudocolored red) in comparison to two pericytes (pseudocolored green). **m**,**n**, The 3D model spans a length of 13.2 µm of the capillary. **o**,**p**, Both the GLAST-expressing cell and the GLAST^−^ pericytes are embedded in the vascular wall directly apposing the endothelial tube, occupying a mutually exclusive space with little overlap. At places where they overlap, the GLAST-expressing cell is always abluminal. **q**,**r**, Unwrapped GLAST-expressing and GLAST^−^ pericytes to visualize process morphology. GLAST-expressing cells (**q**) have a distinctly wide appearance occupying a larger surface of the blood vessel wall and fewer, less well-defined finger-like extensions compared to neighboring GLAST^−^ pericytes (**r**). N, nucleus; L, lumen; EC, endothelial cell; PC, GLAST^−^ pericyte; IC, pericyte–vSMC intermediary cell; asterisk, coated vesicle; double arrow, basal lamina protrusion. Scale bars: 5 µm (**a**, **d**, **g**, **j**) and 1 µm (**b**, **c**, **e**, **f**, **h**, **i**, **k**, **l**, **m**). Images are representative of two independent experiments. All electron microscopy images show transverse sections.

### Region-dependent contribution to fibrotic scarring

To investigate the contribution of GLAST^+^ pericytes and perivascular fibroblasts to scar-forming fibroblasts in the context of SCI, we recombined *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* and *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice with tamoxifen, followed by a clearing period to ensure specificity^3,28^, and generated complete spinal crush lesions at a low thoracic level (Fig. 5a). GLAST-expressing pericytes and fibroblasts contributed 77.1 ± 8.2% and 89.7 ± 7.0% (mean ± s.d.) to all PDGFRβ^+^ scar-forming fibroblasts at 5 and 14 days after SCI, respectively (Fig. 5b–d), as observed previously^10^. In comparison, perivascular fibroblasts, targeted by the *Col1a1-CreER*^*T2*^ transgenic line, contributed to 37.0 ± 11.3% and 45.9 ± 15.6% (mean ± s.d.) of all PDGFRβ^+^ scar-forming fibroblasts at 5 and 14 days after SCI, respectively (Fig. 5b–d). These results indicate that, although virtually all scar-forming fibroblasts upregulate *Col1a1* after SCI (Supplementary Fig. 8a–d), only a fraction of these cells are derived from *Col1a1*-expressing perivascular fibroblasts.

**Fig. 5:**
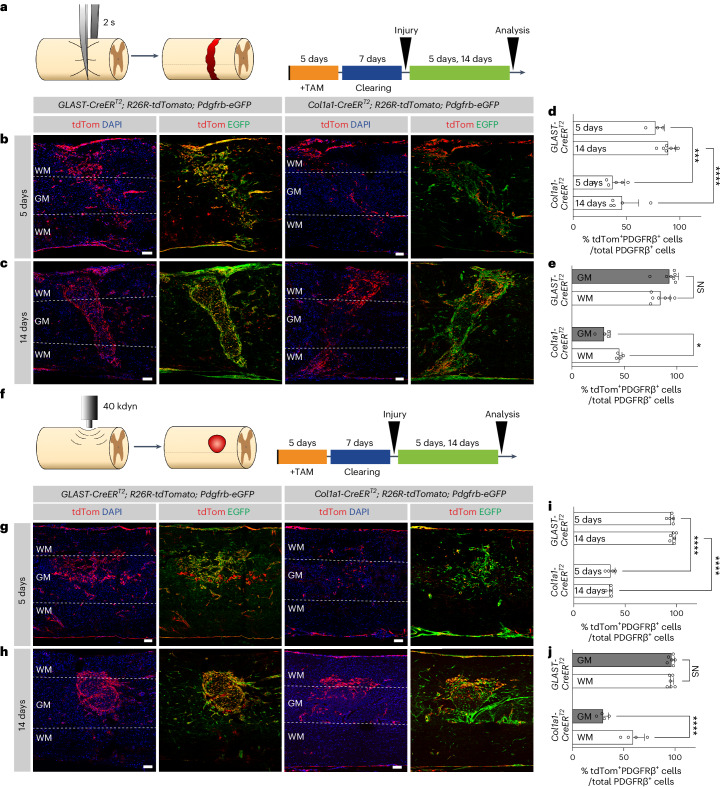
Perivascular fibroblasts contribute more extensively to white matter scarring, whereas GLAST-expressing pericytes generate fibrotic scar tissue in the gray matter after SCI. **a**, SCI lesion model (complete spinal crush at thoracic level 10 (T10)) and experimental timeline used for lineage tracing of GLAST- and *Col1a1*-expressing perivascular cells. **b**,**c**, Distribution of tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells in *GLAST-CreER*^*T2*^ and *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice at 5 days (**b**) and 14 days (**c**) after the complete spinal crush. The *Pdgfrb-eGFP* reporter line drives EGFP expression in PDGFRβ-expressing perivascular and stromal cells. **d**, Percentage of PDGFRβ^+^ cells that express tdTomato out of the total PDGFRβ^+^ stromal cells in the lesion core at 5 and 14 days after injury. **e**, Percentage of tdTomato^+^PDGFRβ^+^ cells out of the total PDGFRβ^+^ stromal cells in gray and white matter regions of the spinal cord at 14 days after injury. **f**, Lesion model (mild contusion at T9) and experimental timeline used for lineage tracing of GLAST- and *Col1a1*-expressing perivascular cells. **g**,**h**, Distribution of tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells in *GLAST-CreER*^*T2*^ and *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice at 5 days (**g**) and 14 days (**h**) after the mild spinal cord contusion. **i**, Percentage of PDGFRβ^+^ cells that express tdTomato out of the total PDGFRβ^+^ stromal cells in the lesion core at 5 and 14 days after injury. **j**, Percentage of tdTomato^+^PDGFRβ^+^ cells out of the total PDGFRβ^+^ stromal cells in gray and white matter regions of the spinal cord at 14 days after injury. All scale bars: 100 µm. Data are shown as mean ± s.d. Crush: *GLAST-CreER*^*T2*^ *n* = 3 (5 days) and *n* = 7 (14 days), *Col1a1-CreER*^*T2*^ *n* = 6 (5 days) and *n* = 5 (14 days) animals in **d** and *n* = 7 (*GLAST-CreER*^*T2*^ 14 days) and *n* = 4 (*Col1a1-CreER*^*T2*^ 14 days) animals in **e**. Contusion: *GLAST-CreER*^*T2*^ *n* = 5 (5 days) and *n* = 6 (14 days), *Col1a1-CreER*^*T2*^ *n* = 4 (5 days) and *n* = 4 (14 days) animals in **i** and *n* = 6 (*GLAST-CreER*^*T2*^ 14 days) and *n* = 4 (*Col1a1-CreER*^*T2*^ 14 days) animals in **j**. ***P = 0.0002, ****P < 0.0001 (**d**), *P = 0.0356, NS (no significance) = 0.1096 (**e**), ****P < 0.0001 (**i**), NS = 0.9804, ****P < 0.0001 (**j**) by one-way analysis of variance (ANOVA) followed by Šídák’s multiple-comparisons test. Dashed lines in **b**, **c**, **g** and **h** outline the gray matter–white matter border. Cell nuclei are labeled with DAPI. Images are representative of two independent experiments. All images show sagittal sections. Source data are provided as a source data file. Source data

While *GLAST-CreER*^*T2*^ tdTomato^+^EGFP^+^ cells were distributed homogeneously throughout the fibrotic scar tissue, we observed that *Col1a1-CreER*^*T2*^ tdTomato^+^EGFP^+^ cells contributed significantly less to scar tissue in gray matter regions compared to white matter regions (Fig. 5b,c,e and Supplementary Fig. 8c,d). These observations suggest that perivascular fibroblasts, which are primarily located along large blood vessels in the spinal cord white matter, react locally to injury. In turn, GLAST^+^ pericytes, which are predominantly located in the spinal cord gray matter, contribute more extensively to gray matter scarring.

To validate the regional differences in scar contribution between GLAST^+^ pericytes and perivascular fibroblasts, we generated mild contusions (40 kdyn) at a low thoracic level, which caused fibrotic scar tissue formation in the central gray matter and immediately adjacent white matter regions (Fig. 5f–h). *GLAST-CreER*^*T2*^ tdTomato^+^ cells contributed to 94.7 ± 2.8% and 96.8 ± 2.4% (mean ± s.d.) of all PDGFRβ^+^ stromal fibroblasts at 5 and 14 days after contusion lesions, respectively (Fig. 5g–i). Again, *GLAST-CreER*^*T2*^ tdTomato^+^EGFP^+^ cells showed a similar contribution to fibrotic scarring in gray and white matter regions (Fig. 5g,h,j). In turn, fate-mapped *Col1a1*^+^ fibroblasts contributed to 35.8 ± 4.5% and 35.0 ± 2.5% (mean ± s.d.) of all PDGFRβ^+^ scar-forming fibroblasts at 5 and 14 days after contusion, respectively (Fig. 5g–i). Once more, we observed that the contribution of *Col1a1-CreER*^*T2*^ tdTomato^+^EGFP^+^ cells to fibrotic scarring was more pronounced in white than in gray matter regions (Fig. 5g,h,j).

Next, we asked whether the contribution of perivascular fibroblasts to fibrotic scar tissue can be compensated by GLAST^+^ pericytes. For this, we crossed *Col1a1-CreER*^*T2*^ mice to Rasless mice (*Col1a1*-*CreER*^*T2*^;Rasless), in which injury-induced proliferation of perivascular fibroblasts is inhibited through cell-specific deletion of floxed *K-Ras* in mice with *H-Ras* and *N-Ras* null alleles upon tamoxifen-induced genetic recombination^3,6,10^ (Extended Data Fig. 2a). Both Cre^+^ and Cre^WT^ animals were administered tamoxifen before injury, but Cre^WT^ animals did not undergo genetic recombination and served as controls.

Inhibition of proliferation in Cre^+^ animals reduced the density of scar-forming PDGFRβ^+^ fibroblasts by 29% compared to Cre^WT^ control animals (Extended Data Fig. 2b,c). We did not observe a complete abolishment of scar-forming stromal cell proliferation leading to improper wound healing and the formation of a tissue defect, as reported previously for similar experiments using GLAST-*CreER*^*T2*^;Rasless mice^3,6^. The partial inhibition of fibrotic scarring by rendering *Col1a1*^+^ perivascular fibroblasts unable to proliferate indicates their specific contribution to fibrotic scar tissue.

Together, these results suggest that scar-forming perivascular cells are recruited locally after SCI, with GLAST^+^ pericytes contributing to fibrotic scarring preferentially in gray matter regions and fibroblasts in the white matter of the spinal cord.

### Local recruitment of fibroblasts and pericytes by inflammation

Fibrosis is mediated by inflammation^4,29,30^. To investigate the recruitment of GLAST^+^ pericytes and perivascular fibroblasts in response to local inflammation, we injected lipopolysaccharide (LPS), a potent activator of monocytes/macrophages and microglia^31,32^, into the spinal cord gray or white matter of recombined *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* and *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice (Fig. 6a). Focal injection of LPS resulted in comparable recruitment of MAC2^+^ macrophages/microglia and accumulation of *Pdgfrb*-EGFP^+^ stromal fibroblasts at the injection site in both gray and white matter regions (Fig. 6b–f). Interestingly, only *GLAST-CreER*^*T2*^ tdTomato^+^ cells contributed to stromal fibroblasts in the gray matter, whereas the contribution of *Col1a1-CreER*^*T2*^ tdTomato^+^ cells was negligible at 5 days after injection (Fig. 6b,c,g). In contrast, both lines contributed substantially to stromal fibroblasts after LPS injections into the white matter (Fig. 6d,e,g). The recruitment of pericytes and fibroblasts after gray and white matter LPS injections did not differ regarding cell proliferation, upregulation of *Col1a1* or detachment from the vasculature (Supplementary Fig. 9a–g). In summary, perivascular fibroblasts and GLAST^+^ pericytes are recruited in response to focal inflammation. LPS injection caused minimal tissue disruption; under these circumstances, the local recruitment of fibroblasts and pericytes was restricted to white and gray matter regions, respectively, corroborating our results after SCI (Fig. 5).

**Fig. 6:**
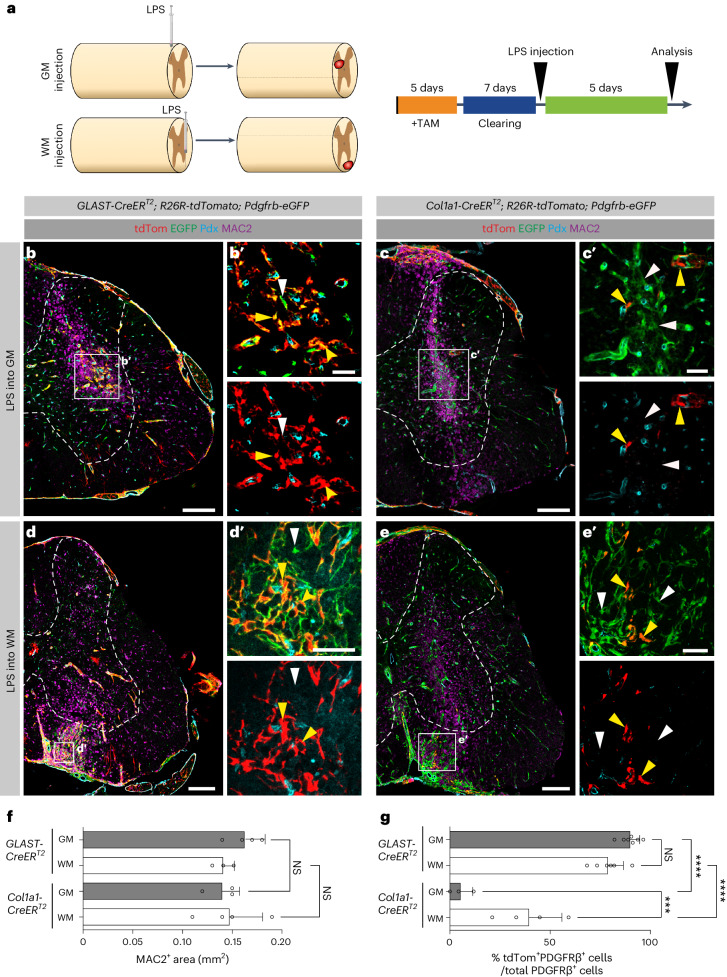
Distinct recruitment of GLAST-expressing pericytes and perivascular fibroblasts in gray and white matter regions of the spinal cord upon focal inflammation. **a**, Schematic outline and experimental timeline used for lineage tracing of GLAST- and *Col1a1*-expressing perivascular cells following LPS injection into the uninjured spinal cord gray matter and white matter. **b**,**c**, Stereotactic injection of LPS into the spinal cord gray matter of *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* (**b**) and *Col1a1*-*CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb*-*eGFP* (**c**) mice triggers the recruitment of MAC2^+^ macrophages/microglia and local accumulation of tdTomato^+^EGFP^+^ stromal fibroblasts at 5 days after injection. **b′**, Close-up view of the boxed region in **b** showing that most *Pdgfrb*-EGFP^+^ stromal fibroblasts are tdTomato^+^ (yellow arrowheads), with only a few tdTomato^−^EGFP^+^ cells (white arrowhead) located off blood vessels (podocalyxin^+^). **c′**, Magnified image of the boxed region in **c** showing that almost all *Pdgfrb*-EGFP^+^ stromal fibroblasts are tdTomato^−^ (white arrowheads), indicating that *Col1a1*-expressing perivascular fibroblasts (tdTomato^+^EGFP^+^ cells; yellow arrowheads) do not contribute substantially to gray matter scarring. **d**,**e**, Focal injection of LPS into the spinal cord ventral white matter of *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* (**d**) and *Col1a1*-*CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* (**e**) mice leads to recruitment of MAC2^+^ macrophages/microglia and local accumulation of tdTomato^+^EGFP^+^ stromal fibroblasts at 5 days after injection. **d′**,**e′**, Magnified images of the boxed regions in **d** and **e** showing several tdTomato^+^EGFP^+^ stromal fibroblasts (yellow arrowheads) and tdTomato^−^EGFP^+^ stromal cells (white arrowheads) in *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* (**d′**) and *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eEGFP* (**e′**) mice. **f**,**g**, Quantification of the inflammatory response by MAC2^+^ cell area (**f**) and percentage of tdTomato^+^PDGFRβ^+^ cells out of the total PDGFRβ^+^ stromal cells (**g**) at 5 days after intraspinal injection of LPS into the gray matter or white matter of *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* (*GLAST-CreER*^*T2*^) and *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* (*Col1a1-CreER*^*T2*^) mice. (**b′**, **c′**, **d′**, **e′**) Upper panel: tdTom, EGFP and Pdx labelling; lower panel: tdTom and Pdx labelling. Scale bars: 500 µm (**b**, **c**, **d**, **e**) and 100 µm (**b′**, **c′**, **d′**, **e′**). Data are shown as mean ± s.d. *Col1a1-CreER*^*T2*^: *n* = 3 (gray matter), *n* = 4 (white matter); *GLAST-CreER*^*T2*^: *n* = 4 (gray matter), *n* = 3 (white matter) animals in **f**. *Col1a1-CreER*^*T2*^: *n* = 3 (gray matter), *n* = 4 (white matter); *GLAST-CreER*^*T2*^: *n* = 7 (gray matter), *n* = 6 (white matter) animals in **g**. NS (gray matter) = 0.5719, NS (white matter) = 0.9788 (**f**) and NS = 0.1624, ***P = 0.007, ****P < 0.0001 (**g**) by one-way ANOVA followed by Tukey’s multiple-comparisons test. Dashed lines in **b**–**e** outline the spinal cord gray matter. Images are representative of two independent experiments. All images show transverse sections. Source data are provided as a source data file. Source data

### Injury-induced myofibroblast generation

To investigate transcriptional changes underlying the fibrotic injury response, we lineage traced GLAST^+^ pericytes and fibroblasts using *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice and FACSorted tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells from lesion sites at 3 and 5 days after a complete spinal crush. Single cells were sequenced, and data were combined with the dataset from the uninjured spinal cord (Fig. 1). 

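The injured cells analysed here were taken 5 days after the crush and profiled with Smart-seq2. Cells taken at 3 days were not analysed here. There were 208 tdTomato+EGFP+ cells, 48 from female and 160 from male mice, and 192 tdTomato−EGFP+ cells, 96 from each sex. Between 3463 and 4985582 reads were counted per tdTomato+EGFP+ cell, with a median of 1401592, and between 2554 and 3378043 per tdTomato−EGFP+ cell, with a median of 697593. Limits and tools were those used for the uninjured cells. The limit on mitochondrial reads removed 3 tdTomato+EGFP+ and 2 tdTomato−EGFP+ cells. Reads were summed over the cells of each sort, injury group and sex, which gave 8 libraries of 39527500 to 269528738 reads and 2 pools per group. All 4 groups share one estimate of spread. No cluster of all cells was named as an astrocyte, oligodendroglia, endothelial or immune class, and so none was removed. The tdTomato+EGFP+ cells and the tdTomato−EGFP+ cells were also clustered separately, each with injured and uninjured cells together. Cells were spread over 9 plates and 7 lanes in 1 sorting batch. Within a sort and a sex, no plate held both injured and uninjured cells, so plate and injury cannot be told apart. Counts were simulated from these libraries as for the uninjured cells, with edgeR's own estimates of spread, so they are not a neutral test of the tools. In them edgeR called 0% of genes changed by 2 on the log2 scale, 16% of those changed by 4 and 70.5% of those changed by 8. DESeq2 called 20.5%, 68% and 96.5%, with 92.7%, 79.2% and 73.9% of its calls on genes that had not been changed.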

Uniform Manifold Approximation and Projection (UMAP) of the integrated data of all tdTomato^+^EGFP^+^ cells from the uninjured and injured spinal cord resulted in five connected clusters encompassing pericytes, activated pericytes, myofibroblasts, activated fibroblasts and fibroblasts (Fig. 7a,b and Extended Data Fig. 3a,b). 

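Clustering of the 205 injured and 240 uninjured tdTomato+EGFP+ cells gave 4 clusters. The pericyte-like cluster held 139 of the uninjured cells, 57.9% (70.8% of the female and 49.3% of the male pool), and 12 of the injured cells, 5.85% (14.6% and 3.19%). A myofibroblast-like cluster held 122 of the injured cells, 59.5% (29.2% of the female and 68.8% of the male pool), and 4 of the uninjured cells, 1.67%. The perivascular fibroblast-like cluster held 34 injured cells, 25 female and 9 male, and 39 uninjured cells, all male. The last cluster stayed unnamed and held 58 uninjured and 37 injured cells. It was mixed: Rgs5 was at 13580 ± 1993 CPM (SD, n = 2 pools) in its uninjured cells and Col1a1 at 26200 ± 2078 CPM in its injured cells. No cluster of this sort was named as activated fibroblasts. The marker lists held no activated pericytes, so no cluster could take that name. The fall in pericyte-like and the rise in myofibroblast-like cells were larger than the spread between pools. With 30 principal components the share of uninjured cells in myofibroblast-like or activated clusters was 26.7%.

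**Figure D1:**
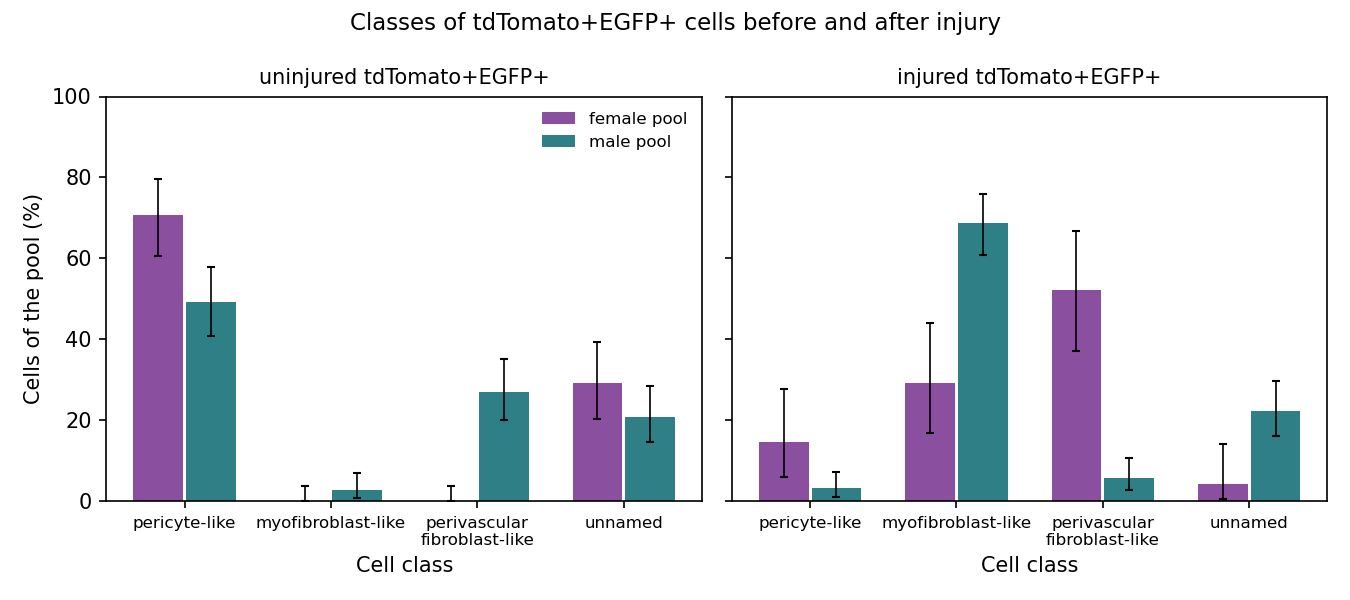
Share of tdTomato+EGFP+ cells in each class, in percent of the cells of a pool, before injury (left) and 5 days after it (right). Bars are the female and the male pool and error bars are exact 95% binomial intervals. Pericyte-like cells fell and myofibroblast-like cells rose in both pools, while perivascular fibroblast-like cells rose from 0 to 52.1% in the female pool and fell from 27.1 to 5.73% in the male pool.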

The fibroblast marker *Pi16* (ref. ^33^) was highly expressed in perivascular fibroblasts before injury (Fig. 7b,c and Extended Data Fig. 3a). 

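Pi16 was at 1875 CPM in the 39 uninjured perivascular fibroblast-like cells, all from the male pool, with reads in 51.3% of them, and at 1.40 ± 1.64 CPM (SD, n = 2 pools) in the uninjured pericyte-like cells. After injury it was at 1719 ± 394 CPM in perivascular fibroblast-like cells and at 138 ± 141 CPM in myofibroblast-like cells. Against pericyte-like cells of the uninjured cord, its log2 fold change in fibroblast-like cells was 10.55 (standard error 1.93, adjusted p = 0.144 from edgeR, with a range of 5.0e-11 to 0.360 over the alternatives).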

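Rgs5 was at 10740 ± 1699 CPM (SD, n = 2 pools) in uninjured pericyte-like tdTomato+EGFP+ cells, at 218 ± 180 CPM in injured myofibroblast-like cells and at 9.08 ± 7.76 CPM in injured perivascular fibroblast-like cells. Atp13a5 was at 1267 ± 123 CPM in the uninjured pericyte-like cells and 0.783 ± 0.216 CPM in the myofibroblast-like cells. Acta2 was at 3206 ± 617 CPM in myofibroblast-like, 25.2 ± 19.1 CPM in injured perivascular fibroblast-like and 301 ± 390 CPM in uninjured pericyte-like cells. In the 12 injured pericyte-like cells Acta2 was at 2275 ± 1511 CPM, within 1 SD of the myofibroblast-like level.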

Robust *Rgs5* and *Atp13a5* expression identified pericytes in uninjured tissue (Fig. 7b,c), whereas *Acta2* expression identified myofibroblasts. 

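Lum was at 1761 CPM in the uninjured perivascular fibroblast-like cells. After injury it was at 4403 ± 188 CPM (SD, n = 2 pools) in perivascular fibroblast-like and 1868 ± 396 CPM in myofibroblast-like cells, with reads in 100% of both. In pericyte-like cells it was at 1.68 ± 0.581 CPM before and 6.32 ± 6.36 CPM after injury.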

All fibroblast populations expressed *Lum* and *Col8a1* (Fig. 7b)*. 

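Col8a1 was at 27.6 CPM in the uninjured perivascular fibroblast-like cells, with reads in 25.6% of them. After injury its level was 178 ± 103 CPM (SD, n = 2 pools) in perivascular fibroblast-like and 341 ± 36.2 CPM in myofibroblast-like cells. In the uninjured pericyte-like cells it was at 40.8 ± 55.0 CPM, with 1.91 CPM in the female and 79.6 CPM in the male pool.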

Col8a1* was expressed at low levels in perivascular fibroblasts before injury and highly in activated fibroblasts after injury (Fig. 7b). Next, we performed pseudotime analysis, defining two starting points: uninjured pericytes (highest *Atp13a5* expression) and uninjured fibroblasts (highest *Pi16* expression) (Fig. 7c). The analysis revealed two trajectories that merged in the myofibroblast cluster (Fig. 7c), representing the fibroblast (Fig. 7d) and pericyte (Fig. 7e) branches. The common endpoint of the two branches was activated fibroblasts (Fig. 7c–e). 

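In perivascular fibroblast-like tdTomato+EGFP+ cells, Fn1 was at 0.402 CPM before injury, in the male pool alone, and at 260 ± 157 CPM (SD, n = 2 pools) after it. Col5a1 was at 5.46 CPM before and 183 ± 85.9 CPM after injury, and Postn at 144 and 664 ± 138 CPM. In injured myofibroblast-like cells Fn1 was at 1880 ± 110 CPM, Col5a1 at 420 ± 9.20 CPM and Postn at 616 ± 335 CPM. Between the injured classes, the differences in Fn1 and Col5a1 were larger than the spread between pools, and the difference in Postn was not. Pseudotime was not computed here.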

The fibroblast branch showed high expression of the ECM-associated genes *Fn1*, *Col5a1*, *Col8a1* and *Postn*, which gradually increased along the trajectory, whereas *Acta2* expression peaked in the myofibroblast cluster (Fig. 7f and Extended Data Fig. 3c). 

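Over all tdTomato+EGFP+ cells, Kcnj8 was at 3396 ± 612 CPM (SD, n = 2 pools) before injury and 138 ± 130 CPM after it, a log2 fold change of -4.62 (standard error 0.77, adjusted p = 0.122 from edgeR). For Atp13a5 the levels were 1281 ± 639 and 37.2 ± 40.1 CPM, a log2 fold change of -5.11 (standard error 1.04, adjusted p = 0.163). Cspg4 fell from 817 ± 574 to 79.5 ± 5.38 CPM, a log2 fold change of -3.36 (standard error 0.64, adjusted p = 0.148). Col1a1 rose from 512 ± 515 to 13020 ± 6148 CPM, with a log2 fold change of 4.67 (standard error 1.22, adjusted p = 0.209). For Fn1 the log2 fold change was 5.79 (standard error 2.53, adjusted p = 0.352) and for Col8a1 2.45 (standard error 1.12, adjusted p = 0.367). Each gene changed in the same direction in both pools, and none of the 6 passed the adjusted threshold in this test. The size of the change depended on single libraries. With 1 left out in turn it ranged from 4.674 to 11.73 for Fn1, 3.772 to 6.372 for Col1a1 and 1.677 to 3.682 for Col8a1. The ranges were -6.26 to -3.893 for Kcnj8, -7.194 to -4.346 for Atp13a5 and -4.014 to -2.475 for Cspg4. Of the 66 named genes 61 were tested, 1 was called over all genes and 22 when adjusted over the list alone. In the pericyte-like class, Col1a1 was at 40.0 ± 38.3 CPM in uninjured and 1795 ± 857 CPM in the 12 injured cells. The paper describes these changes along the pericyte branch of its pseudotime analysis, which was not computed here.

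**Figure D2:**
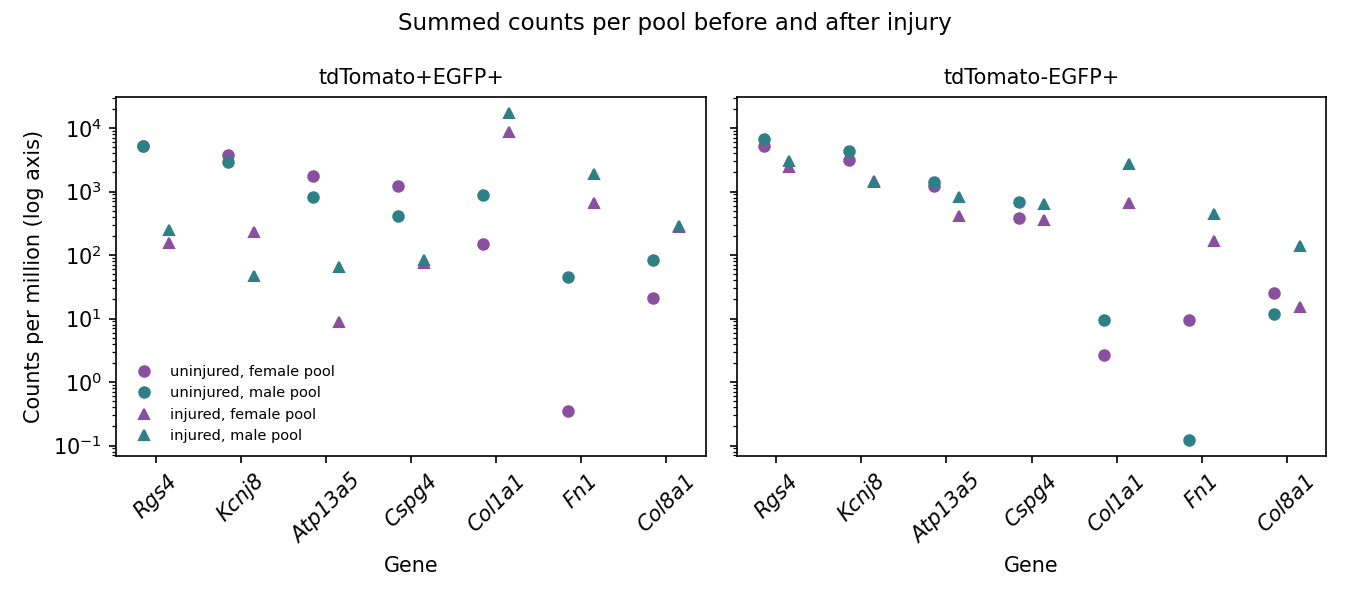
CPM of 7 genes in the summed reads of each pool, on a log axis, for tdTomato+EGFP+ cells (left) and tdTomato−EGFP+ cells (right). Circles are uninjured and triangles injured pools, colored by sex. In tdTomato+EGFP+ cells Kcnj8 was at 2960 and 3826 CPM before injury and at 46.1 and 230 CPM after it.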

Along the pericyte branch, pericyte marker gene expression (*Atp13a5*, *Cspg4*, *Kcnj8*) rapidly decreased during the transition from pericytes through activated pericytes to myofibroblasts, whereas the cells simultaneously acquired a fibroblast gene expression signature (*Col1a1*, *Col8a1*, *Fn1*) (Fig. 7g and Extended Data Fig. 3c). Despite this rapid change in gene expression, we found a small population of cells that coexpressed the pericyte marker genes *Atp13a5* and *Kcnj8* (ref. ^11^) and the fibroblast markers *Col1a1* and *Col5a1*, representing a transition stage (Fig. 7h and Supplementary Fig. 10a–f). 

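At least 1 read of a pericyte marker (Atp13a5 or Kcnj8) together with at least 1 read of a fibroblast marker (Col1a1 or Col5a1) was found in 72.2% of injured and 75.4% of uninjured tdTomato+EGFP+ cells. All 4 genes had reads in 33.2% of injured cells (68 of 205) and 7.50% of uninjured cells (18 of 240). With at least 10 reads required of a gene, the first share was 10.7% of injured and 15.0% of uninjured cells, and 0 cells had all 4 genes. Among pericyte-like cells this first share was higher after injury. It was 9 of 12 injured (75%, 95% interval 42.8 to 94.5%) and 16 of 139 uninjured cells (11.5%). In myofibroblast-like cells it was 8 of 122 injured and 2 of only 4 uninjured cells, and in perivascular fibroblast-like cells 5 of 34 and 14 of 39. In unnamed cells it was 0 of 37 and 4 of 58. With at least 50 CPM, a limit chosen after the data had been seen, the first 2 of these classes were higher after injury. The shares were then 11.5 against 0% and 20.6 against 10.3%, so their direction depends on the limit. For at least 1 read after thinning to 50000 reads, the pericyte-like shares were 90.9 and 19.8%. With every cell thinned to 50000 reads, all 4 genes were found in 3.70% of injured and 1.39% of uninjured cells. Low reads of pericyte markers in the 39 uninjured fibroblast-like cells followed those of wells sharing an index in the same lane. Injured cells, and reads of Col1a1 and Col5a1, were not tested in this way. Whether low reads show expression in a cell therefore stays open for them.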

GLAST-expressing perivascular cells proliferate, detach from the blood vessel wall and migrate into the lesioned tissue^3,6^. Accordingly, a large fraction of activated pericytes and myofibroblasts expressed genes associated with the S and G_2_/M cell-cycle phases, whereas perivascular fibroblasts, pericytes and activated fibroblasts were mostly postmitotic (Extended Data Fig. 3d). 

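Of the 122 injured myofibroblast-like tdTomato+EGFP+ cells, 57.4% scored in the S or G2/M phase (95% interval 48.1 to 66.3%), with 35.7% in the female and 60.2% in the male pool. In uninjured pericyte-like cells the share was 22.3% (15.7 to 30.1%), almost all in S phase by score, while Mki67 was at 0.00871 CPM. The share was 0 of 34 injured perivascular fibroblast-like cells (upper limit of the interval 10.3%) and 7 of 39 uninjured ones. In the unnamed cluster it was 62.2% of 37 injured (44.8 to 77.5%) and 34.5% of 58 uninjured cells. So the share was not highest in myofibroblast-like cells. With a score limit of 0.5 the unnamed cluster took the name activated fibroblast-like. Mki67 was at 48.8 CPM in the myofibroblast-like cells. With cells thinned to 50000 reads, 55.4% of myofibroblast-like cells scored in S or G2/M phase. Over all tdTomato+EGFP+ cells, 44 of 54 G2/M genes and 27 of 42 S phase genes rose with injury (camera, adjusted p = 1.6e-11 and 0.0050). The median log2 fold change was 5.01 for G2/M and 1.27 for S phase genes, against 0.19 for all genes. Both sets were also called by fry (adjusted p = 0.0041 and 0.0018), and neither was called by camera with an estimated correlation (adjusted p = 0.082 for both). In tdTomato−EGFP+ cells 38 of 54 G2/M genes rose too, with a median log2 fold change of 4.20 (camera, adjusted p = 0.00050). Fry did not call that rise (adjusted p = 0.096).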

With the detachment from the vascular wall, pericytes lose their pericyte identity and rapidly acquire a myofibroblast phenotype. In agreement, tdTomato^+^EGFP^+^ cells coexpressing pericyte and fibroblast markers were only sporadically detected associated with blood vessels close to the lesion, whereas *Col1a1* was highly expressed by stromal myofibroblasts in the lesion core (Supplementary Fig. 11a,b).

**Fig. 7:**
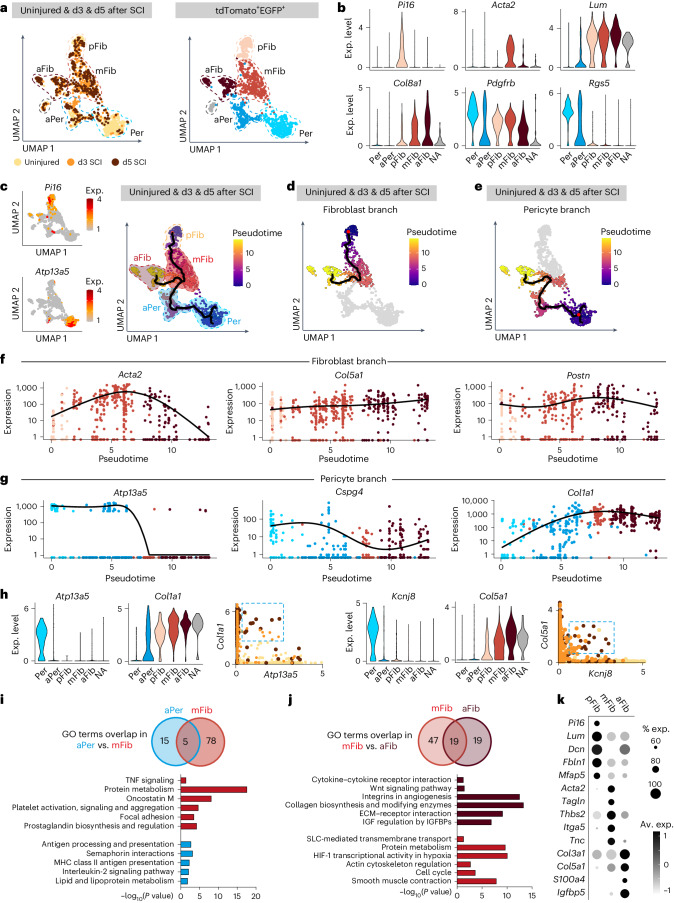
Injury induces GLAST-expressing pericyte and perivascular fibroblast activation and the generation of myofibroblasts. **a**, UMAP plot of tdTomato^+^EGFP^+^ cells isolated from the uninjured and injured spinal cord of *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice at 3 and 5 days after injury grouped by injury state (left) and cell population (right). **b**, Violin plots showing the expression levels of cell population-specific genes. **c**, Left, feature plots showing the expression of the fibroblast marker *Pi16* and pericyte marker *Atp13a5*. Right, pseudotime trajectory analysis of tdTomato^+^EGFP^+^ cells isolated from the uninjured and injured spinal cord at 3 and 5 days after injury. Dashed lines outline cell populations. High expression of *Pi16* and *Atp13a5* were used to identify pseudotime starting points in the fibroblast and pericyte populations, respectively. **d**,**e**, Highlight of the pseudotime trajectory of the fibroblast branch (**d**) and pericyte branch (**e**). **f**, Gene expression profile of *Acta2*, *Col5a1* and *Postn* along pseudotime within the fibroblast branch. **g**, Gene expression profile of *Atp13a5*, *Cspg4* and *Col1a1* along pseudotime within the pericyte branch. **h**, Left, violin plots showing the gene expression levels of *Atp13a5* and *Col1a1* per cell population and coexpression graph of *Col1a1* and *Atp13a5*. Right, violin plots showing the gene expression levels of *Kcjn8* and *Col5a1* per cell population and coexpression graph of *Col5a1* and *Kcnj8*. Each dot in coexpression graphs represents a single cell, colored according to the injury state. **i**,**j**, GO analyses based on upregulated genes of activated pericytes and myofibroblasts (**i**) and upregulated genes of myofibroblasts and activated fibroblasts (**j**). Venn diagrams represent the overlap of common GO terms and unique GO terms between the indicated populations. Relevant GO terms per comparison are indicated below. **k**, Dot plot of upregulated marker genes per fibroblast population. d3, day 3; d5, day 5; Per, pericyte; aPer, activated pericyte; pFib, perivascular fibroblast; mFib, myofibroblast; aFib, activated fibroblast; NA, nonattributed; TNF, tumor necrosis factor; MHC, major histocompatibility complex; IGF, insulin-like growth factor; IGFBP, insulin-like growth factor-binding protein; SLC, solute carrier; HIF-1, hypoxia-inducible factor. Source data are provided as a source data file. Source data

Activated pericytes and myofibroblasts are highly proliferative (Extended Data Fig. 3d) and commonly express genes related to transforming growth factor-β (TGFβ) regulation of ECM, brain-derived neurotrophic factor and epidermal growth factor receptor 1 signaling. GO analysis revealed 15 terms specifically enriched in activated pericytes, the most relevant of which were related to active immunity and lipid metabolism (Fig. 7i). In addition to oncostatin M and platelet activation, the GO term ‘protein metabolism’ was significantly enriched in myofibroblasts, indicative of cell activation, in line with higher expression of ribosomal genes (Fig. 7i and Extended Data Fig. 3e,f). 

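Ribosomal protein genes took 1.57 ± 0.00495% (SD, n = 2 pools) of the reads of injured myofibroblast-like cells, 0.804 ± 0.0921% of those of injured perivascular fibroblast-like cells and 0.351 ± 0.0660% of those of uninjured pericyte-like cells. The injured cells of the unnamed cluster, 35 male and 2 female, had a higher share than the myofibroblast-like cells, at 2.57 ± 0.389%. Over all tdTomato+EGFP+ cells, 80 of 84 of these genes rose with injury, with a median log2 fold change of 1.73 (camera, adjusted p = 2.3e-18). The set was called by fry (adjusted p = 0.0018) and not by camera with an estimated correlation (adjusted p = 0.082).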

Myofibroblasts consequently differentiated into activated fibroblasts (Fig. 7c), which showed more pronounced expression of genes related to collagen biosynthesis, cytokine interaction, angiogenesis and insulin-like growth factor-related signaling (Fig. 7j and Extended Data Fig. 3e). In turn, myofibroblasts showed higher expression of genes related to proliferation, protein metabolism, hypoxia and smooth muscle contraction. Myofibroblasts and activated fibroblasts shared GO terms related to TGFβ signaling and ECM organization (Fig. 7j and Extended Data Fig. 3e).

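Between injured and uninjured tdTomato+EGFP+ cells, 16428 genes were tested with edgeR and 4 had an adjusted p under 0.05, all lower after injury. An unadjusted p under 0.05 was found for 2428 genes, 14.8% of those tested. Atp6v0e2 (ENSMUSG00000039347) had a log2 fold change of -11.85 (standard error 0.63, adjusted p = 0.0053) and Depp1 (ENSMUSG00000048489) one of -10.89 (standard error 0.59, adjusted p = 0.0053). Both sizes depend on the prior count, because few reads remained after injury. Rgs4 was at 5177 ± 63.0 CPM (SD, n = 2 pools) before and 203 ± 64.8 CPM after injury. Its log2 fold change was -4.67 (standard error 0.35, adjusted p = 0.025). The log2 fold change of Aif1l was -7.64 (standard error 0.63, adjusted p = 0.039). DESeq2 called 1939 genes, 1025 higher and 914 lower, and the Wilcoxon test across single cells, as described in the methods, 9923. With 1 library left out in turn, edgeR called between 0 and 13 genes, with 0 without either uninjured tdTomato−EGFP+ library and 13 without the injured female tdTomato+EGFP+ library.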

After injury, tdTomato^+^EGFP^+^ cells, which comprise pericytes and fibroblasts in the uninjured spinal cord, generated a new cell cluster of myofibroblasts and activated fibroblasts, resulting in gene expression changes in 2,038 genes (Extended Data Fig. 4a,b). In contrast, tdTomato^−^EGFP^+^ cells retained their pericyte and vSMC identity after injury, with some pericytes exhibiting an activated gene signature (Extended Data Fig. 4c). Accordingly, SCI led to expression changes in only 719 genes (Extended Data Fig. 4d). 

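Clustering of the 190 injured and 192 uninjured tdTomato−EGFP+ cells gave a pericyte-like cluster with 43 injured (22.6%) and 102 uninjured cells (53.1%), and a vSMC-like cluster with 85 injured (44.7%) and 48 uninjured cells (25.0%). An unnamed cluster held 29 injured and 42 uninjured cells. The last cluster held 33 injured cells, 8 female and 25 male, and no uninjured cell. The preset markers named it activated fibroblast-like, but Rgs5 was at 14030 ± 688 CPM (SD, n = 2 pools) in it, against 11290 ± 205 CPM in uninjured pericyte-like cells. Over all tdTomato−EGFP+ cells, Rgs5 had a log2 fold change of -0.12 with injury (standard error 0.75, adjusted p = 1 from edgeR). Its direction depended on 1 library: it was 0.31 without the injured female and 0.08 without the uninjured male library. Within pericyte-like cells, edgeR called 0 of 12282 genes between injured and uninjured cells, 830 had an unadjusted p under 0.05, and DESeq2 called 1236.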

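In tdTomato−EGFP+ cells, edgeR called 0 of 16428 genes with injury, while 1488 genes (9.06%) had an unadjusted p under 0.05. DESeq2 called 1487 genes, of which 1204 were higher, and the Wilcoxon test across cells 4883. Col1a1 had the lowest p of the printed genes, with a log2 fold change of 8.13 (standard error 1.43, adjusted p = 0.495 from edgeR, with a range of 3.5e-11 to 0.873 over the alternatives). The difference between the injury responses of the sorts was tested as an interaction, in which edgeR called 2 genes, 1395 had an unadjusted p under 0.05 and DESeq2 called 1152. Both called genes, Atp6v0e2 and Depp1, were also called in tdTomato+EGFP+ cells.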

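In the 33 activated fibroblast-like tdTomato−EGFP+ cells of the injured cord, Col1a1 was at 6677 ± 390 CPM (SD, n = 2 pools), Col3a1 at 1824 ± 224, Fn1 at 1646 ± 118 and Postn at 1129 ± 285 CPM. The pericyte-like tdTomato−EGFP+ cells of the same cords had 99.3 ± 3.61 CPM of Col1a1, 4.56 ± 4.97 of Col3a1, 15.5 ± 15.7 of Fn1 and 59.4 ± 35.5 CPM of Postn. Each difference was larger than the spread between pools. Kcnj8 was at 821 ± 55.0 CPM in the activated fibroblast-like and 4770 ± 1936 CPM in the pericyte-like cells. Of the 35 collagen genes tested over all tdTomato−EGFP+ cells, 28 rose with injury (camera, adjusted p = 1.7e-05), and the set was not called by fry (adjusted p = 0.096, with a range of 0.016 to 0.145 over other orders of the libraries).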

TdTomato^−^EGFP^+^ activated pericytes upregulated genes related to ECM deposition and angiogenesis and may, therefore, represent a population of pericytes that remain part of the blood vessel wall, promoting revascularization and contributing to fibrotic ECM production upon injury (Extended Data Fig. 4e,f and Supplementary Fig. 11a,b).

To differentiate perivascular fibroblasts, myofibroblasts and activated fibroblasts, we directly compared their expression of marker genes (Fig. 7k). 

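In injured perivascular fibroblast-like tdTomato+EGFP+ cells, Dcn was at 18640 ± 846 CPM (SD, n = 2 pools), against 6780 ± 1278 CPM in myofibroblast-like cells. Fbln1 was at 1626 ± 96.0 and 988 ± 6.73 CPM in the same classes, and Mfap5 at 1349 ± 994 and 731 ± 456 CPM, a difference within the spread between pools. For Pi16 and Lum the difference between these classes was larger than that spread. In the uninjured perivascular fibroblast-like cells Dcn was at 26750, Fbln1 at 683 and Mfap5 at 537 CPM.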

Perivascular fibroblasts expressed elevated levels of *Pi16*, *Lum*, *Dcn*, *Fbln1* and *Mfap5*. 

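In injured myofibroblast-like cells Tagln was at 60.4 ± 2.09 CPM (SD, n = 2 pools), Thbs2 at 2592 ± 184, Itga5 at 397 ± 123 and Tnc at 307 ± 11.4 CPM. The levels in injured perivascular fibroblast-like cells were 8.10 ± 7.34 for Tagln, 855 ± 302 for Thbs2, 114 ± 67.6 for Itga5 and 62.5 ± 69.8 CPM for Tnc, all lower by more than the spread between pools. Col3a1 was at 3886 ± 1196 CPM in myofibroblast-like and 5076 ± 539 CPM in injured perivascular fibroblast-like cells, a difference within that spread. Igfbp5 was at 64.3 ± 45.1 and 523 ± 152 CPM, and S100a4 at 3.28 ± 0.444 and 0.502 ± 0.711 CPM. The comparison is with injured perivascular fibroblast-like cells, since no cluster took the name activated fibroblast-like in the clustering of tdTomato+EGFP+ cells. In the clustering of all cells, a cluster of 166 cells did.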

Myofibroblasts showed strong expression of *Acta2*, *Tagln*, *Thbs2*, *Itga5* and *Tnc*, whereas activated fibroblasts displayed higher expression of *Col3a1*, *Col5a1*, *S100a4* and *Igfbp5* (Fig. 7k). Five days after SCI, most tdTomato^+^EGFP^+^ cells in the lesion expressed *Col1a1*, αSMA and SM22α, identifying them as myofibroblasts. Additionally, we identified a subset of tdTomato^+^EGFP^+^*Col1a1*^+^ cells with low αSMA and SM22α expression, which are presumably activated fibroblasts (Extended Data Fig. 5a–d and Supplementary Fig. 11a–c). VSMCs, also expressing αSMA and SM22α, were distinguished from myofibroblasts and activated fibroblasts by their lack of *Col1a1* expression (Supplementary Fig. 11b).

Together, our data show that, upon SCI, GLAST-expressing pericytes and fibroblasts give rise to myofibroblasts and activated fibroblasts, which populate the lesion and produce abundant fibrotic ECM. Activated fibroblasts and myofibroblasts show distinct fibroblast marker expression, suggesting functional differences between these stromal cell populations during CNS wound repair.

## Discussion

Fibrotic scar tissue formation is a common response to numerous CNS injuries and diseases in mice and humans^5,10^. Previous research has identified perivascular cells, including perivascular fibroblasts and GLAST-expressing perivascular cells (also known as type A pericytes), as primary contributors to stromal fibroblasts in CNS lesions^3,4,6,10,12,34–36^. Recent insights from single-cell transcriptomics data revealed that, beyond pericytes, GLAST (*Slc1a3*) is also expressed by a subset of fibroblasts in the adult mouse brain^11^, suggesting that GLAST-expressing perivascular cells may be more heterogeneous than previously assumed.

Indeed, our single-cell gene expression profiling revealed that GLAST-expressing perivascular cells can be transcriptionally defined as a subset of pericytes and a population of fibroblasts. GLAST^+^*Col1a1*^*−*^ pericytes are located in the postarteriolar transitional zone and the capillary bed; they are most abundant in gray matter regions because, anatomically, the gray matter contains a larger capillary network compared to the white matter regions of the spinal cord^37,38^. However, GLAST^+^ pericytes are distinct from classic GLAST^−^ pericytes at the ultrastructural level, exhibiting different morphological features and electron density. These observations are in line with reports describing morphological pericyte heterogeneity in the cerebral cortex^39,40^.

We observed local recruitment of pericytes and perivascular fibroblasts in response to inflammation and SCI. Perivascular fibroblasts, predominantly located around large arterioles and venules in the spinal cord white matter, contributed more to scarring in the white matter than in gray matter regions, consistent with the results of a previous study indicating the pivotal role of fibroblasts in white matter scarring following EAE^4^. However, accurately assessing the quantitative contribution of perivascular fibroblasts to fibrotic scarring in EAE may necessitate validation with an inducible *Col1a1-CreER* line, given the expression of *Col1a2* in some CNS pericytes and vSMCs^11^. The *Col1a1-CreER*^*T2*^ line used in this study recombined, on average, 81.5% of all *Col1a1*-expressing cells, with higher efficacy observed in white than in gray matter regions (Supplementary Fig. 5d), potentially underrepresenting gray matter perivascular fibroblasts and their contribution to fibrosis.

While only a small subset of perivascular cells express *Col1a1* under homeostatic conditions in the adult mouse spinal cord, we observed that virtually all scar-forming fibroblasts express *Col1a1* after SCI (Fig. 2c and Extended Data Fig. 4), corroborating previous observations with *Col1a1*-GFP reporter mice^12^. However, our lineage tracing revealed that only approximately 40% of scar-forming fibroblasts originate from *Col1a1*-expressing perivascular fibroblasts. Conversely, GLAST-expressing perivascular cells, encompassing a subset of pericytes and perivascular fibroblasts, gave rise to most scar-forming fibroblasts after SCI, aligning with previous observations^6,10^ and implying the contribution of GLAST^+^*Col1a1*^−^ pericytes to fibrotic scarring in the gray matter. This interpretation is supported by our single-cell expression analysis showing a transcriptional trajectory from GLAST^+^ pericytes to myofibroblasts and activated fibroblasts. Direct proof of a lineage relationship between GLAST^+^ pericytes and scar-forming fibroblasts is currently limited owing to the inaccessibility of inducible *CreER* lines that specifically and efficiently label the GLAST^+^ pericyte fraction. Readily available *CreER* lines targeting pericytes also label fibroblasts (*Pdgfrb-CreER*^*T2*^) or are inefficient (*NG2-CreER*^*T2*^)^12^. Another limitation is that GLAST is expressed in only a small subset of pericytes, and many pericyte markers are not homogeneously expressed by all pericytes (Fig. 1e,g and Extended Data Fig. 4f). A potential invasion of meningeal fibroblasts is rather limited in nonpenetrating CNS lesions but cannot be formally excluded. The ability of GLAST^+^ perivascular cells to generate stromal fibroblasts seems to be governed by cell-intrinsic factors, as GLAST^−^ perivascular cells sharing the same microenvironment do not contribute to stromal fibroblasts after injury. Our single-cell transcriptomics data affirm that GLAST-expressing perivascular cells give rise to fibrotic ECM-producing myofibroblasts after SCI. Pseudotime analyses suggest the transcriptional convergence of GLAST^+^ pericytes and perivascular fibroblasts toward myofibroblast generation, corroborating our previous findings regarding the role of GLAST^+^ perivascular cell-derived progeny in wound contraction and fibrotic ECM deposition, which are crucial for wound closure after SCI^3^. Notably, GLAST^+^ fibroblasts express *Pi16*, indicative of a conserved fibroblast subset signature across organs^33^. Moreover, we identified a subset of GLAST^−^ pericytes that activate a fibrotic gene signature after injury, highlighting the involvement of other perivascular cells, in addition to scar-forming myofibroblasts, in fibrotic ECM secretion.

Our results reveal that GLAST^+^ pericytes and *Col1a1*^+^ perivascular fibroblasts contribute to fibrotic scar tissue in a region-dependent manner after SCI. This emphasizes the role of locally recruited perivascular cells in fibrotic tissue formation, which may be vital for designing therapeutic strategies for fibrotic diseases.

## Methods

### Transgenic mice

#### Generation of *Col1a1-CreER*^*T2*^ transgenic mice

C57BL/6J congenic mice that express a tamoxifen-dependent Cre recombinase under the control of the *Col1a1* promoter (Tg(Col1a1-creER^T2^)6.1.Ics) were generated at PHENOMIN-Institut Clinique de la Souris, Strasbourg, France. The line was generated by microinjection of a circular murine BAC transgene (RP23-53E2) previously modified by recombineering at the ATG of the *Col1a1* gene of a rabbit β-globin intron-CreER^T2^ cassette, followed by a flipped PGK-Tn5-Kana/NeoR cassette. The genetic background of the fertilized oocytes was C57BL/6J–SJL/J. The founder was then backcrossed in a C57BL/6J genetic background. The 6.1 subline was analyzed by reverse transcription–qPCR screening and cryopreserved. Available information on the characterization of the mouse line is accessible at http://mousecre.phenomin.fr/synthesis/152. This line was deposited in the Infrafrontier repository (https://www.infrafrontier.eu/) under the identifier EM:14947.

#### Crossing of reporter lines

*GLAST-CreER*^*T2*^ (ref. ^41^) or *Col1a1-CreER*^*T2*^ mice were crossed to the *Rosa26-tdTomato* Cre reporter line^42^ (B6.Cg-Gt(ROSA)26Sor tm14(CAG-tdTomato)Hze/J, JAX stock no. 007914) to obtain *GLAST-CreER*^*T2*^;*R26R-tdTomato* or *Col1a1-CreER*^*T2*^;*R26R-tdTomato* mice, respectively. For some experiments, these mice were further crossed to the *Pdgfrb-eGFP* reporter line^43^ (Tg(Pdgfrb-EGFP)JN169Gsat/Mmucd, RRID: MMRRC 031796-UCD) to generate *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* or *Col1a1-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* mice. For one experiment, *Col1a1-CreER*^*T2*^ mice were further crossed to Rasless mice^44^ to generate *Col1a1-CreER*^*T2*^;Rasless mice. All Rasless mice used were homozygous for *H-Ras* and *N-Ras* null alleles and homozygous for floxed *K-Ras* alleles; Cre^−^ mice were used as controls.

All strains were backcrossed to the C57BL/6J genetic background. Both male and female mice aged >8 weeks were included in the experiments, except when stated otherwise. All animals were housed in groups and kept in standardized individually ventilated cages (Scanbur), with controlled humidity (50%) and temperature (22 °C) and a 12-h/12-h light/dark cycle with water and food ad libitum. All experimental procedures were carried out in accordance with the Swedish and European Union law and guidelines and approved by the regional ethical committee (Stockholm Ethical Committee/‘Stockholms Djurförsöksetiska Nämnd’). Based on their genotype, mice were randomly assigned to the experimental groups.

### Genetic labeling of transgenic mice

Recombination of *CreER*^*T2*^ transgenic lines was induced by a daily intraperitoneal (i.p.) injection of 2 mg of tamoxifen (Sigma-Aldrich, T5648, 20 mg ml^−1^ in 9:1 corn oil/ethanol) for five consecutive days, followed by a 7-day clearing period^28^.

### Surgical procedures

For all injury models, mice were anesthetized with 4% isoflurane until sedated, followed by 2% isoflurane during surgery. All animals received preemptive and postoperative pain relief (Temgesic (buprenorphine), Schering-Plough, 0.1 mg kg^−1^ body weight and Rimadyl (carprofen), Pfizer, 5 mg kg^−1^ body weight; subcutaneous injection), as well as local anesthesia before spinal lesions or intraspinal injections (Xylocaine (lidocaine), AstraZeneca, 10 mg ml^−1^ and Marcaine (bupivacaine), AstraZeneca, 2 mg kg^−1^ body weight). Viscotears (carbomer) gel (2 mg g^−1^, Novartis) was topically applied to prevent the eyes from drying out. After surgery, the animals were placed in a prewarmed cage under close observation and transferred to their home cage thereafter.

#### Complete spinal cord crush

A laminectomy was conducted to expose the spinal cord at T10. After the application of local anesthesia, the spinal cord was fully crushed for 2 s with Dumont No. 5 forceps (11295-00, Fine Science Tools)^10,45^. Animals received postoperative analgesia as described above and were treated with antibiotics (Hippotrim vet., sulfadiazine 200 mg ml^−1^, trimethoprim 40 mg ml^−1^, 100 mg kg^−1^ body weight every 24 h; subcutaneous injection) to prevent bladder infection. To help the animals’ mobility, we supplemented the cage floor with a raised grid. Throughout the experiment, bladders were manually expressed two to three times per day to permit micturition. From 1 day before the surgery, the animals’ diet was supplemented with a high-energy nutritional supplement (DietGel Boost, Clear H2O) during the first week after surgery to support recovery and limit weight loss. The body weight was recorded before surgery, daily during the first week after injury and weekly thereafter. Only female mice were used for crush lesion experiments. Mice were killed at 3, 5, 7 and 14 days after injury.

#### Spinal cord contusion

For spinal cord contusion lesions, mice were placed on a stabilization platform for surgery. After laminectomy, the vertebral column was stabilized at T8 and T10 vertebrae with adjustable fine pitch forceps connected to three-joint surgery arms. After the application of local anesthesia, the mice received a 40-kdyn contusion centered on the T9 thoracic spinal cord using the Infinite Horizon impactor (IH-0400, PSI) with a 1.3-mm tip. Subsequently, the wounds were sutured, and mice were placed in a preheated cage for recovery and thereafter transferred to their home cage with an elevated floor grid. Bladders were manually expressed two to three times per day to permit micturition until mice regained bladder control (usually within 5 days after surgery in this mild contusion model). See above for postoperative analgesia.

Only female mice were used for contusion lesion experiments. Mice were killed at 5 and 14 days after injury.

#### Stereotactic injection of LPS into the spinal cord

LPS (from *Escherichia coli*, ALX-581-007, Enzo Life Sciences, 1 mg ml^−1^) was stereotactically injected into the low thoracic region (T12/T13) of the mouse spinal cord in deeply anesthetized uninjured adult animals. Mice were placed on a stabilization platform for surgery. After laminectomy, the vertebral column was stabilized with adjustable fine pitch forceps connected to three-joint surgery arms. Each mouse received three injections spaced 3 mm apart, with each injection delivering a total volume of 0.2 μl (200 ng of LPS per injection) using a 10-μl NanoFil syringe with a 36-gauge beveled needle tip (World Precision Instruments) coupled to a microinjector (UltraMicroPump III and Micro4 microsyringe pump controller, World Precision Instruments). After injection, the needle was left in place for an additional 2 min to allow diffusion and prevent backflow of the solution and then slowly withdrawn. Injections were carried out 0.35-mm lateral relative to the posterior median spinal vein and at 0.5-mm depth from the spinal cord surface to inject into the gray matter or at 1.3-mm depth to inject into the ventral white matter of the spinal cord. Both male and female mice were used for intraspinal injections. Mice were killed at 5 days after injection.

### Isolation of different perivascular cell populations from the spinal cord

Preparation of single-cell cell suspensions and myelin removal were performed either using an adult brain dissociation kit (130-107-677, Miltenyi), followed by the Smart-seq3 and Smart-seq3xpress library preparation protocols, or adapted from previously published protocols, followed by the Smart-seq2 protocol^45,46^. In summary, *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* animals (uninjured and 3 and 5 days after spinal crush) were killed by i.p. injection of sodium pentobarbital (200 mg kg^−1^, 100 μl i.p., APL) and transcardially perfused with cold Hank’s balanced salt solution (HBSS) without calcium or magnesium (Invitrogen). The spinal cord was carefully dissected out of the vertebrae, and the crush injury segment was separated from the uninjured spinal cord tissue and treated separately thereafter. After the removal of the outer meningeal layers, the tissue was mechanically dissociated with a razor blade on a glass Petri dish and immediately transferred to cold HBSS. This step was followed by enzymatic digestion. Before Smart-seq2 library preparation, tissues were digested with papain at a final concentration of 8 U ml^−1^ with 80 Kunitz units of DNase I per ml (Sigma-Aldrich, D4263) in Ca^2+^/Mg^2+^-free piperazine-*N*,*N*′-bis(2-ethanesulfonic acid)/cysteine-based buffer (pH 7.4) for 40 min at 37 °C, 350 rpm on a ThermoMixer (Eppendorf). The tissue was carefully triturated and incubated for an additional 5 min. The cell suspension was passed through a 70-μm cell strainer (Corning), washed with minimum essential medium (MEM) with 1% BSA and spun down at 200*g* for 5 min at 4 °C. The cells were resuspended in MEM and centrifuged over a 90% Percoll gradient (GE Healthcare, 17-0891-01) at 250*g* for 15 min at 4 °C. Cells in the lipid layer and below were diluted five times in MEM with 1% BSA and centrifuged in a 15-ml tube at 250*g* for 10 min at 4 °C. All supernatants, including the lipid layer, were carefully removed. Before Smart-seq3 and Smart-seq3xpress library preparation, cells were enzymatically digested following the manufacturer’s instructions from the adult brain dissociation kit. Briefly, cells were incubated with enzymes for 15 min at 37 °C with agitation and then triturated by pipetting up and down with 1,000-μl tips and incubated for 10 min more. Digestion was stopped by adding 10 ml of MACS buffer (PBS with 0.5% FBS). Cells were filtered through a 70-μm cell strainer and centrifuged for 10 min at 300*g* at 4 °C.

Following the two protocols, pellets were resuspended in cold MACS buffer and magnetic myelin removal beads (Miltenyi Biotech, 130-096-433) and incubated for 15 min at 4 °C. The cells were washed and run over MACS magnetic separation columns (Miltenyi Biotech, 130-042-201) on a magnetic stand according to the manufacturer’s instructions. The cells in the flow through were collected, spun down, resuspended in FACS buffer (2% FBS in PBS) and kept on ice until further processing. For Smart-seq3xpress, cells were resuspended in pure PBS to avoid serum contamination in the lysis mix.

### Single-cell sorting, library preparation, sequencing and quality control

The single-cell suspensions generated from *GLAST-CreER*^*T2*^;*R26R-tdTomato*;*Pdgfrb-eGFP* animals were subjected to FACS. Based on reporter gene expression, tdTomato^+^EGFP^+^ and tdTomato^−^EGFP^+^ cells were collected into 96- or 384-well plates with cell lysis buffer (Clonetech, 635013) or Smart-seq3/Smart-seq3xpress lysis buffer mix, followed by a brief centrifugation (1 min, 1,500 rpm) and stored at −80 °C until further processing. Cell sorting was performed on a FACSAria III cell sorter (BD Biosciences). Singlet discrimination was performed using plots for forward scatter (FSC-A versus FSC-H) and side scatter (SSC-W versus SSC-H), and dead cells were excluded by SYTOX Blue dead cell staining (Thermo Fisher Scientific, S34857). Single cells were processed to cDNA libraries according to the Smart-seq2, Smart-seq3 or Smart-seq3xpress protocols^16–18^. Smart-seq2 samples were sequenced on Illumina HiSeq 2500 (HiSeq Control Software 2.2.58/RTA 1.18.64) with a 1 × 51 setup using ‘HiSeq SBS Kit v4’ chemistry. Smart-seq3 and Smart-seq3xpress libraries were sequenced on an Illumina NextSeq 500 (Illumina NextSeq Control Software 2.2.0). Reads were then aligned to the mouse reference genome.

### Single-cell gene expression analysis

All data were processed using Seurat (v4.3.0.1)^47^ and RStudio (v1.4.1717)^48^. Data from Smart-seq2, Smart-seq3 or Smart-seq3xpress sequencing were first preprocessed individually using Seurat package default parameters, with the first 20 principal components and 0.5 as the resolution. Cells expressing between 200 and 1,200 features and <20% of mitochondrial genes were retained for the analysis. The different datasets were then merged and integrated with Harmony (v0.1.1)^49^. To correct potential batch effects, we performed scaling with the feature number and percentage of mitochondrial and ribosomal content regression. Unbiased clustering was done using the first 30 principal components and 0.5 as the resolution. Astrocytes and immune cell contamination were removed by filtering data based on *Gfap* and *Ptprc* gene expression, respectively. Endothelial cells were removed based on high expression of *Pecam1* and low expression of *Pdgfrb*.

Differential gene expression analyses were done using the Wilcoxon test, and genes with *P* < 0.05 and log_2_(fold change) > 0.25 were used for subsequent GO analyses. GO term analyses were done using Enrichr^50^. GO functions with fewer than five genes and a *P* value of >0.05 were excluded, and analyses were performed using the BioPlanet library.

Pseudotime analyses were performed using Monocle3 (v1.3.1). Normalized data from the Seurat object were used as input for pseudotime analyses and were processed as described in the Monocle3 tutorial. To decipher the pseudotime trajectory, we first used the entire dataset by defining two starting points using the *Pi16* expression for the fibroblast branch and the *Rgs5* expression for the pericyte branch. The two branches were then divided manually using the choose_graph_segments function, and gene expression was plotted using the plot_genes_in_pseudotime function. UMAPs for the comparison of day 0 and day 5 SCI tdTomato^+^EGFP^+^ or tdTomato^−^EGFP^+^ datasets were generated using the first 15 principal components. A cluster of *Slc1a3*^+^*Pdgfra*^+^ fibroblasts in the tdTomato^−^EGFP^+^ dataset (nonrecombined GLAST^+^ cells) was excluded from the analysis. Heat maps were generated with the pheatmap package^51^.

For cell-type comparison, our dataset from the uninjured spinal cord was integrated with data from uninjured brain mural cells from ref. ^11^ (GSE98816) using the Seurat IntegrateData function. Both datasets were preprocessed by selecting cells with >350 features and <10% mtRNA, in which only genes present in more than three cells were considered. For normalization and variance stabilization, we used sctransform^52^. For plots with gene expression levels, only mural cells (pericytes, vSMCs)^11^ were included and shown as UMAP projections of the first 15 dimensions (determined based on elbow plots) and a resolution of 0.5. For analysis, we used the Seurat standard workflow, UMAP dimension reduction with 15 dimensions (determined based on elbow plots) and a resolution of 0.5. Cells annotated as endothelial cells were removed before data integration^52^.

### Tissue processing and immunohistochemistry

Animals were killed by i.p. injection of an overdose of sodium pentobarbital and transcardially perfused with cold PBS, followed by 4% formaldehyde in PBS. Spinal cords were dissected out and postfixed in 4% formaldehyde in PBS overnight at 4 °C and then cryoprotected in 30% sucrose. After embedding in OCT mounting medium and freezing on dry ice, spinal cords were sectioned with a cryostat (Leica, CM1860). Cryosections (20 μm) were then collected on alternating slides and stored at –20 or –80 °C. For immunostaining, sections were incubated with blocking solution (10% normal donkey serum in PBS, with 0.3% Triton X-100) for 1 h at room temperature and then incubated at room temperature overnight in a humidified chamber with primary antibodies diluted in 10% normal donkey serum. The primary antibodies used were GFP (1:2,000, chicken, Aves Labs, GFP-1020; 1:2,000, sheep, Bio-Rad, 4745-1051), RFP (red fluorescent protein; 1:250, chicken, Novus Biologicals, NBP1-97371), PDGFRβ (1:200, rabbit, Abcam, ab32570; 1:100, rat, eBioscience, 14-1402-82), podocalyxin (1:200, goat, R&D Systems, AF1556), αSMA (1:200, rabbit, Abcam, ab5694), SM22α (also known as transgelin; 1:500, rabbit, Abcam, ab14106), Ki67 (1:2,000, rat, eBioscience, 14-5698), NG2 chondroitin sulfate proteoglycan (1:200, rabbit, Millipore, AB5320; no Triton X-100) and MAC2 (also known as galectin-3; 1:500, rat directly conjugated to biotin, Cedarlane Labs, CL8942B).

All secondary antibodies used for immunohistochemistry were F(ab′)2 fragment affinity-purified antibodies purchased from Jackson Immunoresearch and diluted at 1:500: Alexa Fluor 488 donkey anti-chicken immunoglobulin Y (IgY) (703-546-155), Cy3 donkey anti-chicken IgY (703-166-155), Alexa Fluor 647 donkey anti-goat IgG (705-606-147), Alexa Fluor 594 donkey anti-goat IgG (705-585-147), Alexa Fluor 680 donkey anti-goat IgG (705-625-147), Alexa Fluor 488 donkey anti-rabbit IgG (711-546-152), Alexa Fluor 647 donkey anti-rabbit IgG (711-606-152), Alexa Fluor 680 donkey anti-rabbit IgG (771-625-152), Alexa Fluor 488 donkey anti-rat IgG (712-546-153), Alexa Fluor 647 donkey anti-rat IgG (712-606-153) and Alexa Fluor 488 donkey anti-sheep IgG (713-546-147). Biotinylated secondary antibodies were revealed with Alexa Fluor 594-conjugated streptavidin (1:500, Jackson Immunoresearch, 016-580-084) or Alexa Fluor 680-conjugated streptavidin (1:500, Jackson Immunoresearch, 016-620-084).

Cell nuclei were visualized with DAPI (1 μg ml^−1^ in PBS, Sigma-Aldrich, D9542). Sections were mounted using VECTASHIELD antifade mounting medium (Vector Labs, H-1000).

### In situ hybridization—RNAscope

For the detection of RNA molecules, we performed RNAscope on formaldehyde-fixed spinal cord cryosections stored at –80 °C. In situ hybridization was performed following a modified version of the RNAscope Multiplex Fluorescent Reagent Kit v2 Assay (ACD Bio-Techne, 323100). Briefly, tissue sections were allowed to dry and equilibrate to room temperature, washed in PBS and baked for 30 min at 60 °C before postfixation in 4% formaldehyde in PBS for 15 min at 4 °C. Slides were subsequently dehydrated in 50%, 70% and 100% ethanol for 5 min each at room temperature. After drying, slides were first boiled for 10 s in distilled water, followed by 5 min in antigen retrieval solution, washed in distilled water and 100% ethanol at room temperature, and allowed to dry again. For further antigen accessibility, sections were incubated with protease III (ACD Bio-Techne, 322337) at 40 °C for 30 min. The samples were washed in distilled water and incubated at 40 °C for 2 h with the following RNAscope probes (ACD Bio-Techne): Pdgfrb (Mm-Pdgfrb-C3, 411381-C3), Pdgfra (Mm-Pdgfra, 480661), Col1a1 (Mm-Col1a1, 319371), Slc1a3 (Mm-Slc1a3-C3, 430781-C3), Atp13a5 (Mm-Atp13a5-C2, 417211-C2) and Gjb6 (Mm-Gjb6, 458811). C3 probes were diluted 1:50 in C1 probes or probe diluent. Subsequent amplification and detection were performed following the assay protocol. Probes were detected with Opal dyes 520 (Perkin Elmer, FP1487A), 570 (Perkin Elmer, FP1488A) or 650 (Perkin Elmer, FP1496A). TdTomato labeling was recovered by immunohistochemistry with an antibody against RFP (1:250, chicken, Novus Biologicals, NBP1-97371). Nuclei were stained with DAPI (1:5,000, 1 μg ml^−1^ in PBS, Sigma-Aldrich, D9542) before mounting the slides. The protocol was run in 1 day to preserve sample quality.

### Light-sheet fluorescence microscopy

#### Blood vessel labeling

Animals were first transcardially perfused with cold PBS and then with 4% formaldehyde in PBS, followed by 5 ml of a 2% gelatin (Sigma-Aldrich, G1890) solution in PBS containing 0.5 mg of BSA conjugated to Alexa Fluor 647 (Thermo Fisher Scientific, A34785). Subsequently, perfused mice were kept in ice-cold water for at least 15 min for the gelatin to solidify. The labeled tissue was kept in 4% formaldehyde in PBS for further histological processing.

#### Optical tissue clearing

The tissue clearing protocol was adapted from ref. ^53^. After fixation with 4% formaldehyde in PBS for 3 days, spinal cords were optically cleared with 4% SDS at 50 °C for 3–5 days in a rotating hybridization incubator with daily renewal of the clearing solution. The cleared spinal cords were embedded in 4% agarose and washed with PBS with 0.1% Tween 20 detergent (PBS-T) overnight. The embedded spinal cords were incubated with primary antibodies against SM22α (1:500, rabbit, Abcam, ab14106) and vWF (1:100, sheep, Abcam, ab11713) diluted in PBS-T for 2 days at room temperature. After being washed with PBS-T overnight, samples were incubated with species-specific secondary antibodies conjugated to Alexa Fluor 488 (1:200, Jackson ImmunoResearch) in PBS-T for 2 days. The spinal cords were then washed and stored in PBS-T at room temperature until imaging.

#### Light-sheet imaging of cleared tissues

The embedded cleared tissues were incubated in a customized refractive index (RI) matching medium (Omnipaque 350, GE Healthcare) supplemented with 1 M urea (Sigma-Aldrich, U5378) and 40% d-sorbitol (Sigma-Aldrich, S1876; RI = 1.48) overnight. After RI matching, the samples were imaged with a light-sheet microscope (Zeiss Z.1). The acquired images were processed to achieve an isotropic resolution of 2.5 μm and visualized with napari^54^.

#### Quantitative assessment of cleared tissues

To quantify the percentage of tdTomato^+^ cells in different vessel compartments and between gray matter and white matter, a 500-μm-thick uninjured thoracic spinal cord segment was used for each sample. Counting was done manually in an interactive 3D view, assisted by a custom-built napari plug-in. The classification of arterioles, venules and capillaries was based on the SM22α and vWF signals and the relative position and blood vessel size, which were determined together by two observers.

### Electron microscopy

#### Transcardial perfusion

Uninjured *GLAST-CreER*^*T2*^;*R26R-tdTomato* and *Col1a1-CreER*^*T2*^;*R26R-tdTomato* animals were killed by i.p. injection of an overdose of sodium pentobarbital and initially transcardially perfused with ice-cold 2% dextran in 0.1 M phosphate buffer (20 s), followed by a mixture of 4% formaldehyde and 0.1% glutaraldehyde in 0.1 M phosphate buffer for 15 min. The spinal cords were removed, left in the fixative solution overnight and stored in a 1:10 dilution of the same solution in 0.1 M phosphate buffer.

#### Postembedding and immunogold electron microscopy

Small blocks were dissected out from perfusion-fixed spinal cords and subjected to a freeze-substitution procedure as described previously^55^. Briefly, tissue blocks were cryoprotected in 4% glucose overnight, and the tissues were suspended in graded glycerol solutions (10%, 20% and 30% glycerol in 0.1 M phosphate buffer for 30 min in each gradient). After cryoprotection, the tissue blocks were rapidly frozen in propane cooled to −170 °C using liquid nitrogen before being subjected to freeze substitution. Samples were later embedded in methacrylate resin (Lowicryl HM20) and polymerized by ultraviolet irradiation below 0 °C. Serial sections were cut at 90–100 nm using an ultramicrotome (Reichert Ultracut S, Leica) and placed on 300-mesh Ni grids until further use.

Immunogold cytochemistry was performed on every tenth ultrathin section as previously described^56^, and the remaining serial sections were only counterstained as described below. Briefly, the ultrathin sections were incubated with a primary antibody against RFP, which recognizes tdTomato (1:100, rabbit, Rockland, 600-401-379s), overnight at room temperature in a humidified chamber. The following day, the sections were washed and incubated with a secondary antibody (1:20, goat anti-rabbit IgG conjugated to 12-nm gold particles, Abcam, ab105298) for 2 h. The sections were counterstained using 2% uranyl acetate and 0.3% lead citrate for 90 s each. Images were acquired at 80 kV using a Tecnai 12 electron microscope (FEI Company) equipped with ITEM FEI version 5.1 software (Olympus Soft Imaging Solutions). Colored hue was added to images with Adobe Illustrator CS6 version 16.0 (Adobe Systems) to highlight cells of interest.

#### 3D modeling

The open-source software Reconstruct^57^ was used for 3D modeling. Consecutive immunogold electron microscopy images were traced to create the 3D reconstruction. All electron microscopy images used for the 3D modeling were taken with the same magnification to ease the calibration and alignment process. First, images were aligned in a semiautomatic manner using three to four corresponding reference points on two consecutive images, and this was repeated through the entire stack. Care was taken to ensure proper alignment and to avoid potential artifacts in the alignment process. Next, the structures of interest were traced using the wildfire mode, and all traces were inspected and corrected manually where needed. Rendering of the 3D model was done with the following software parameters: Generate; Botsonian surface, Normals; Vertex, Facets; 32. To unwrap selected cells from the endothelial tube, we exported isolated 3D models to the open-source software Blender by the Blender Foundation. Within Blender, cloth physics was applied to the isolated model, and the 3D model fell into the desired position.

### Imaging and quantitative analysis

Images were acquired with a Leica TCS SP8X confocal microscope equipped with LAS X 3.5.7.23225 software. Image processing and assembly were performed with ImageJ/Fiji (v2.1.0/1.53c for Mac) and Adobe Illustrator (v25.04.1 for Mac).

Transverse (Figs. 2c and 6 and Supplementary Figs. 5, 9 and 10) or sagittal (Fig. 5, Extended Data Figs. 2 and 5, and Supplementary Figs. 8 and 11) spinal cord sections, spanning the injury site and 400-μm rostral and caudal to the injury site, were collected on 20 alternating slides at 20-μm thickness and used for quantifications. Matched segments of uninjured spinal cords were sectioned and collected similarly. All quantifications were done in at least three alternate sections per animal covering the lesion epicenter and spaced 400 μm apart. Except for Extended Data Fig. 2c, data collection and analysis were not performed blind to the conditions of the experiments.

The percentages of stromal PDGFRβ^+^ cells that express tdTomato (*GLAST-CreER*^*T2*^;*R26R-tdTomato* or *Col1a1-CreER*^*T2*^;*R26R-tdTomato* mice) upon spinal cord crush or contusion and upon intraspinal injection of LPS were assessed by manual counting. The number of tdTomato^+^PDGFRβ^+^ was divided by the total number of PDGFRβ^+^ cells in the lesion core (delimitated by the glia limitans). Only cells dissociated from the blood vessel wall within the lesion core (immunostained for the endothelial markers CD31 or podocalyxin) were considered. For gray and white matter comparisons, the percentages of recombined stromal cells were determined for gray and white matter regions separately. The area covered by the MAC2^+^ signal was thresholded and measured using ImageJ/Fiji software, and averaged values are presented as the percentage of MAC2^+^ area per hemisection. The recombination efficacy in *Col1a1-CreER*^*T2*^;*R26R-tdTomato* mice was determined by the ratio of tdTomato^+^*Col1a1*^+^ cells out of the total number of cells with *Col1a1*^+^ mRNA clusters (in situ hybridization with the Mm-Col1a1 RNAscope probe). The ratio was determined in transverse spinal cord tissue sections (*n* = 6 mice) in the gray matter and white matter. The ratio for the meninges was determined within an optical field spanning one-quarter of the meninges surrounding transverse sections.

The number of *GLAST-CreER*^*T2*^ tdTomato^+^ or *Col1a1-CreER*^*T2*^ tdTomato^+^ perivascular (PDGFRβ^+^) cells in the uninjured mouse spinal cord was counted and calculated over nine transverse sections (20-μm-thick) spanning three different thoracic spinal cord segments. To determine the expression level of *Col1a1* mRNA in *GLAST-CreER*^*T2*^;*R26R-tdTomato* mice, nuclei of recombined (tdTomato^+^) cells expressing *Pdgfrb*^+^ mRNA were outlined (*n* = 4 mice, three tissue sections each) and the integrated density of the *Col1a1* signal was measured using ImageJ/Fiji software. The analyzed cells were divided into tdTomato^+^ cells occupying large-caliber (>6-μm inner diameter) or small-caliber (<6-μm inner diameter) blood vessels, mainly in the gray matter of the spinal cord. The blood vessels were labeled with *Lycopersicon esculentum* lectin (B1175, Vector Laboratories).

### Statistical analysis

Sample sizes were determined based on previous experience^3,10^. Data are presented as mean ± s.d., and individual data points are plotted in the graphs. The number of animals (sample size) and statistical tests used are noted in the figure legends. Normality tests were used to assess the Gaussian distribution of the datasets, followed by appropriate statistical tests. Statistical analyses were done with GraphPad Prism (v9.3.1). *P* values were calculated using two-tailed unpaired Student’s *t* test and one-way ANOVA followed by Šidáks or Tukey’s multiple-comparisons test. Differences were considered statistically significant when *P* < 0.05. Source data are provided as source data files.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-024-01678-4.

### Supplementary information

Supplementary Information Supplementary Figs. 1–11.

Reporting Summary

Supplementary Data Source data for Supplementary Figs. 4–6 and 9.

### Source data

Source Data Fig. 2 Individual data points/counted values.

Source Data Fig. 5 Individual data points/counted values.

Source Data Fig. 6 Individual data points/counted values.

Source Data Fig. 7 Full list of GO terms.

Source Data Extended Data Fig. 1 Individual data points/counted values.

Source Data Extended Data Fig. 2 Individual data points/counted values.

## Data Availability

The authors declare that all data supporting the findings of this study are included in this published article and its supplementary information files. The publicly available dataset GSE98816 was used for comparisons in Extended Data Fig. 2, and the mouse reference genome used was GCF_000001635.20/27. Single-cell RNA-sequencing data are deposited in the Gene Expression Omnibus (GEO) database (accession nos. GSE229916, GSE266250 and GSE266251). Source data are provided with this paper.

## References

[1] Ruschel J (2015). Axonal regeneration. Systemic administration of epothilone B promotes axon regeneration after spinal cord injury. Science.

[2] Brazda N, Müller HW (2009). Pharmacological modification of the extracellular matrix to promote regeneration of the injured brain and spinal cord. Prog. Brain Res..

[3] Dias DO (2018). Reducing pericyte-derived scarring promotes recovery after spinal cord injury. Cell.

[4] Dorrier CE (2021). CNS fibroblasts form a fibrotic scar in response to immune cell infiltration. Nat. Neurosci..

[5] Dias DO, Göritz C (2018). Fibrotic scarring following lesions to the central nervous system. Matrix Biol..

[6] Göritz C (2011). A pericyte origin of spinal cord scar tissue. Science.

[7] Hellal F (2011). Microtubule stabilization reduces scarring and causes axon regeneration after spinal cord injury. Science.

[8] Yoshioka N, Hisanaga S, Kawano H (2010). Suppression of fibrotic scar formation promotes axonal regeneration without disturbing blood–brain barrier repair and withdrawal of leukocytes after traumatic brain injury. J. Comp. Neurol..

[9] Zhu Y (2015). Hematogenous macrophage depletion reduces the fibrotic scar and increases axonal growth after spinal cord injury. Neurobiol. Dis..

[10] Dias DO (2021). Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. Nat. Commun..

[11] Vanlandewijck M (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[12] Soderblom C (2013). Perivascular fibroblasts form the fibrotic scar after contusive spinal cord injury. J. Neurosci..

[13] Lendahl U, Nilsson P, Betsholtz C (2019). Emerging links between cerebrovascular and neurodegenerative diseases—a special role for pericytes. EMBO Rep..

[14] Armulik A, Genové G, Betsholtz C (2011). Pericytes: developmental, physiological, and pathological perspectives, problems, and promises. Dev. Cell.

[15] Sofroniew MV (2021). Inflammation drives fibrotic scars in the CNS. Nat. Neurosci..

[16] Hagemann-Jensen M, Ziegenhain C, Sandberg R (2022). Scalable single-cell RNA sequencing from full transcripts with Smart-seq3xpress. Nat. Biotechnol..

[17] Hagemann-Jensen M (2020). Single-cell RNA counting at allele and isoform resolution using Smart-seq3. Nat. Biotechnol..

[18] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[19] McKenzie AT (2018). Brain cell type specific gene expression and co-expression network architectures. Sci. Rep..

[20] Marques S (2016). Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. Science.

[21] Zamboni M, Llorens-Bobadilla E, Magnusson JP, Frisén J (2020). A widespread neurogenic potential of neocortical astrocytes is induced by injury. Cell Stem Cell.

[22] De Bock M (2014). A new angle on blood–CNS interfaces: a role for connexins?. FEBS Lett..

[23] Hirschi KK, Burt JM, Hirschi KD, Dai C (2003). Gap junction communication mediates transforming growth factor-β activation and endothelial-induced mural cell differentiation. Circ. Res..

[24] Ivanova E, Kovacs‐Oller T, Sagdullaev BT (2019). Domain‐specific distribution of gap junctions defines cellular coupling to establish a vascular relay in the retina. J. Comp. Neurol..

[25] Mazaré N, Gilbert A, Boulay A-C, Rouach N, Cohen-Salmon M (2018). Connexin 30 is expressed in a subtype of mouse brain pericytes. Brain Struct. Funct..

[26] Lendahl U, Muhl L, Betsholtz C (2022). Identification, discrimination and heterogeneity of fibroblasts. Nat. Commun..

[27] Krueger M, Bechmann I (2010). CNS pericytes: concepts, misconceptions, and a way out. Glia.

[28] Meletis K (2008). Spinal cord injury reveals multilineage differentiation of ependymal cells. PLoS Biol..

[29] Lee SB, Kalluri R (2010). Mechanistic connection between inflammation and fibrosis. Kidney Int. Suppl..

[30] Mack M (2018). Inflammation and fibrosis. Matrix Biol..

[31] Felts PA (2005). Inflammation and primary demyelination induced by the intraspinal injection of lipopolysaccharide. Brain.

[32] Batista CRA, Gomes GF, Candelario-Jalil E, Fiebich BL, de Oliveira ACP (2019). Lipopolysaccharide-induced neuroinflammation as a bridge to understand neurodegeneration. Int. J. Mol. Sci..

[33] Buechler MB (2021). Cross-tissue organization of the fibroblast lineage. Nature.

[34] Eilken HM (2017). Pericytes regulate VEGF-induced endothelial sprouting through VEGFR1. Nat. Commun..

[35] Liu J (2021). A human cell type similar to murine central nervous system perivascular fibroblasts. Exp. Cell Res..

[36] Milich LM (2021). Single-cell analysis of the cellular heterogeneity and interactions in the injured mouse spinal cord. J. Exp. Med..

[37] Martirosyan NL (2011). Blood supply and vascular reactivity of the spinal cord under normal and pathological conditions. J. Neurosurg. Spine.

[38] Kirst C (2020). Mapping the fine-scale organization and plasticity of the brain vasculature. Cell.

[39] Grant RI (2019). Organizational hierarchy and structural diversity of microvascular pericytes in adult mouse cortex. J. Cereb. Blood Flow. Metab..

[40] Hartmann DA (2015). Pericyte structure and distribution in the cerebral cortex revealed by high-resolution imaging of transgenic mice. Neurophotonics.

[41] Slezak M (2007). Transgenic mice for conditional gene manipulation in astroglial cells. Glia.

[42] Madisen L (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat. Neurosci..

[43] Gong S (2003). A gene expression atlas of the central nervous system based on bacterial artificial chromosomes. Nature.

[44] Drosten M (2010). Genetic analysis of Ras signalling pathways in cell proliferation, migration and survival. EMBO J..

[45] Lovatt D (2007). The transcriptome and metabolic gene signature of protoplasmic astrocytes in the adult murine cortex. J. Neurosci..

[46] Orre M (2014). Isolation of glia from Alzheimer’s mice reveals inflammation and dysfunction. Neurobiol. Aging.

[47] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[48] RStudio Team. *RStudio: Integrated Development Environment for R* (RStudio, 2021).

[49] Korsunsky I (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

[50] Xie Z (2021). Gene set knowledge discovery with Enrichr. Curr. Protoc..

[51] Kolde, R. Pheatmap: pretty heatmaps. https://CRAN.R-project.org/package=pheatmap/index.html (2019).

[52] Hafemeister C, Satija R (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biol..

[53] Xu N (2017). Fast free-of-acrylamide clearing tissue (FACT)—an optimized new protocol for rapid, high-resolution imaging of three-dimensional brain tissue. Sci. Rep..

[54] Chiu C-L, Clack N (2022). napari: a Python multi-dimensional image viewer platform for the research community. Microsc. Microanal..

[55] Lunde LK (2015). Postnatal development of the molecular complex underlying astrocyte polarization. Brain Struct. Funct..

[56] Prydz A (2017). Subcellular expression of aquaporin-4 in substantia nigra of normal and MPTP-treated mice. Neuroscience.

[57] Fiala JC (2005). Reconstruct: a free editor for serial section microscopy. J. Microsc..

# Supplementary material for: Distinct origin and region-dependent contribution of stromal fibroblasts to fibrosis following traumatic injury in mice
**Source:** Nat Neurosci. 2024 Jun 7;27(7):1285–98. doi: 10.1038/s41593-024-01678-4
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–11.

# **Distinct origin and region-dependent contribution of stromal fibroblasts to fibrosis following traumatic injury in mice**

---

In the format provided by the  
authors and unedited

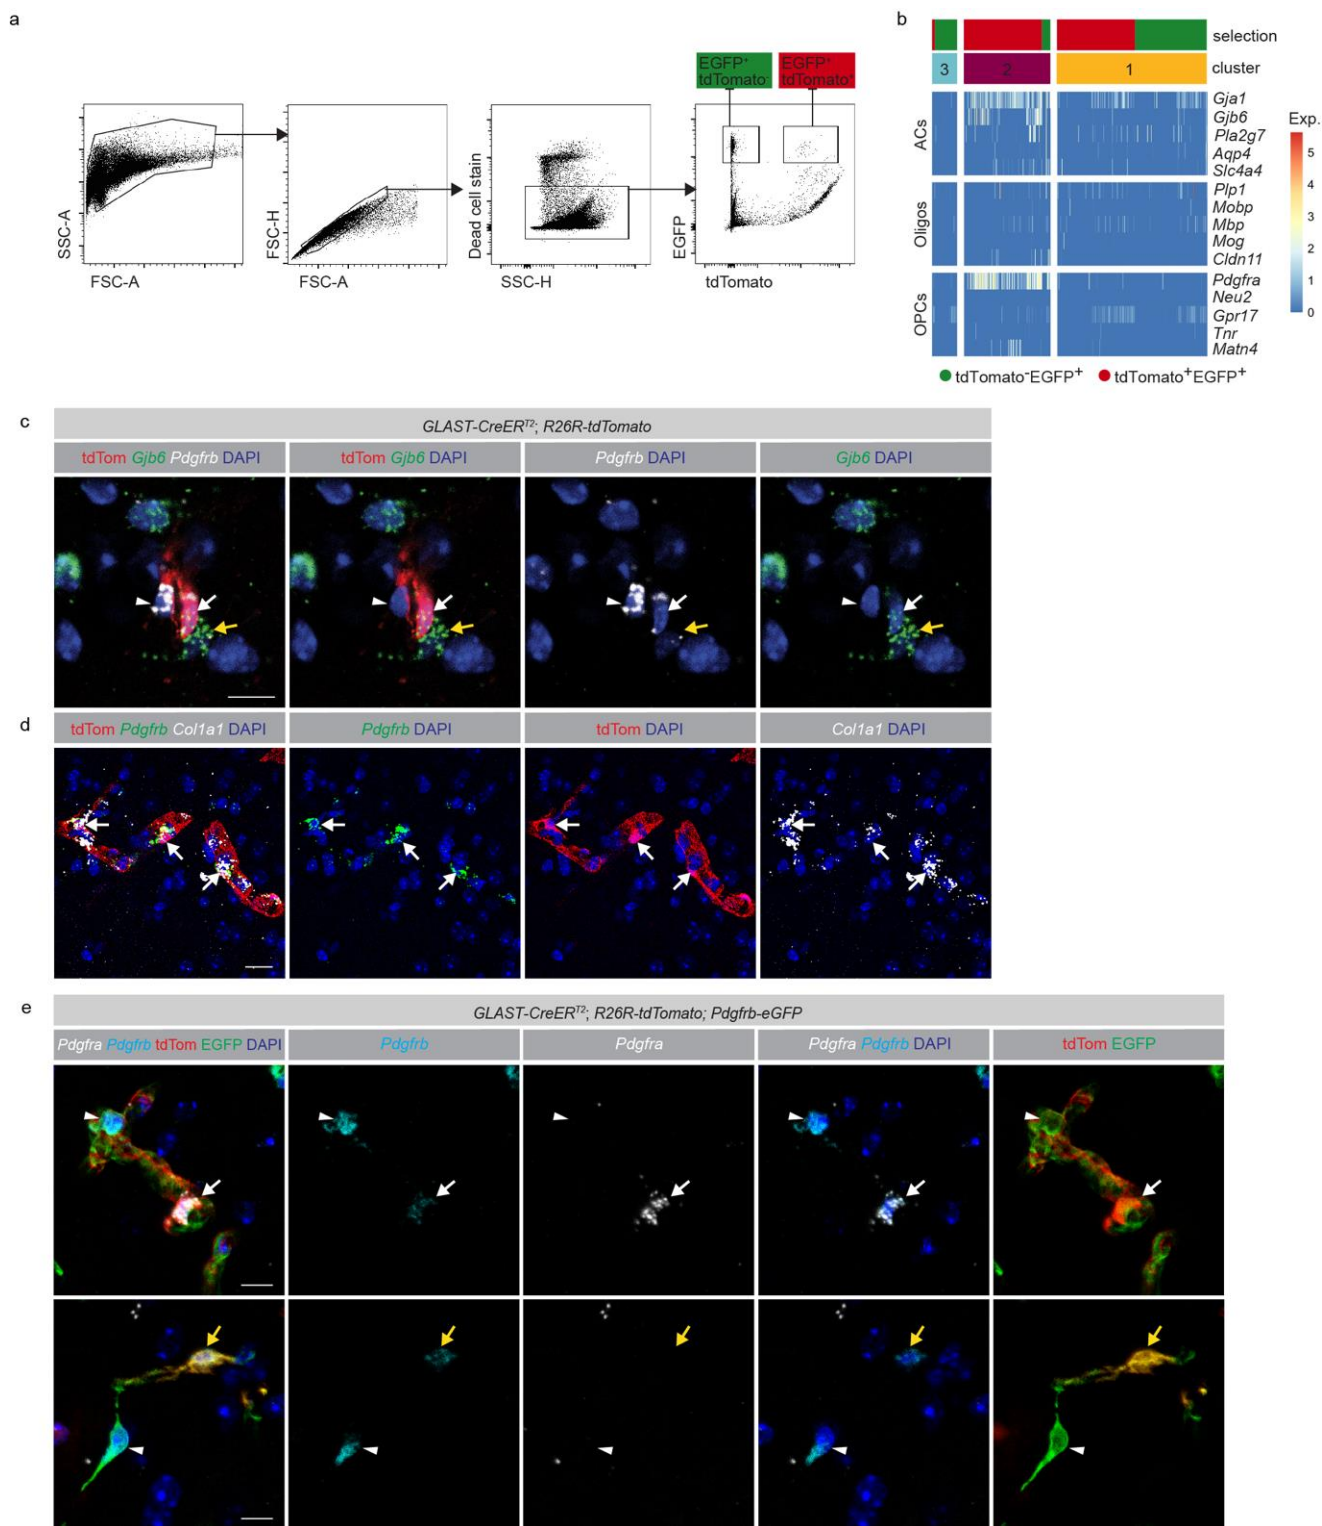

Supplementary Data Figure 1 | **A subset of GLAST<sup>+</sup> perivascular cells expresses fibroblast markers.**

(a) Gating strategy for fluorescence-activated cell sorting of tdTomato<sup>+</sup>EGFP<sup>+</sup> and tdTomato<sup>-</sup>EGFP<sup>+</sup> perivascular cells for single-cell RNA-sequencing (scRNAseq) (b) Heatmap of scRNAseq data of perivascular cells from the uninjured spinal cord of adult *GLAST-CreER<sup>T2</sup>;R26R-tdTomato;Pdgfrb-eGFP* mice separated according to tdTomato<sup>-</sup>EGFP<sup>+</sup> (green) and tdTomato<sup>+</sup>EGFP<sup>+</sup> (red) cell origin and clusters 1-3, based on Fig. 1d. Gene expression level of marker genes for astrocytes (ACs), oligodendrocytes (Oligos) and oligodendrocyte progenitor cells (OPCs) are shown; scale: log counts.

(c) A subset of *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup> perivascular cells co-expresses *Gjb6* and *Pdgfrb* (white arrows) in the uninjured spinal cord. Yellow arrows and white arrowheads point at a tdTomato<sup>-</sup>*Pdgfrb*<sup>+</sup>*Gjb6*<sup>+</sup> astrocyte and a tdTomato<sup>-</sup>*Pdgfrb*<sup>+</sup>*Gjb6*<sup>-</sup> mural cell, respectively. (d) *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup> perivascular cells on large blood vessels co-express *Pdgfrb* and *Colla1* (white arrows) in the uninjured spinal cord. (e) Upper panel: *Pdgfra* is expressed in a subset of *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup>*Pdgfrb*-EGFP<sup>+</sup> perivascular cells with low *Pdgfrb* expression (white arrows). In comparison, *Pdgfra* is not expressed by an adjacent tdTomato<sup>-</sup>EGFP<sup>+</sup> perivascular cell with high *Pdgfrb* expression (white arrowheads). Lower panel: *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup>*Pdgfrb*-EGFP<sup>+</sup> (yellow arrows) and tdTomato<sup>-</sup>*Pdgfrb*-EGFP<sup>+</sup> (white arrowheads) pericytes in small microvessels do not express *Pdgfra* in the uninjured spinal cord. Scale bars: 10 μm (b, d) and 20 μm (c). Cell nuclei are labeled with DAPI. Images are representative of two independent experiments. All images show transverse sections.

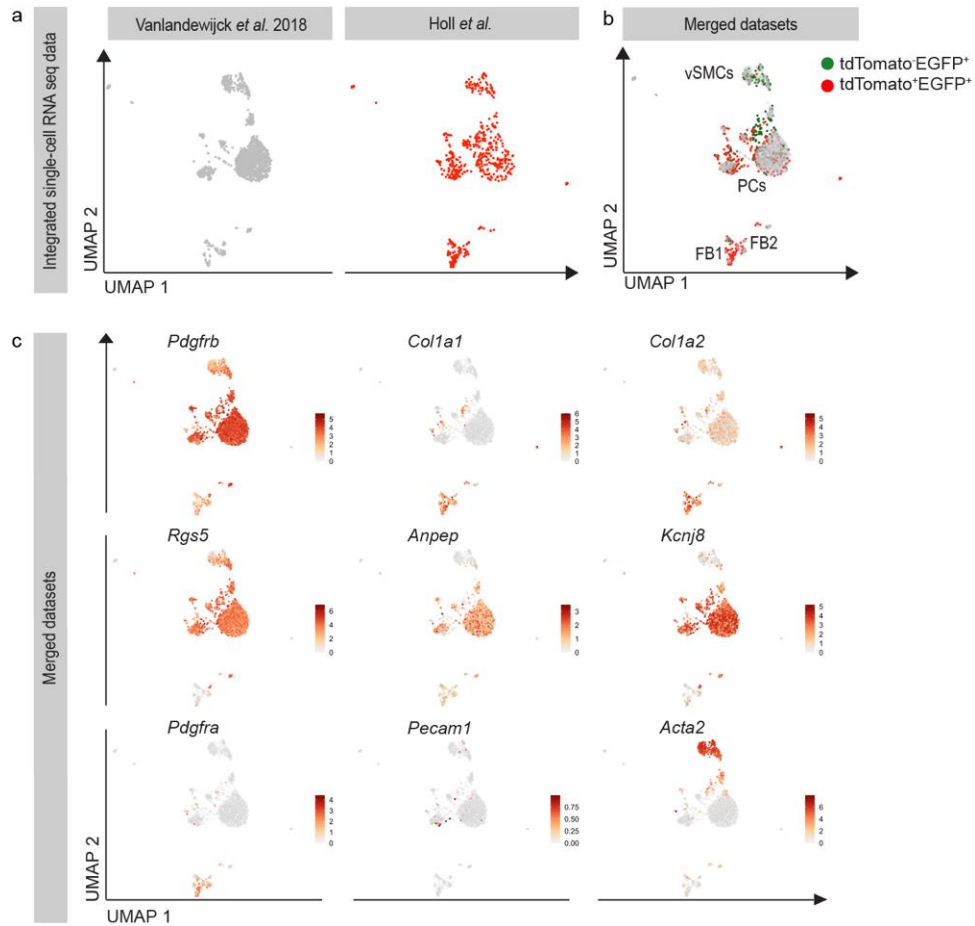

Supplementary Data Figure 2 | **The majority of GLAST<sup>+</sup> perivascular cells classify transcriptionally as pericytes.**

(a) Separate UMAP representations for integrated datasets of uninjured adult brain perivascular cells by Vanlandewijck *et al.* 2018<sup>11</sup> (<http://betsholtzlab.org/VascularSingleCells/database.html>) and uninjured adult spinal cord perivascular cells as in Fig. 1c-e. (b) UMAP representation of merged datasets with color-coding for  $tdTomato^{+}EGFP^{+}$  cells (red) and  $tdTomato^{-}EGFP^{+}$  cells (green), annotated according to Vanlandewijck *et al.*, 2018<sup>11</sup>: FB1 (fibroblasts 1), FB2 (fibroblasts 2), PCs (pericytes), vSMCs (vascular smooth muscle cells). (c) Gene expression of selected genes to identify the position of different cell populations within the dimension reduction plot: *Rgs5*, *Anpep* and *Kcnj8* (pericytes); *Pdgfrb* and *Col1a2* (mural cells/fibroblasts); *Pdgfra* and *Col1a1* (fibroblasts); *Pecam1* (endothelial cells); *Acta2* (vascular smooth muscle cells). Scale: log counts. uninjured adult spinal cord perivascular cells as in Fig. 1c-e. (b) UMAP representation of merged datasets with color-coding for  $tdTomato^{+}EGFP^{+}$  cells (red) and  $tdTomato^{-}EGFP^{+}$  cells (green), annotated according to Vanlandewijck *et al.*, 2018<sup>11</sup>: FB1 (fibroblasts 1), FB2 (fibroblasts 2), PCs (pericytes), vSMCs (vascular smooth muscle cells). (c) Gene expression of selected genes to identify the position of different cell populations within the dimension reduction plot: *Rgs5*, *Anpep* and *Kcnj8* (pericytes); *Pdgfrb* and *Col1a2* (mural cells/fibroblasts); *Pdgfra* and *Col1a1* (fibroblasts); *Pecam1* (endothelial cells); *Acta2* (vSMCs). Scale: log counts.

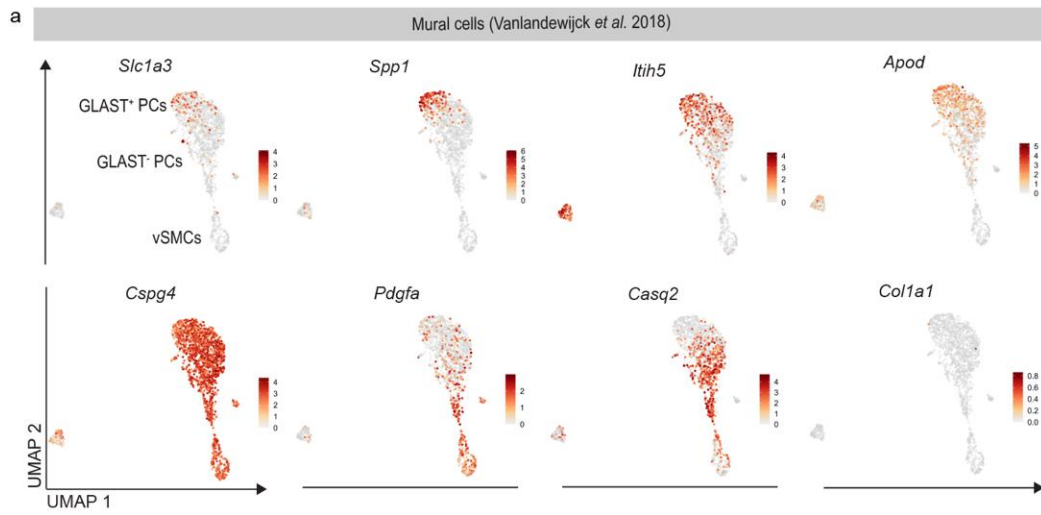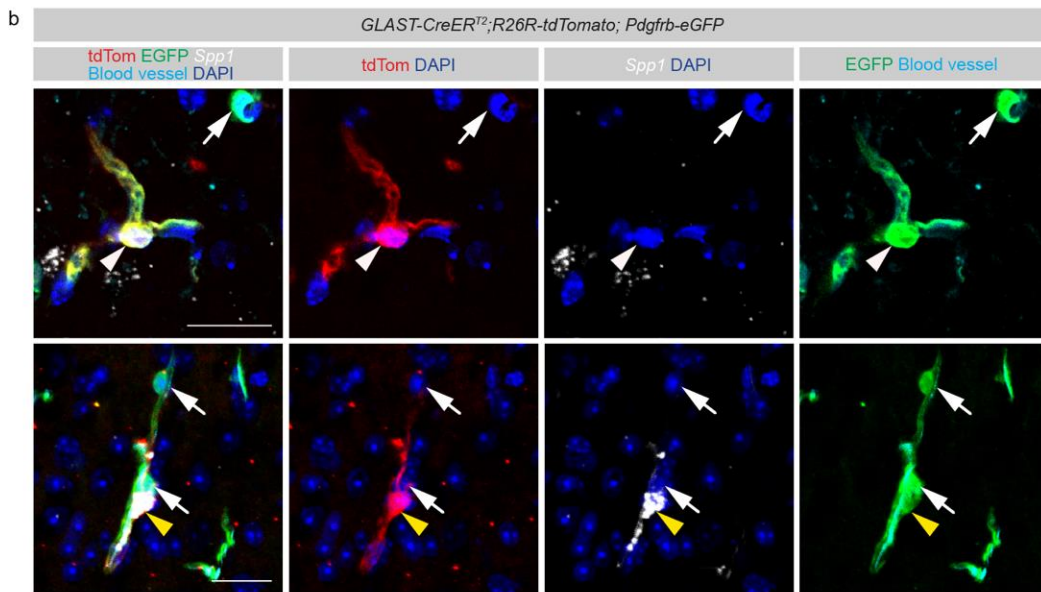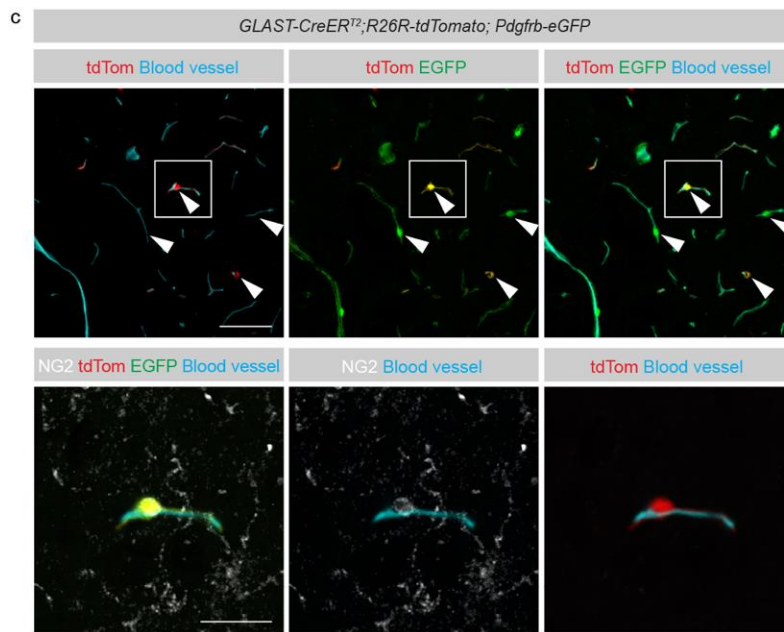

Supplementary Data Figure 3 | ***Spp1* is expressed in GLAST<sup>+</sup> perivascular cells of the arteriole-capillary transitional zone.**

(a) Single-cell transcriptomes of mural cells (pericytes (PCs) and vascular smooth muscle cells (vSMCs)) of the adult uninjured brain were obtained from Vanlandewijck *et al.* 2018<sup>11</sup> (<http://betsholtzlab.org/VascularSingleCells/database.html>) and re-clustered. The resulting UMAP representations display the expression of genes demarcating potential subpopulations within mural cells: *Slc1a3*<sup>+</sup> (GLAST<sup>+</sup> PCs), *Spp1*<sup>+</sup>, *Ithih5*<sup>+</sup> and *Apod*<sup>+</sup> cells separate from *Slc1a3*<sup>-</sup> (GLAST<sup>-</sup> PCs), *Pdgfra*<sup>+</sup> and *Casq2*<sup>+</sup> cells and vSMCs. (b) In the uninjured spinal cord, *Spp1* is not detected in *GLAST-CreER*<sup>T2</sup> tdTomato<sup>+</sup>*Pdgfrb-eGFP*<sup>+</sup> pericytes associated with small capillaries (white arrowheads) but is expressed in tdTomato<sup>+</sup>*EGFP*<sup>+</sup> cells of the post-arteriole transitional zone with projections into the capillary bed (yellow arrowheads), adjacent to tdTomato<sup>-</sup>*EGFP*<sup>+</sup>*Spp1*<sup>-</sup> pericytes (white arrows). (c) Top row: Transverse view of the uninjured spinal cord grey matter of *GLAST-CreER*<sup>T2</sup>;*R26R-tdTomato*;*Pdgfrb-eGFP* mice showing the distribution of tdTomato<sup>+</sup>*EGFP*<sup>+</sup> and tdTomato<sup>-</sup>*EGFP*<sup>+</sup> pericytes (white arrowheads) in the capillary bed; Bottom row: closeup of boxed region showing that tdTomato<sup>+</sup>*EGFP*<sup>+</sup> pericytes express NG2 (chondroitin sulfate proteoglycan 4, gene name *Cspg4*). The blood vessel lumen in (b,c) was labeled by transcatheter perfusion with Alexa Fluor 647-conjugated bovine serum albumin in a gelatin solution. Scale bars: 20  $\mu$ m (b,c). Cell nuclei are labeled with DAPI. Images are representative of two independent experiments. All images show transverse sections.

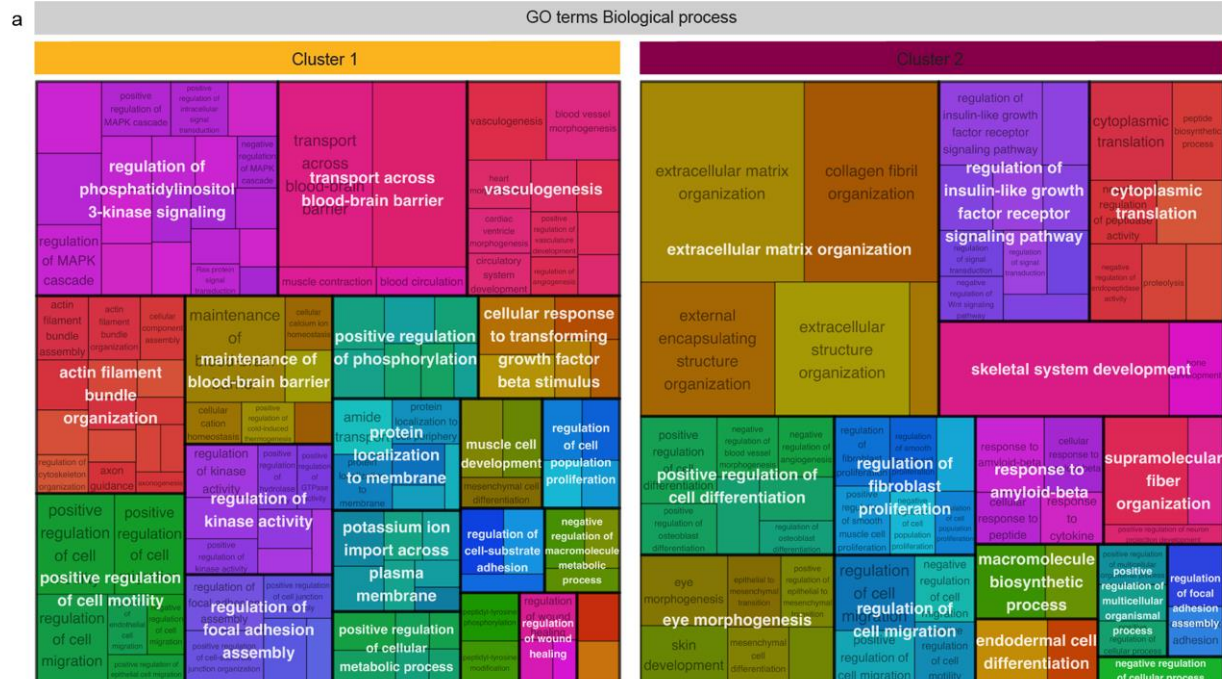

Supplementary Data Figure 4 | **GO term analysis differentiates between GLAST<sup>+</sup> pericyte and fibroblast populations.**

(a) Biological process gene ontology (GO) enrichment analysis for differentially expressed genes comparing tdTomato<sup>+</sup>;EGFP<sup>+</sup> perivascular cells of clusters 1 and 2 in Figure 1f. Similar GO terms are summarized as global function with Rvgo package for R.

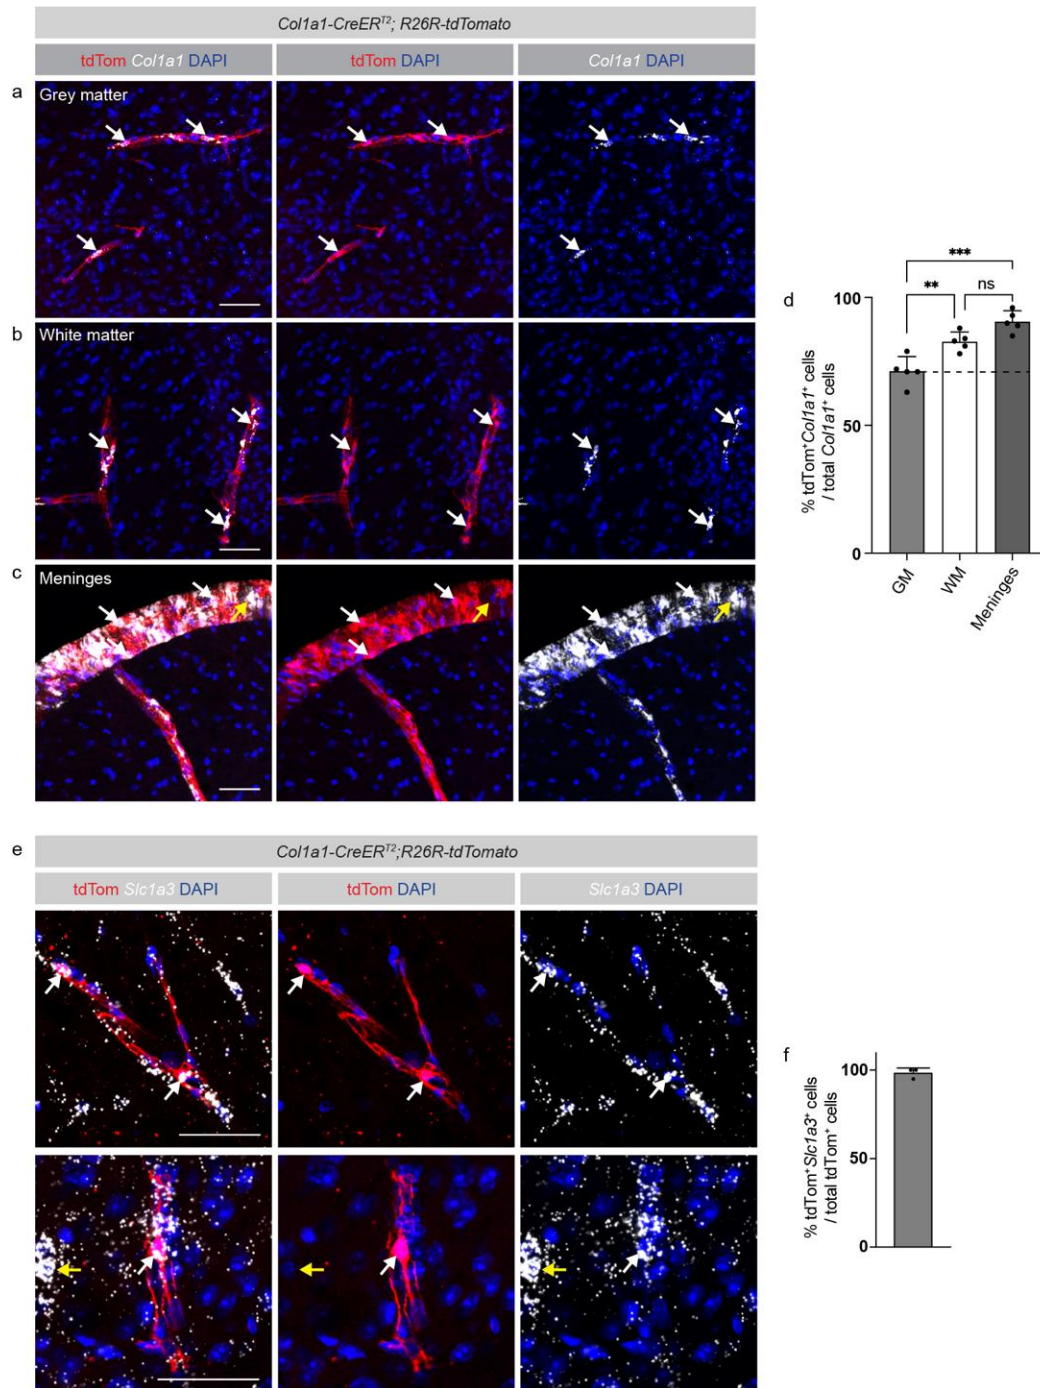

Supplementary Data Figure 5 | *Col1a1-CreER<sup>T2</sup>;R26R-tdTomato* transgenic mice reflect *Col1a1* mRNA expression.

(a-c) *Col1a1-CreER<sup>T2</sup>* tdTomato<sup>+</sup> fibroblasts express *Col1a1* (white arrows) in the uninjured spinal cord (a) grey matter, (b) white matter and (c) meninges. Yellow arrow points to a tdTomato<sup>+</sup>*Col1a1*<sup>+</sup> cell. (d) Quantification of the recombination efficacy in *Col1a1-CreER<sup>T2</sup>;R26R-tdTomato* mice, determined as the percentage of tdTomato<sup>+</sup> cells that express *Col1a1* out of total *Col1a1*<sup>+</sup> cells. *Col1a1* mRNA was detected by RNAscope *in situ* hybridization. Cells with punctate dots in clusters were considered *Col1a1*<sup>+</sup>. Dashed line: mean recombination efficiency in GM = 71.2%. (e) *Slc1a3* is widely expressed in astrocytes and virtually all *Col1a1-CreER<sup>T2</sup>* tdTomato<sup>+</sup> perivascular fibroblasts (white arrows) throughout the uninjured spinal cord; tdTomato<sup>+</sup>*Slc1a3*<sup>+</sup> cells (yellow arrows).

(f) Percentage of tdTomato<sup>+</sup> cells that express *Slc1a3* out of total tdTomato<sup>+</sup> cells. GM, grey matter; WM, white matter. All scale bars: 50  $\mu$ m. Data shown as mean + SD in (d,f). n=4-5 (d) and n=3 animals (f). ns (non-significant)=0.0582, \*\*p=0.0053, \*\*\*\*p<0.0001 by One-Way ANOVA followed by Šidák's multiple comparisons test in (d). Cell nuclei are labeled with DAPI. All images show transverse sections. Images are representative of two independent experiments. Source data are provided as a Source Data file.

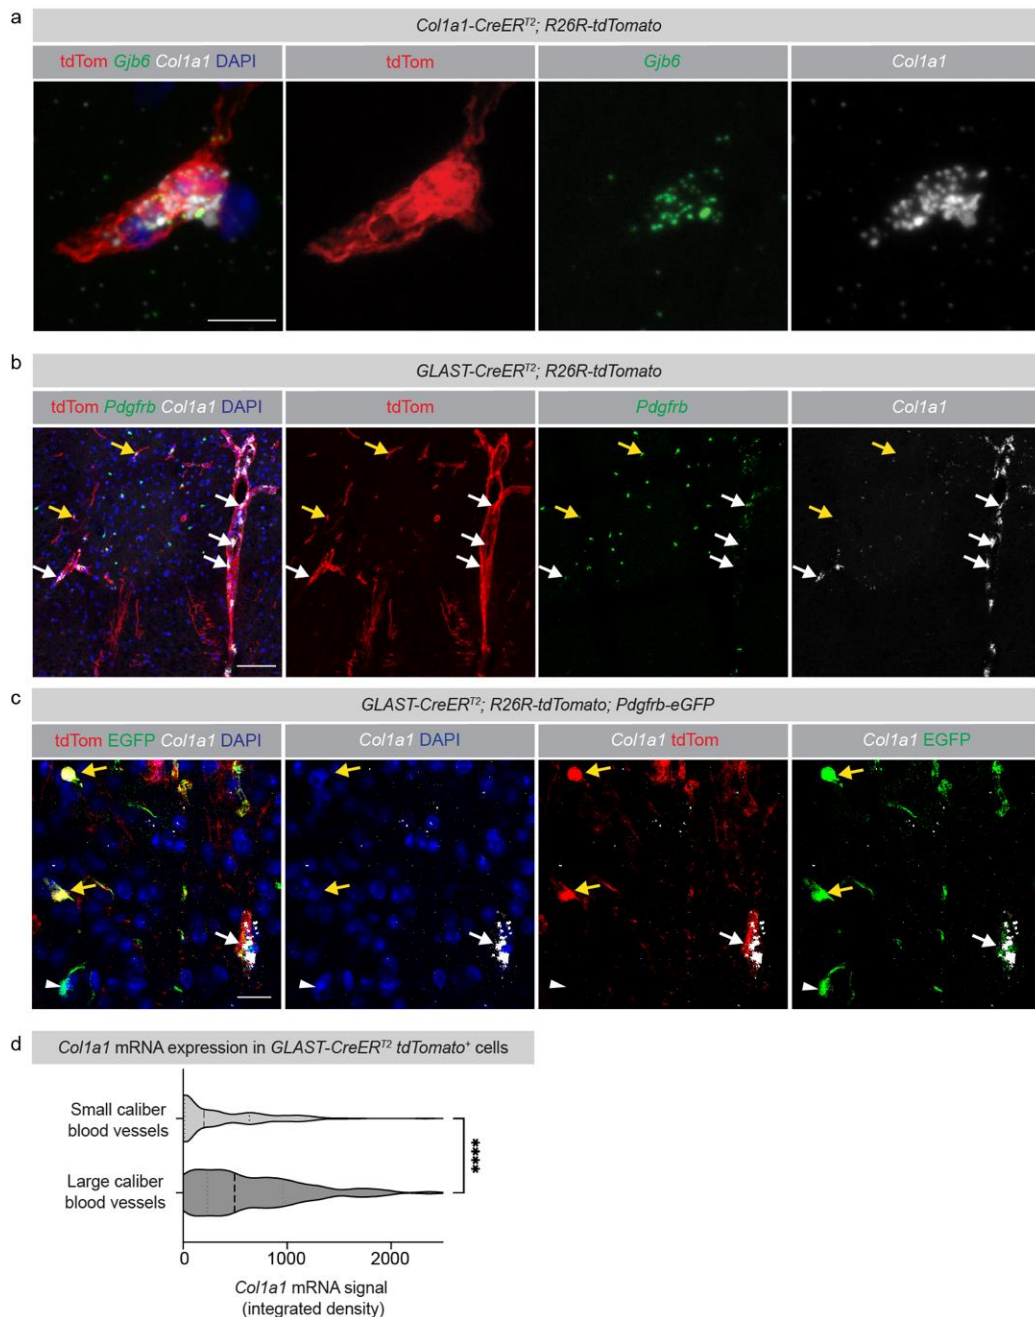

Supplementary Data Figure 6 | **GLAST<sup>+</sup> fibroblasts associated with large blood vessels express *Col1a1*, whereas GLAST<sup>+</sup> microvascular pericytes do not.**

(a) *Gjb6* and *Col1a1* expression in *Col1a1-CreER<sup>T2</sup>* tdTomato<sup>+</sup> fibroblasts in the uninjured spinal cord. (b) Robust expression of *Col1a1* in *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup>*Pdgfrb*<sup>+</sup> perivascular cells along large blood vessels (white arrows) in the uninjured spinal cord. Little to no expression of *Col1a1* is observed in tdTomato<sup>+</sup>*Pdgfrb*<sup>+</sup> cells on small microvessels in the grey matter (yellow arrows). (c) *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup>*Pdgfrb*-EGFP<sup>+</sup> microvascular pericytes with round cell bodies do not express *Col1a1* (yellow arrows), whereas *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup>*Pdgfrb*-EGFP<sup>+</sup> fibroblasts show high expression of *Col1a1* (white arrow) in the uninjured spinal cord. White arrowheads point to a tdTomato<sup>+</sup>*Pdgfrb*-EGFP<sup>+</sup>*Col1a1*<sup>+</sup> mural cell.

(d) Quantification of *Col1a1* mRNA expression in *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup>*Pdgfrb*<sup>+</sup> perivascular cells associated with small caliber blood vessels, including the arteriole-capillary transitional zone (n=187 cells; mean integrated density: 355.9, median: 494) and large caliber blood vessels (n=97 cells; mean integrated density: 634.6, median: 201.3) in the uninjured spinal cord. Scale bars: 10  $\mu$ m (a), 100  $\mu$ m (b) and 20  $\mu$ m (c). \*\*\*\*p<0.0001 by two-sided, unpaired Student's t test in (d). Cell nuclei are labelled with DAPI. All images show transverse sections. Images are representative of two independent experiments. Source data is provided as a Source Data file.

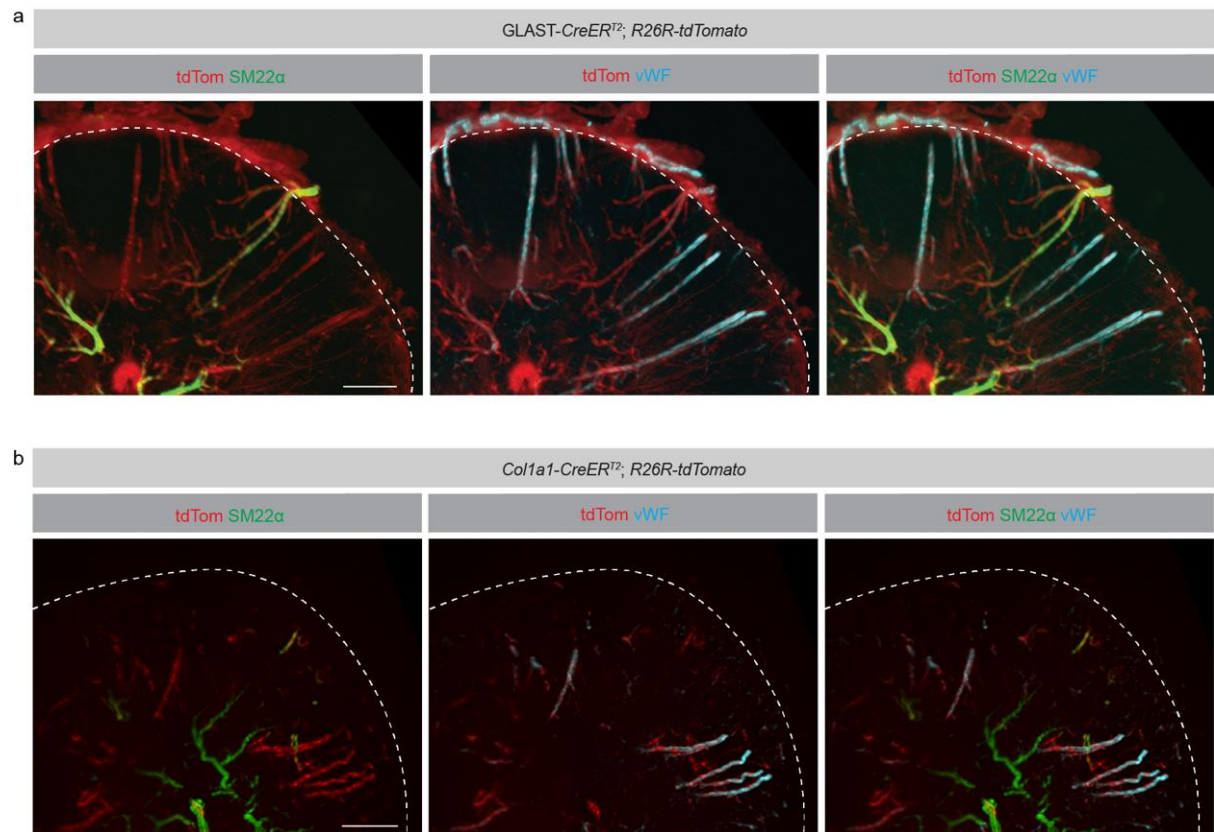

Supplementary Data Figure 7 | **Distribution of GLAST<sup>+</sup> and Col1a1<sup>+</sup> perivascular cells along spinal cord arterioles and venules.**

**(a,b)** Volumetric imaging of 500  $\mu\text{m}$  thick uninjured spinal cord thoracic segments of **(a)** *GLAST-CreER<sup>T2</sup>;R26R-tdTomato* and **(b)** *Col1a1-CreER<sup>T2</sup>;R26R-tdTomato* mice, co-stained with antibodies against SM22 $\alpha$  (arteries/arterioles) and vWF (veins/venules); dashed lines outline the meningeal surface. All scale bars: 200  $\mu\text{m}$ . Images are representative of two independent experiments. All images show transverse sections.

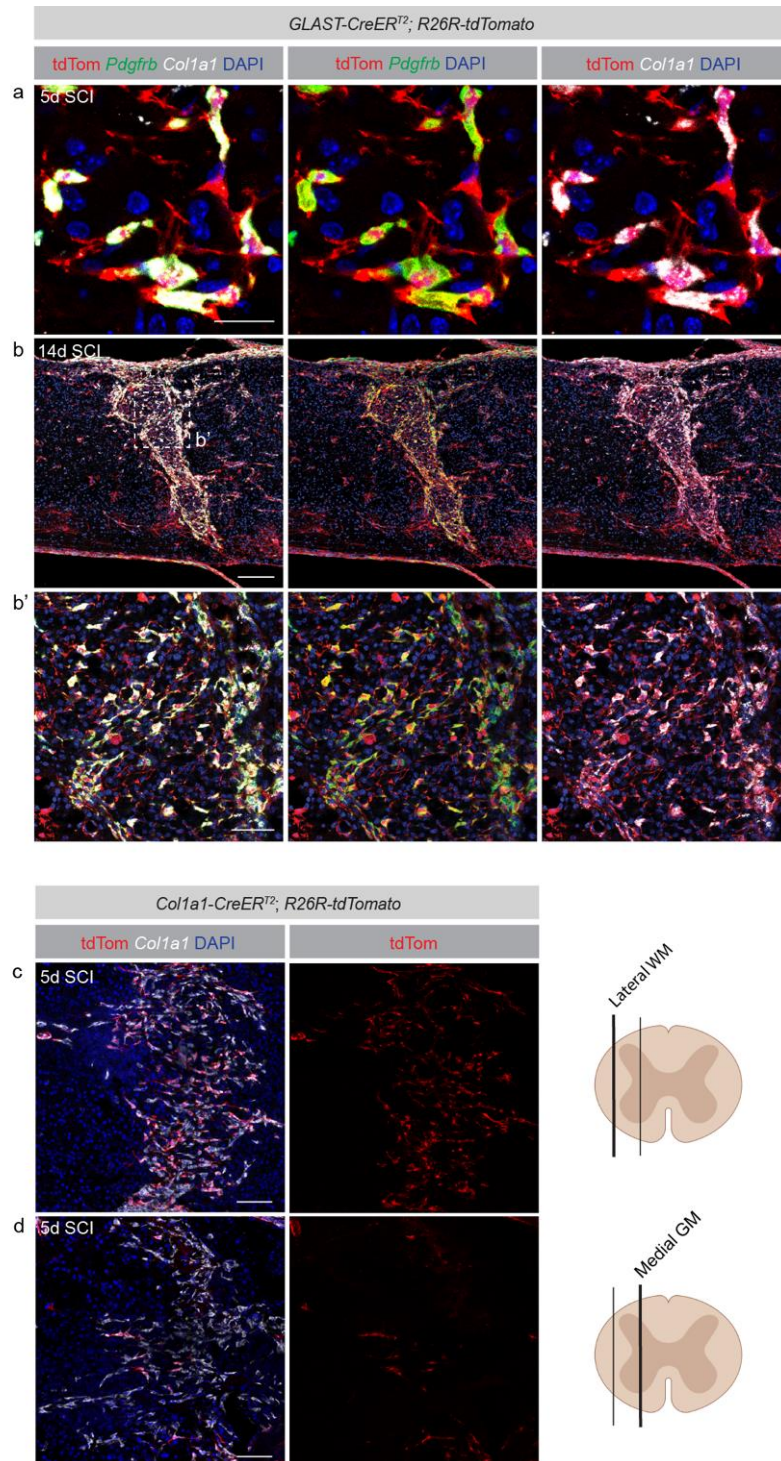

Supplementary Data Figure 8 | Scar-forming fibroblasts express *Col1a1* but only a fraction derives from *Col1a1*-expressing fibroblasts.

(a,b) Lineage tracing using *GLAST-CreER<sup>T2</sup>;R26R-tdTomato* mice reveals that virtually all *Col1a1*<sup>+</sup>*Pdgfrb*<sup>+</sup> scar-forming fibroblasts are derived from GLAST-expressing perivascular cells (tdTomato<sup>+</sup>) at (a) 5 days and (b) 14 days after complete spinal cord crush. (b') shows close-ups of boxed area in (b). (c,d) Lineage tracing using *Col1a1-CreER<sup>T2</sup>;R26R-tdTomato* mice shows that (c) numerous *Col1a1*<sup>+</sup> scar-forming fibroblasts are derived from *Col1a1*-expressing fibroblasts (tdTomato<sup>+</sup>) in lateral spinal cord regions (mostly white matter), whereas (d) tdTomato<sup>+</sup> fibroblasts contribute less extensively to *Col1a1*<sup>+</sup> scar-forming fibroblasts in medial regions (mostly grey matter) of the lesion, at 5 days after complete spinal cord crush.

Scale bars: 20  $\mu\text{m}$  (**a**), 200  $\mu\text{m}$  (**b**), 50  $\mu\text{m}$  (**b'**) and 100  $\mu\text{m}$  (**c,d**). Cell nuclei are labelled with DAPI. Images are representative of two independent experiments. All images show sagittal sections. Illustrations were created with BioRender.com.

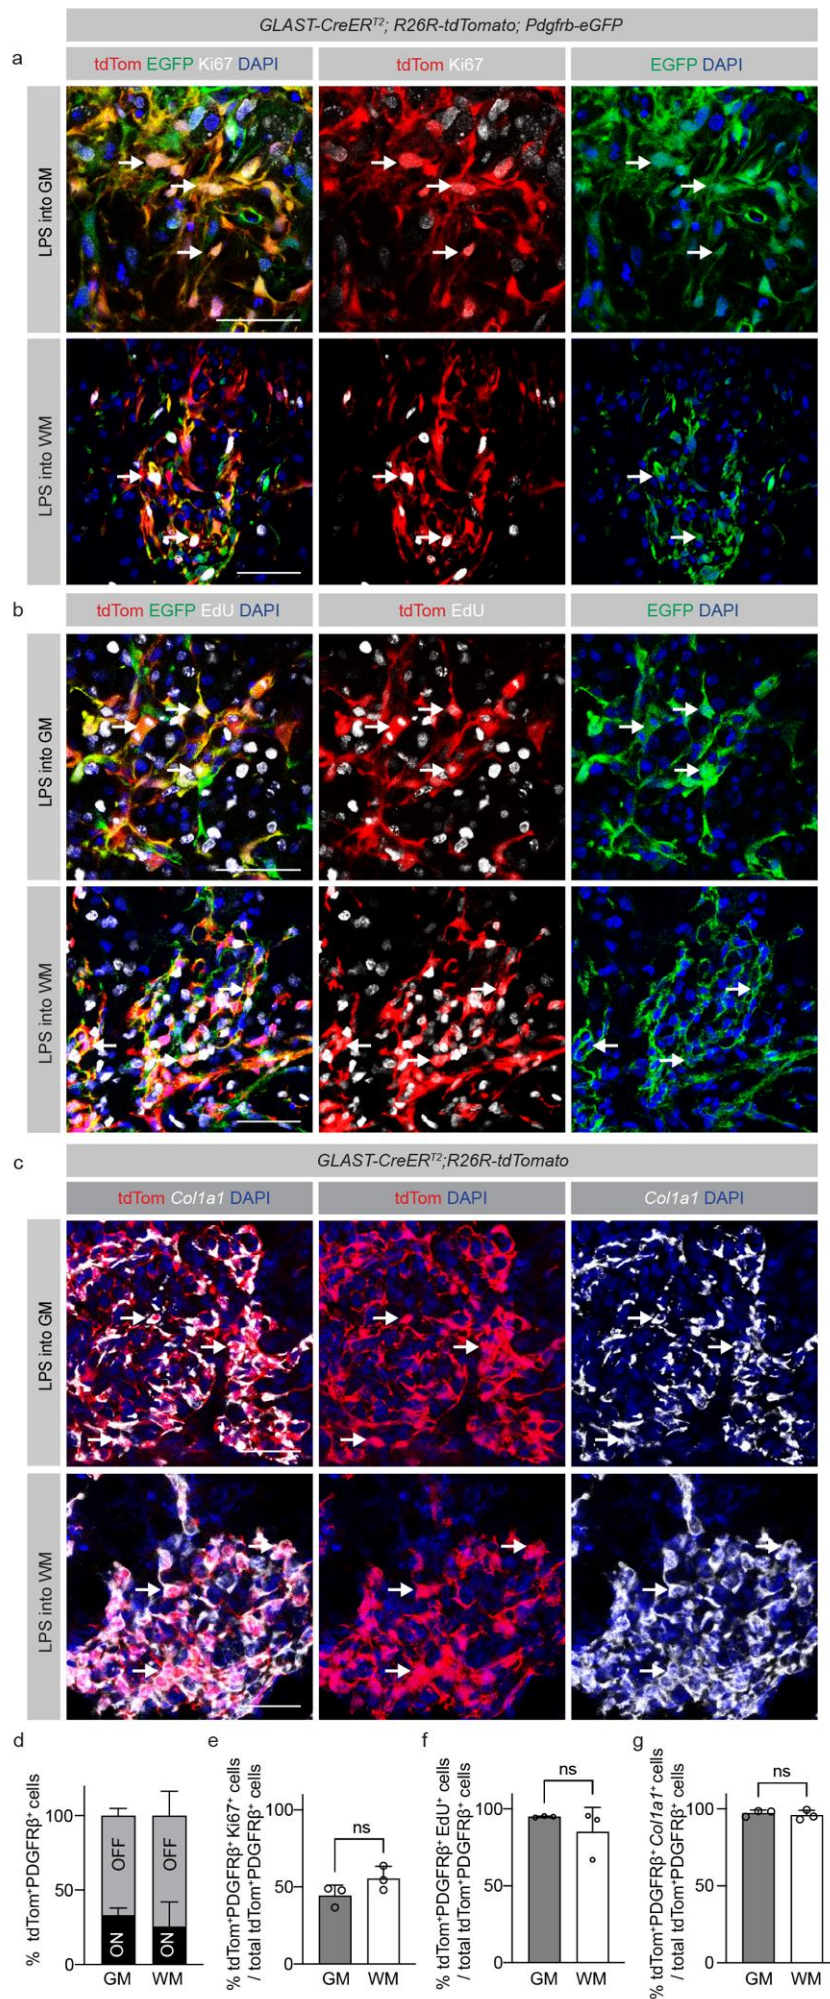

Supplementary Data Figure 9 | **GLAST<sup>+</sup> pericytes and fibroblasts in grey and white matter regions react similarly to local LPS-induced inflammation.**

(a-c) Comparison of the cellular reaction at 5 days after focal injection of LPS in the grey (GM, upper row) and white matter (WM, lower row) of *GLAST-CreER<sup>T2</sup>;R26R-tdTomato;Pdgfrb-eGFP* mice. TdTomato<sup>+</sup>EGFP<sup>+</sup> cells proliferate (white arrows) after LPS injection in both grey and white matter, as assessed by (a) Ki67 and (b) EdU labeling. EdU incorporation reflects the cells that proliferated between day 0 and 5 after intraspinal injection of LPS. (c) Nearly all *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup> cells express *Colla1* after LPS injection in both grey and white matter. White arrows point to tdTomato<sup>+</sup>*Colla1*<sup>+</sup> cells. (d) Percentage of *GLAST-CreER<sup>T2</sup>* tdTomato<sup>+</sup> cells that express PDGFRβ (tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells) associated with (ON vessel) or located outside (OFF vessel) the vascular wall. (e) Percentage of proliferating (Ki67<sup>+</sup>) tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells out of total tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells. (f) Percentage of proliferating (EdU<sup>+</sup>) tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells out of total tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells. (g) Percentage of tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells that express *Colla1* out of total tdTom<sup>+</sup>PDGFRβ<sup>+</sup> cells. None of the comparisons in (e-g) showed significant differences between grey and white matter inflammation sites. Data shown as mean + SD. N=4 (GM), n=3 (WM) in (d), n=3 (GM and WM) in (e,f,g). ns (non-significant) p= 0.1437 (e), p=0.3453 (f), p=0.5638 (g) by two-sided, unpaired Student's t-test. All scale bars: 50 μm. Images are representative of two independent experiments. Cell nuclei are labelled with DAPI. All images show transverse sections. Source data is provided as a Source Data file.

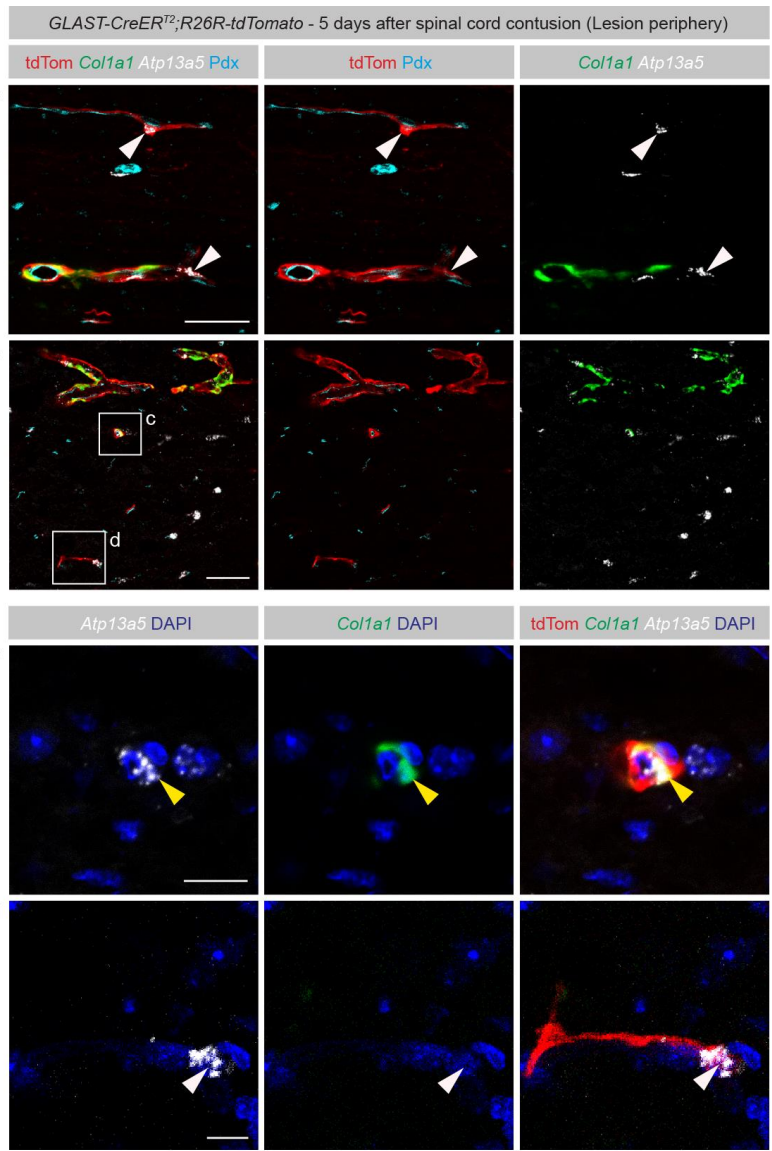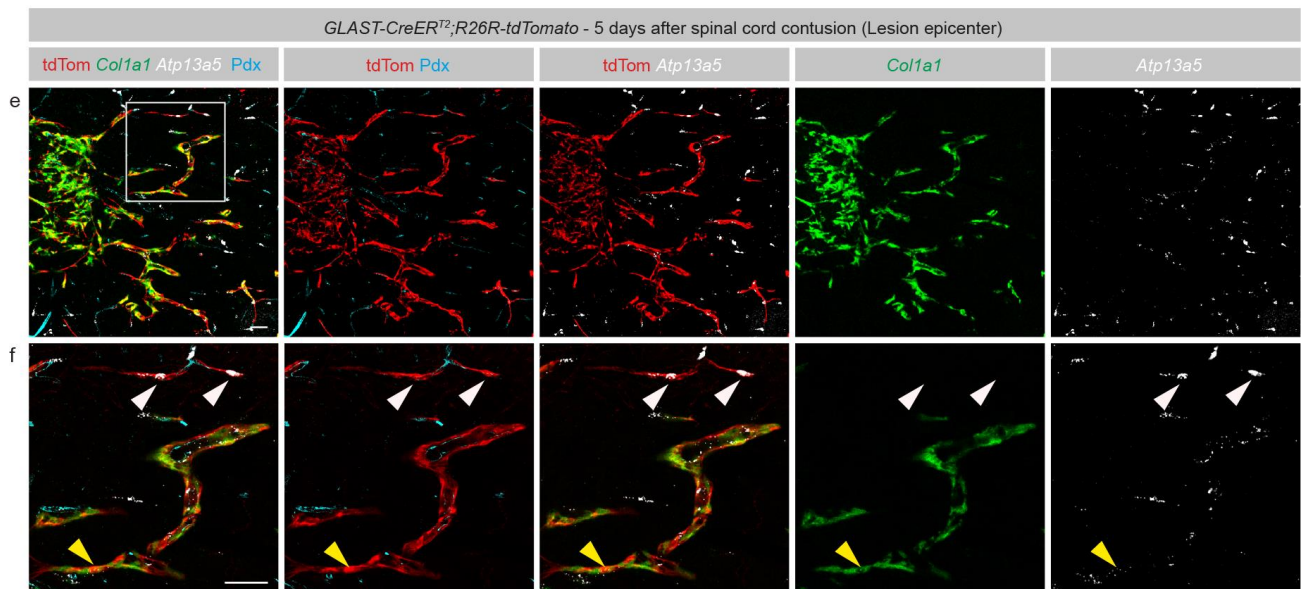

Supplementary Data Figure 10 | **Expression of the pericyte marker *Atp13a5* rapidly decreases while *Colla1* expression increases during the transition from pericytes to fibroblasts.**

(a-f) Detection of *Colla1* and *Atp13a5* in the spinal cord of *GLAST-CreER<sup>T2</sup>;R26R-tdTomato* mice, at 5 days after spinal contusion. (a,b) *Atp13a5* is expressed by tdTomato<sup>+</sup> (white arrowheads) and tdTomato<sup>-</sup> pericytes, whereas *Colla1* is expressed by tdTomato<sup>+</sup> cells mostly around large blood vessels (podocalyxin<sup>+</sup>, Pdx) in the lesion periphery and uninjured tissue. (c,d) Magnified boxed regions in (b) showing (c) a tdTomato<sup>+</sup>*Atp13a5*<sup>+</sup> pericyte (yellow arrow) surrounding a smaller blood vessel simultaneously expressing *Colla1* and (d) a tdTomato<sup>+</sup>*Atp13a5*<sup>+</sup>*Colla1*<sup>-</sup> pericyte (white arrow). (e) *Atp13a5*<sup>+</sup> pericytes are located in the penumbra of the lesion, while nearly all tdTomato<sup>+</sup> cells in the lesion epicenter express *Colla1*. (f) Magnified boxed region of the lesion penumbra in (e) showing tdTomato<sup>+</sup>*Atp13a5*<sup>+</sup> pericytes (white arrowheads) and a blood vessel growing towards the lesion epicenter with tdTomato<sup>+</sup>*Colla1*<sup>+</sup> perivascular cells expressing a small number of *Atp13a5* mRNA transcripts (yellow arrowhead), presumably activated pericytes. Scale bars: 50  $\mu$ m (a,b,e,f) and 10  $\mu$ m (c,d). Cell nuclei are labelled with DAPI. Images are representative of two independent experiments. All images show transverse sections.

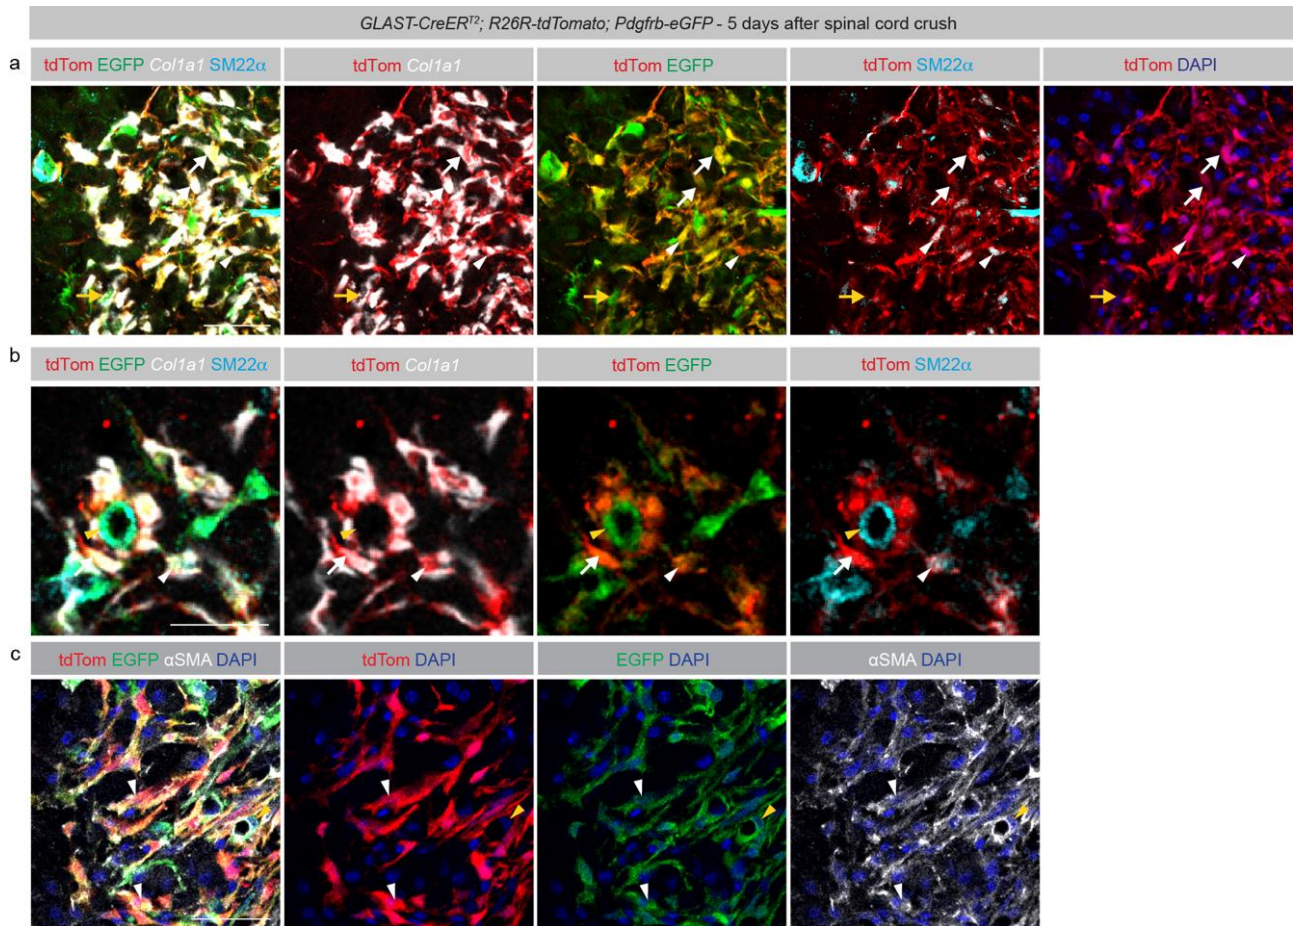

Supplementary Data Figure 11 | **Activated pericytes, fibroblasts and myofibroblasts populate the lesion site after SCI**

**(a-c)** Sagittal views of the spinal cord of *GLAST-CreER<sup>T2</sup>; R26R-tdTomato; Pdgfrb-eGFP* mice at 5 days after complete spinal cord crush. **(a, b)** RNAscope *in situ* hybridization for detection of *Col1a1* mRNA in combination with smooth muscle protein 22-alpha (SM22a) immunolabeling allow the identification of different scar-forming stromal cell subtypes: activated fibroblasts, described as tdTomato<sup>+</sup>EGFP<sup>+</sup>Col1a1<sup>+</sup>SM22a<sup>-</sup> cells (white arrows in **(a)** and **(b)**), and tdTomato<sup>-</sup>EGFP<sup>+</sup>Col1a1<sup>+</sup>SM22a<sup>-</sup> cells (yellow arrow in **(a)**), presumably activated pericytes and/or activated fibroblasts. Myofibroblasts were identified as tdTomato<sup>+</sup>EGFP<sup>+</sup>Col1a1<sup>+</sup>SM22a<sup>+</sup> cells (white arrowheads in **(a)** and **(b)**) and vSMCs described as tdTomato<sup>-</sup>EGFP<sup>+</sup>Col1a1<sup>-</sup>SM22a<sup>+</sup> cells surrounding blood vessels (yellow arrowhead in **(b)**). **(c)** The expression pattern of αSMA (alpha-smooth muscle actin, gene name *Acta2*) in the scar strongly resembles SM22a expression. Yellow and white arrowheads point to a tdTomato<sup>-</sup>EGFP<sup>+</sup>αSMA<sup>+</sup> mural cell and tdTomato<sup>+</sup>EGFP<sup>+</sup>αSMA<sup>+</sup> myofibroblasts, respectively. All scale bars: 50 μm. Cell nuclei are labeled with DAPI. Images are representative of two independent experiments.

# Supplementary material for: Distinct origin and region-dependent contribution of stromal fibroblasts to fibrosis following traumatic injury in mice
**Source:** Nat Neurosci. 2024 Jun 7;27(7):1285–98. doi: 10.1038/s41593-024-01678-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>FACS data/cell sorting was performed on FACS Aria III Cell Sorter system (BD Biosciences). Single cells were processed/data was generated according to the Smart-Seq2, Smart-seq 3 and Smart-seq3xpress protocol (Picelli et al., 2014; Hagemann-Jensen, M et al. 2020&amp;2022). Smart-Seq2 samples were sequenced on Illumina HiSeq2500 (HiSeq Control Software 2.2.58/RTA 1.18.64) with a 1x51 setup using 'HiSeq SBS Kit v4' chemistry. Smartseq3 and Smartseq3xpress libraries were sequenced on a Illumina NextSeq 500 (Illumina NextSeq Control Software 2.2.0).</p> <p>Immunofluorescence images were acquired with a TCS SP8 X White Light Laser Confocal Microscope (Leica) using LAS X 3.5.7.23225 software. Cleared tissue images were aquired with Zeiss Z.1 lightsheet microscope.</p> <p>Electron microscopic images were acquired with a Tecnai 12 electron microscope (FEI) at 80 kV equipped with ITEM FEI version 5.1 software (Olympus Soft Imaging Solutions, Münster, Germany).</p> |
| Data analysis   | <p>Rstudio version 2022.12.0 with R studio version 1.4.1717 and Seurat version 4.3.0.1 were used to analyze single cell mRNA seq data. DEsingle version 1.18.0 was used for differential gene expression analysis.</p> <p>Graphpad Prism, version 10.1.1 was used for statistical analysis.</p> <p>Confocal image analysis, processing, assembly and cell counting were performed with the open source software ImageJ/Fiji version 2.1.0/1.53c.</p> <p>Adobe Illustrator Version 27.03.1 release for Mac was used for assembly of figures.</p> <p>FACS data were analyzed using FlowJo software v10.8.0.</p>                                                                                                                                                                                                                                                                                                                                                                                                |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that all data supporting the findings of this study are included in this published article (and its supplementary information files). Source Data for Figures 2, 5 and 6, Extended Data Figures 1 and 2, and Supplementary Figures 5, 6 and 9 are provided with the paper. The publicly available dataset GSE98816 was used for comparisons in extended data figure 2 and mouse reference genome GCF\_000001635.20/27. ScRNA-sequencing data are deposited in the Gene Expression Omnibus (GEO) database, accession number GSE229916.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods have been used to predetermine sample size. Based on our previous work (Dias D.O.; Kalkitsas J. et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions Nat Commun. 2021 Sep 17;12(1):5501.; Dias, D. O. et al. Reducing Pericyte-Derived Scarring Promotes Recovery after Spinal Cord Injury. Cell 173, 153-165.e22 (2018); Göritz, C. et al. A pericyte origin of spinal cord scar tissue. Science (80-. ). 333, (2011)), groups of 3 to 4 animals are sufficient for quantitative analyses, but in most cases, more animals were used.

Data exclusions

As pre-established, for contusion and complete crush spinal cord injury experiments, animals undergoing surgery that reached the human endpoint (e.g. loss of 15% of their pre-operative body-weight) were euthanized.

Replication

Replicate measurements were obtained by analyzing 3 or more alternate tissue sections per animal. Three or more biological replicates were used per condition. All attempts at replication were successful.

Randomization

All animals used in experiments involving contusion and crush spinal cord injury for tissue analysis were female mice with approximately similar age, weight and genetic background. For sequencing experiments and all other experiments, both male and female mice of similar age, weight and genetic background were equally distributed across experimental groups.

Blinding

The investigators were blinded to group allocation during data collection and analyses.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

GFP (1:2000, chicken, Aves Labs; GFP-1020; 1:2000, sheep, Bio-Rad, 4745-1051)  
 PDGFR $\beta$  (1:200, rabbit, Abcam, ab32570; 1:100, rat, eBioscience, 14-1402-82)  
 Podocalyxin (1:200, goat, R&D Systems, AF1556)  
 Alpha smooth muscle actin (1:200, rabbit, abcam, ab5694)  
 SM22a (1:200, rabbit, abcam, ab14106)  
 NG2 Chondroitin Sulfate Proteoglycan (1:200, rabbit, Millipore, AB5320; no Triton X-100)  
 Ki67 (1:2000, rat, eBioscience, 14-5698)  
 RFP (Red fluorescent protein, 1:250, chicken, Novus Biologicals, NBP1-97371; 1:100, rabbit, Rockland, 600-401-379s)  
 Mac-2 (1:500, rat, Cedarlane Labs, CL8942B)  
 vWF (von Willebrand factor, 1:100, sheep, Abcam, ab11713)

The following secondary antibody was used for immunogold cytochemistry (electron microscopy): goat anti-rabbit IgG conjugated to 15 nm gold particles (1:20, Abcam, ab105298)

All secondary antibodies used for immunohistochemistry were F(ab')<sub>2</sub> fragment affinity-purified antibodies purchased from Jackson ImmunoResearch and diluted at 1:500: Alexa Fluor 488 donkey anti-chicken IgY (703-546-155), Cy3 donkey anti-chicken IgY (703-166-155), Alexa Fluor 647 donkey anti-goat IgG (705-606-147), Alexa Fluor 594 donkey anti-goat IgG (705-585-147), Alexa Fluor 680 donkey anti-goat IgG (705-625-147), Alexa Fluor 488 donkey anti-rabbit IgG (711-546-152), Alexa Fluor 647 donkey anti-rabbit IgG (711-606-152), Alexa Fluor 680 donkey anti-rabbit IgG (771-625-152), Alexa Fluor 488 donkey anti-rat IgG (712-546-153), Alexa Fluor 647 donkey anti-rat IgG (712-606-153), Alexa Fluor 488 donkey anti-sheep IgG (713-546-147), Biotinylated secondary antibodies were revealed with Alexa Fluor 594 conjugated Streptavidin (1:500, Jackson ImmunoResearch, 016-580-084) or Alexa Fluor 680 conjugated Streptavidin (1:500, Jackson ImmunoResearch, 016-620-084).

### Validation

Only previously published antibodies or antibodies with company based validations were used for immunohistochemistry:

PDGFR $\beta$  (1:200, rabbit, Abcam, ab32570, clone Y92): Göritz, C. et al. A pericyte origin of spinal cord scar tissue. *Science* (80-. ). 333, (2011); Dias, D. O. et al. Reducing Pericyte-Derived Scarring Promotes Recovery after Spinal Cord Injury. *Cell* 173, 153-165.e22 (2018); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501.

PDGFR $\beta$  (1:100, rat, eBioscience, 14-1402-82, clone APB5): Vanlandewijck, M. et al. A molecular atlas of cell types and zonation in the brain vasculature. *Nature* 554, 475–480 (2018); Diéguez-Hurtado, R. et al. Loss of the transcription factor RBPJ induces disease-promoting properties in brain pericytes. *Nat. Commun.* 10, 2817 (2019); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501.

Podocalyxin (1:200, goat, R&D Systems, AF1556): Dias, D. O. et al. Reducing Pericyte-Derived Scarring Promotes Recovery after Spinal Cord Injury. *Cell* 173, 153-165.e22 (2018); Vanlandewijck, M. et al. A molecular atlas of cell types and zonation in the brain vasculature. *Nature* 554, 475–480 (2018); Diéguez-Hurtado, R. et al. Loss of the transcription factor RBPJ induces disease-promoting properties in brain pericytes. *Nat. Commun.* 10, 2817 (2019); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501; [https://www.rndsystems.com/products/mouse-podocalyxin-antibody\\_af1556#product-details](https://www.rndsystems.com/products/mouse-podocalyxin-antibody_af1556#product-details)

GFP (1:10000, chicken, Aves Labs, GFP-1020): Dias, D. O. et al. Reducing Pericyte-Derived Scarring Promotes Recovery after Spinal Cord Injury. *Cell* 173, 153-165.e22 (2018); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501; <https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp>

GFP (1:500, sheep, Bio-Rad, 4745-1051): Haberlandt, C. et al. Gray Matter NG2 Cells Display Multiple Ca<sup>2+</sup>-Signaling Pathways and Highly Motile Processes. *PLoS One* 6, e17575 (2011); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501; <https://www.bio-rad-antibodies.com/polyclonal/green-fluorescent-protein-antibody-4745-1051.html?f=purified>

Red Fluorescent Protein (1:500, rabbit, Rockland, 600-401-379): Anderson, M. A. et al. Required growth facilitators propel axon regeneration across complete spinal cord injury. *Nature* 561, 396–400 (2018); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501; [https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L\\_24299.aspx](https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L_24299.aspx)

Red Fluorescent Protein (1:500, chicken, Novus Biologicals, NBP1-97371): Anderson, M. A. et al. Required growth facilitators propel

axon regeneration across complete spinal cord injury. *Nature* 561, 396–400 (2018); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501; [https://www.novusbio.com/products/rfp-antibody\\_nbp1-97371](https://www.novusbio.com/products/rfp-antibody_nbp1-97371)

NG2 Chondroitin Sulfate Proteoglycan (1:200, rabbit, Millipore, AB5320; no Triton X-100): Teichert, M., Milde, L., Holm, A. et al. Pericyte-expressed Tie2 controls angiogenesis and vessel maturation. *Nat Commun* 8, 16106 (2017). <https://doi.org/10.1038/ncomms16106>

Ki67 (1:2000, rat, eBioscience, 14-5698): The manufacturer states that advanced validation has been performed by cell treatment and knockout and immunohistochemistry has been confirmed on various tissues and cell lines. Magnusson, J. P. J. P. et al. A latent neurogenic program in astrocytes regulated by Notch signaling in the mouse. *Science* (80-. ); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501. 346, 237–41 (2014); <https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/14-5698-82>

$\alpha$ SMA (1:100, rabbit, Abcam, ab5694): Assinck, P. et al. Myelinogenic plasticity of oligodendrocyte precursor cells following spinal cord contusion injury. *J. Neurosci.* 37, 8635–8654 (2017); Guimarães-Camboa, N. et al. Pericytes of Multiple Organs Do Not Behave as Mesenchymal Stem Cells In Vivo. *Cell Stem Cell* 20, 345–359.e5 (2017); Dias DO, Kalkitsas J et al. Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. *Nat Commun.* 2021 Sep 17;12(1):5501. SM22a (1:200, rabbit, abcam, ab14106): Vanlandewijck M et al. A molecular atlas of cell types and zonation in the brain vasculature. *Nature* 554:475–480 (2018); Diéguez-Hurtado R et al. Loss of the transcription factor RBPJ induces disease-promoting properties in brain pericytes. *Nat Commun* 10:2817 (2019); Eduardo Linck Guimaraes et al. ,Corpora cavernosa fibroblasts mediate penile erection.*Science*383,eade8064(2024).DOI:10.1126/science.ade8064

Mac-2 (1:500, rat, Cedarlane Labs, CL8942B): Zhan L et al. A MAC2-positive progenitor-like microglial population is resistant to CSF1R inhibition in adult mouse brain. *Elife.* 2020 Oct 15;9:e51796.

vWF (von Willebrand factor, 1:100, sheep, Abcam, ab11713): Galstyan, A., Markman, J.L., Shatalova, E.S. et al. Blood–brain barrier permeable nano immunoconjugates induce local immune responses for glioma therapy. *Nat Commun* 10, 3850 (2019). <https://doi.org/10.1038/s41467-019-11719-3>

Control tissue sections were stained with secondary antibody alone.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

The following adult (8 weeks of age or older) female and male mice were used in this study (or combinations of these lines):  
 - GLAST-CreERT2 transgenic mice (Slezak, M. et al. Transgenic mice for conditional gene manipulation in astroglial cells. *Glia* 55, 1565–1576, doi:10.1002/glia.20570 (2007)) in a C57Bl/6J genetic background.  
 - Rosa26-tdTomato Cre-reporter mice (obtained from the Jackson Laboratory, B6.Cg-Gt(Rosa)26Sortm14(CAG-tdTomato)Hze/J, JAX stock: 007914) in a C57Bl/6J genetic background.  
 - Col1a1-CreERT2 transgenic mice (PHENOMIN-Institut Clinique de la Souris, deposited in the Infrafrontier repository (<https://www.infrafrontier.eu/>) under the identifier EM:14947) in a C57Bl/6J genetic background  
 - Pdgfrb-eGFP transgenic mice (Tg(Pdgfrb-eGFP)JN169Gsat/Mmucd (RRID:MMRRC\_031796-UCD) Gong et al., 2003)  
 - Rasless mice: Drosten, M. et al. Genetic analysis of Ras signalling pathways in cell proliferation, migration and survival. *Embo J* 29, 1091–1104 (2010).

### Wild animals

The study did not involve wild animals.

### Reporting on sex

All animals used in experiments involving contusion and crush spinal cord injury for tissue analysis were female mice. For sequencing experiments and all other experiments, both male and female mice of similar age, weight and genetic background were equally distributed across experimental groups. We used mainly female mice for severe injury experiments because they show better recovery after surgery which reduces the risk animals reaching the humane endpoint and finally the total number of animals needed. However, we did not find any differences in contribution to fibrosis when using male mice in earlier experiments.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All experimental procedures were carried out in accordance with the Swedish and European Union law and guidelines and approved by the regional ethical committees (Stockholm ethical committee/ "Stockholms djurförsöksetiska nämnd").

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

5 days after spinal cord crush injury, animals were euthanized by intraperitoneal injection of sodium pentobarbital (200mg/Kg, 100ul i.p., APL) and transcardially perfused with cold Hank's Balanced Salt Solution without calcium or magnesium (HBSS) (Invitrogen). The vertebral column was immediately removed to cold HBSS, the spinal cord was carefully dissected out of the vertebrae and the crush injury segment was separated from the uninjured spinal cord and treated separately hereafter. After removal of the outer meningeal layers, the tissue was dissociated mechanically with a razor blade on a glass petri dish and immediately transferred to cold HBSS. For SmartSeq2 samples: Followed by enzymatic digestion with papain at a final concentration of 8 U/mL with 80 Kunitz units/mL DNase I (Sigma-Aldrich, D4263) in Ca<sup>2+</sup>/Mg<sup>2+</sup>-free piperazine-N,N'-bis(2-ethanesulfonic acid) (PIPES)/cysteine-based buffer, pH 7.4, for 40min at 37°C, 350rpm on a ThermoMixer® (Eppendorf). The tissue was carefully triturated and incubated for additional 5min. The cell suspension was passed through a 70µm Cell Strainer (Corning), washed with Minimum Essential Media (MEM) with 1% bovine serum albumin (BSA) and spun down at 200g for 5min at 4°C. The cells were resuspended in MEM and centrifuged over a 90% Percoll gradient (GE Healthcare, 17-0891-01) at 250g for 15min at 4°C. Cells in the lipid layer and below were diluted 5 times in MEM with 1% BSA and spun in a 15mL tube at 250g for 10min at 4°C. All supernatants including the lipid layer were carefully removed and the pellet resuspended in cold MACS Buffer. Prior to Smart-seq 3 and Smart-seq3xpress library preparation, cells were enzymatically digested following manufacturer's instructions from the adult brain dissociation kit. Briefly, cells were incubated with enzymes for 15 min at 37°C with agitation, then triturated by pipetting up and down with 1000 µL tips and incubated for 10 min more. Digestion was stopped by adding 10 mL of MACS buffer (PBS with 0.5% FBS). Cells were filtered through a 70 mm cell strainer and centrifuged 10 min 300g at 4°C.

Following the two protocols, pellets were resuspended in cold MACS buffer and magnetic myelin removal beads (Miltenyi Biotech, 130-096-433) and incubated for 15 min at 4°C. The cells were washed and run over MACS MS columns (Miltenyi Biotech, 130-042-201) on a magnetic stand according to the manufacturer's instructions. The cells in the flow through were collected, spun down, resuspended in FACS buffer (2% FBS in PBS) and kept on ice until further processing. For Smart-seq3xpress, cells were resuspended in pure PBS to avoid serum contamination in the lysis mix.

### Instrument

FACSARIA III Cell Sorter system (BD Biosciences).

### Software

FACS data was analyzed with FlowJo software v10.8.0.

### Cell population abundance

The purity of the sorted populations was determined by re-analysis of the populations from a bulk sort subsequent to single cell sorting.

### Gating strategy

We selected cells excluding debris, singlet discrimination was performed using plots for forward scatter (FSC-A versus FSC-H) dead cells were excluded by SYTOX Blue Dead Cell Stain (ThermoFisher Scientific, S34857).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

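The deposited data analysed here are Smart-seq2 profiles of single cells sorted from the spinal cord of GLAST-CreERT2;R26R-tdTomato;Pdgfrb-eGFP mice, with 1 labelled sample per cell and 832 cells in all. There were 240 tdTomato+EGFP+ and 192 tdTomato−EGFP+ cells of the uninjured cord, and 208 tdTomato+EGFP+ and 192 tdTomato−EGFP+ cells taken 5 days after a crush. A table of cells that came with the counts gives sex, plate, lane and the mice pooled: 336 cells came from a pool of 2 female mice and 496 from a pool of 3 male mice, over 9 plates, 7 lanes and 1 sorting batch. All 832 cells had the same labels in both sources. No animal is named, so each group has 2 pools, female and male, as its replicates, and it is not stated whether a pool of the uninjured cord and one of the injured cord share mice.

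The values are read counts per gene and cell that the authors made, as deposited, by aligning the reads to the mouse reference genome and counting them on genes, without normalization (per the methods and the name of the counting tool given with the data). The aligner version and the annotation release are not stated. The counts cover 49667 Ensembl gene identifiers and the EGFP and tdTomato transgenes, 49318 of the identifiers were given a symbol from GENCODE M21, and the other 349 kept their identifier. All 37 mitochondrial genes of the reference were in the counts, and no count column was left unused. Between 556 and 4985582 reads were counted per cell, with a median of 738231.5. Female cells of the uninjured tdTomato+EGFP+ group had a median of 294647 reads and male cells 903643.5. Smart-seq2 reads are copies without molecular identifiers, so an exact interval on reads or cells covers counting error only.

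Cells entered with at least 200 detected genes and under 20% mitochondrial reads, which removed 5 cells. The upper limit of 1200 detected genes in the methods would have kept 7.33% of all cells. It was to be used only if it kept at least 50% of the cells of every group, a rule set before the data were examined, and it was therefore not applied. No doublet caller was run, because cells had been sorted singly into wells. Cells were clustered with Seurat 5.3.0 (LogNormalize, 2000 variable genes, the first 20 principal components, resolution 0.5, fixed seeds) in 4 sets: all cells, uninjured cells, tdTomato+EGFP+ cells and tdTomato−EGFP+ cells. Cell type markers and all named genes were left out of the variable genes. No integration step was used, since cells of a single protocol were analysed.

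Each cluster was named from marker lists fixed before the data were examined. The score of a name was the mean over its markers of the log2 ratio of the cluster's mean to that of all other cells, in reads per 10000 with 0.1 added. A name needed the highest score, at least 3 markers with reads in at least 0.25 of the cells, and a score of at least 0.7. The fibroblast subclasses also needed 3 fibroblast markers found so. The score limit of 0.7 was chosen after the clusters had been seen. A cluster with a median depth under 0.333 of its own groups and no marker of the name among its top 10 genes stayed unnamed. The lists covered pericytes, fibroblasts with myofibroblast, activated and perivascular subclasses, vSMCs, astrocytes, oligodendrocytes, OPCs, and endothelial and immune cells. No cluster took a name of the last 5 kinds, so no cluster was removed. The methods also leave out a fibroblast cluster of the tdTomato−EGFP+ set, and no cluster there took the name fibroblast-like without a subclass. A cluster of 33 injured cells there was named activated fibroblast-like and was kept. Names of clusters here need not match those in the paper.

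For tests, reads were summed over the cells of each sort, injury group and sex, or of each class, sort or injury group, and sex, with sums of under 10 cells left out. These libraries were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with a single estimate of spread over the groups of a model. The comparisons were injury within each sort, the interaction of injury and sort, fibroblast-like against pericyte-like cells, tdTomato+EGFP+ against tdTomato−EGFP+ pericyte-like cells, and injury within tdTomato−EGFP+ pericyte-like cells. Gene sets were tested with camera of limma 3.58.1 on voom values, with an inter-gene correlation of 0.01 and adjustment over the 4 sets: the 43 S phase and 54 G2/M genes that come with Seurat, 44 collagen genes and 87 cytosolic ribosomal protein genes. Cell cycle phases were scored with Seurat. Shares of cells have exact binomial intervals at a level of 95%. Other splits of the samples were not counted, which takes at least 3 samples per group.

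Genes are named by a rule set before the data were examined: every gene the paper names for these cells, the reporter, sex and proliferation genes, and in each comparison the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those called, with at least 10 CPM in the higher group and the same sign in both sexes. With 1 fibroblast-like library, the last condition could not be met in that comparison.

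Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, no filter on low counts, sex as a replicate block, leaving out each library in turn, and cells thinned to 50000 reads. Others were a stricter cell filter (at least 1000 genes, at least 10000 reads and under 10% mitochondrial reads), a log2 fold change limit of 1, and the Wilcoxon test across cells described in the methods, with a log2 fold change limit of 0.25. The clustering alternatives were resolutions of 0.3 and 0.8, 30 principal components and markers kept among the variable genes. For gene sets they were fry and camera with an estimated correlation, and for detection a limit of 10 reads. Chosen after the data had been seen were regression of the number of detected genes and of the mitochondrial and ribosomal shares before clustering, score limits of 0.5 and 1, a depth limit of 0.6 for names, and Bonferroni adjustment of the Wilcoxon test. So were a limit of 50 CPM for detection, fry with the replicate block, fry and the estimated correlation over 100 other orders of the libraries, and counting the activated fibroblast-like tdTomato−EGFP+ cells with the pericyte-like cells or leaving them out. All alternatives for the shares of the tdTomato−EGFP+ clustering were also chosen then.

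Each tool was tested on simulated counts, in which 200 genes of at least 10 CPM were changed by a known amount. The counts were drawn from negative binomial distributions, with the mean profile of the summed libraries and the spread that edgeR estimated for each gene. Apart from the changed genes, all groups shared that profile. Such data follow the model that edgeR fits, so they do not compare edgeR and DESeq2 on neutral terms. Tables were prepared with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and Matrix 1.6.5 held the counts in R. Not analysed here were cells profiled with later Smart-seq protocols and cells taken 3 days after injury. Pseudotime, term enrichment and the integration of protocols described in the methods were not run. Nor was DEsingle, which the reporting summary names for differential expression.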

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

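In this part, the tests of plates, the test of read depth for Atp6v0e2 and Depp1, the draws of uninjured cells and the share on all reads were chosen after the results had been seen. For these 2 genes, the rules that decide the tests of read depth and of pericyte-like cells were also set after their values had been seen.

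The injury response of Atp6v0e2 and Depp1 differed between the sorts by an interaction term. Its log2 fold change was -10.40 for Atp6v0e2 and -9.18 for Depp1 (adjusted p = 0.0272 for both from edgeR, with a range up to 0.433 over 16 alternatives). Each passed the threshold in 6 of the 16, and neither did when any 1 of the 8 libraries was left out. In the female tdTomato+EGFP+ pool, 2 reads of Atp6v0e2 were counted after injury against 4776 before, a ratio of 0.000419 (counting interval 5.07e-05 to 0.00151). In the male pool the reads were 10 against 20595, a ratio of 0.000486. For Depp1 the ratios were 0.000359 (4.35e-05 to 0.00130) in the female and 0.00155 in the male pool. In tdTomato−EGFP+ cells Atp6v0e2 was at 240 and 217 CPM before injury and at 99.1 and 69.1 CPM after it. A difference in read depth is argued against: the smaller injured tdTomato+EGFP+ library holds 39527500 reads, 0.966 of the 40923486 in the uninjured library of its sex. A loss of pericyte-like cells stays open. The highest level of either gene in the injured pericyte-like pools was 0.142 CPM, but those pools hold 12 cells. Of them 0 had a read of Atp6v0e2 (upper limit 26.5%), against 34.5% of 139 uninjured ones (26.7 to 43.1%). For Depp1 it was 1 of 12 (0.211 to 38.5%) against 25.2% (18.2 to 33.2%). Reads of both genes are uneven between cells. When 12 uninjured pericyte-like cells were drawn at the injured depth, 13.71% of 10000 draws held as few Atp6v0e2 reads as the injured libraries, and 35.29% as few Depp1 reads. Set against the reads of the 12 injured pericyte-like cells alone, 0 and 1, the percentages were 0.7 and 9.33. So for Atp6v0e2 the outcome depends on which injured reads are compared: the 12 cells alone argue against fewer pericyte-like cells as the whole cause, and the libraries do not. The comparison with the libraries was set as the rule before its values were seen. With so few cells, fewer pericyte-like cells and a lower level in each cell cannot be told apart for Depp1, and for Atp6v0e2 not under that rule. Plates stay open too. On the 3 plates that held both sorts of male cells (1 uninjured, 2 injured), the log2 difference between the sorts changed by -7.871 with injury (interval from resampled cells -10.42 to -0.3753). For Depp1 the value was -6.449 (-9.337 to 2.61). A plate difference that acts alike on both sorts cancels in these values, but they come from 1 pool and 1 uninjured plate, and the interval holds no spread between plates. The rule first written for this test, an interval that leaves out 0, was met by Atp6v0e2 and is met by the 3 sets below. It was set aside after these values had been seen, for that reason. In the female pool no plate held more than 1 sort. A response to injury that is particular to the tdTomato+EGFP+ sort is a hypothesis that these data leave open.

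The share of perivascular fibroblast-like cells among tdTomato+EGFP+ cells moved in opposite directions with injury in the 2 pools. In the female pool it rose by 52.08 percentage points, from 0 of 96 to 25 of 48 cells. In the male pool the change was -21.35 points, from 39 of 144 to 9 of 157 cells. The difference between the sexes was not tested, as each has 1 pool per group. Read depth stays open. With every cell thinned to 50000 reads, the share of cells at the fibroblast marker level without smooth muscle genes rose by 57.91 points in the female pool, from 1.18 to 59.1%. In the male pool it went from 34.4% (26.3 to 43.1%) to 31.1% (23.7 to 39.2%), a change of -3.27 points within its intervals. So the female rise of this measure was found at equal depth. The measure does not stand for the class share, which was 5.73% in injured male cells. Its fibroblast level alone was reached by 95.5% of injured female and 98.0% of injured male cells. Whether the female rise of the class share holds at equal depth was therefore not shown. On all reads of the same cells this measure changed by -2.59 points in the male pool, so it lacks the male fall at either depth, and whether depth bears on that fall was not tested. Plates stay open as well: the largest number of injury groups of tdTomato+EGFP+ cells on 1 plate was 1. Sex, animals, plate and injury cannot be told apart for this share, and a difference between the sexes was not tested.

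Gene sets also differed between the injury responses of the sorts. In the interaction, camera gave an adjusted p of 0.009133 for S phase genes, 0.002877 for G2/M phase genes and 3.866e-13 for ribosomal protein genes. Of the S phase genes 26 of 42 had a higher response in tdTomato+EGFP+ cells, with a median log2 fold change of 0.73, and of the ribosomal protein genes 73 of 84, with a median of 1.28. Of the G2/M genes only 24 of 54 did, with a median of -0.58 and a mean of 0.41, so that set has no common direction. Over all genes the median was -0.08. With fry the adjusted p was 0.0362 for the S phase and ribosomal sets and 0.4765 for the G2/M set. Fry depends on the order of the libraries: over 100 orders, chosen after the data had been seen, it gave 0.0142 to 0.0888, 0.0102 to 0.0770 and 0.135 to 0.508 for the S phase, ribosomal and G2/M sets. With sex as a block, also added after the data had been seen, fry gave 0.0549, 0.0549 and 0.185 in that order. With an estimated correlation, camera gave 0.130, 0.193 and 0.376. Thus the 3 results depend on the set test. A difference between plates stays open. On the plates with both sorts of male cells, the median log2 difference between the sorts, against that of all genes, was higher after injury by 0.9882 for S phase (interval from resampled cells 0.5329 to 2.086), by 2.94 for G2/M (2.189 to 3.629) and by 0.979 for ribosomal protein genes (0.5771 to 1.295). These values have the same limits as those of the single genes, and for G2/M the value has the opposite sign to the median above. No biological explanation was tested.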

How the results depend on the processing

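In this part, regression before clustering, the limits on the score and depth of names, Bonferroni adjustment, the limit of 50 CPM, fry with a block, other orders of the libraries, the alternatives for activated fibroblast-like cells and all alternatives for the shares of the tdTomato−EGFP+ clustering were chosen after the data had been seen. Values below are in the order in which the results are named. Where a value changed, the cause was not tested unless one is given.

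Of 312 alternatives for counts, shares and gene sets, 230 left the value on the same side of its threshold or within its spread, 74 moved it and 8 took it across the threshold. For single named genes, 336 of 420 left the call as it was, 51 lost it, 31 gained it and 2 changed the direction.

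The counts of called genes depend most on the tool. DESeq2 called 1939 genes for injury in tdTomato+EGFP+ cells, 1487 for injury in tdTomato−EGFP+ cells, 1152 for the interaction, 1621 for fibroblast-like against pericyte-like cells, 1158 for tdTomato+EGFP+ against tdTomato−EGFP+ pericyte-like cells and 1236 for injury in tdTomato−EGFP+ pericyte-like cells. edgeR called 4, 0, 2, 28, 0 and 0, with 2428, 1488, 1395, 873, 464 and 830 genes at an unadjusted p under 0.05. All genes that edgeR called were also called by DESeq2. On simulated data without a change, DESeq2 called 498 genes for injury in tdTomato+EGFP+ cells and 860 for fibroblast-like against pericyte-like cells, and edgeR 0. These data were drawn with edgeR's own estimates of spread, so they are not a neutral test of the tools. The Wilcoxon test across cells called 9923 and 4883 genes with injury in tdTomato+EGFP+ and tdTomato−EGFP+ cells, and 6933 and 1018 with Bonferroni adjustment. It takes cells as replicates.

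Without a filter on low counts, edgeR called 155, 7, 7, 174, 21 and 50 genes for these 6 comparisons. With cells thinned to 50000 reads it called 97, 0, 0, 245, 25 and 0. With 1 library left out in turn it called 0 to 13 genes for injury in tdTomato+EGFP+ cells, 0 in each case for the interaction and 5 to 35 for fibroblast-like against pericyte-like cells. The other 3 comparisons gave 0 in each case. The 13 were called without the injured female tdTomato+EGFP+ library, and 0 without either uninjured tdTomato−EGFP+ library. For the fibroblast-like comparison 5 were called without either pericyte-like tdTomato+EGFP+ library, and 13 and 11 without the female and the male pericyte-like tdTomato−EGFP+ library. A lone library is assumed to vary like the other groups, and without the single fibroblast-like library that comparison has no value. With regression before clustering the fibroblast-like comparison gave 15 genes.

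With sex as a replicate block, edgeR called 4 genes for injury in tdTomato+EGFP+ cells, 0 for the interaction and 4 for fibroblast-like against pericyte-like cells. It is not stated whether pools of the same sex share mice. The deviations of the female pool from the mean of its group correlated between groups by -0.018 to 0.0877, which leaves open whether sex pairs the pools by more than name.

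The direction of Rgs5 with injury in tdTomato−EGFP+ cells depends on 1 library. Its log2 fold change was 0.306 without the injured female and 0.0768 without the uninjured male library, and it ranged from -0.637 to 0.306 over the libraries left out. No adjusted p from edgeR or DESeq2 for it was below 0.994. Kcnj8 in tdTomato+EGFP+ cells kept its direction in all 16 alternatives and passed the threshold in 4. Col8a1 kept its direction in all 16 and passed in 0.

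Shares of cells moved with the clustering. In the clustering of uninjured cells, regression gave 62.5% pericyte-like and 37.5% vSMC-like cells in the tdTomato−EGFP+ sort and 67.08% pericyte-like cells in the tdTomato+EGFP+ sort. A resolution of 0.8 gave 25% vSMC-like tdTomato−EGFP+ and 2.917% vSMC-like tdTomato+EGFP+ cells, and the stricter cell filter 27.92% vSMC-like tdTomato−EGFP+ cells. The share of uninjured tdTomato+EGFP+ cells in myofibroblast-like or activated clusters, 1.667%, was 25.83% with a score limit of 0.5, 26.67% with 30 principal components, 24.88% with the stricter filter and 37.08% with regression.

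In the clustering of tdTomato−EGFP+ cells, the pericyte-like share after injury, 22.63%, was 37.37% at a resolution of 0.3, 23.16% with 30 principal components, 26.84% with markers kept, 36.63% with the stricter filter and 53.16% with regression. Before injury it was 53.12%, and 73.96% at a resolution of 0.3, 74.68% with the stricter filter and 67.71% with regression. The uninjured vSMC-like share, 25%, became 32.29% with regression. Activated fibroblast-like cells before injury, 0%, were 0.5208% with 30 principal components, 1.042% with markers kept and 2.597% with the stricter filter. Regression left no class of that name.

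Detection of markers depends on depth. The share with reads of a pericyte and a fibroblast marker was 72.2% in injured and 75.42% in uninjured tdTomato+EGFP+ cells. It was 10.73 and 15% with at least 10 reads, 23.28 and 25% after thinning, and 15.61 and 10.83% with at least 50 CPM. For all 4 genes the shares of 33.17 and 7.5% became 0 and 0%, 3.704 and 1.389%, and 2.439 and 0%.

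Gene sets with injury in tdTomato+EGFP+ cells lost their call with an estimated correlation in camera (adjusted p 0.08164 for the S phase, G2/M and ribosomal sets and 0.1973 for collagen genes). They kept it with fry, with a block, and with both. Fry and the estimated correlation depend on the order of the libraries, and without a block neither changed a call here: over 100 orders the lowest adjusted p of camera was 0.07968 for the first 3 sets and 0.1402 for collagen genes, and the highest of fry 0.00222, 0.00579, 0.00222 and 0.0355. With both a block and an estimated correlation, camera called the G2/M and ribosomal sets in some orders (0.0184 to 0.142 and 0.0342 to 0.142). For collagen genes, camera with the preset correlation gave an adjusted p of 0.000116 and fry 0.0339, and 30 of 35 genes rose, with a median log2 fold change of 2.45.

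Some alternatives could not move a value. No cluster took the name of another cell type, and none in the tdTomato−EGFP+ sort the name fibroblast-like without a subclass, so keeping such clusters changed nothing. The activated fibroblast-like cluster of that sort was kept in the main setting, and leaving it out was an alternative chosen after the data had been seen. Each gene called by edgeR had a log2 fold change of more than 1 in size. The limit of 1200 detected genes was not run, since it keeps 7.33% of cells. With a score limit of 1 the uninjured pericyte-like cluster lost its name, so its comparisons have no value. With edgeR and 2 pools per group, 0% of simulated log2 changes of 2 were called for injury in tdTomato+EGFP+ cells and 1% for the fibroblast-like comparison, which limits what a low count shows.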

Differences from the paper's values

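For tdTomato+EGFP+ cells, the paper's count of genes changed with injury is 2,038, and edgeR called 4 of 16428 genes here, while 2428 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, with 1939 genes, falls within 1.5 times the paper's count. On data simulated with edgeR's own estimates of spread and without any change, DESeq2 called 498 genes. The others do not: the Wilcoxon test across cells described in the methods called 9923, no filter on low counts 155, cells thinned to 50000 reads 97, the replicate block, the stricter cell filter, the fold change limit and keeping all clusters 4 each, and leaving out 1 library between 0 and 13. The paper's reporting summary names another tool for differential expression, DEsingle, which was not run for either sort. Whether it would give the paper's counts is therefore not known.

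For tdTomato−EGFP+ cells, the paper's count is 719 and edgeR called 0 of 16428 genes, while 1488 genes had an unadjusted p under 0.05. None of the alternatives set before the data were examined falls within 1.5 times the paper's count. DESeq2 called 1487, the Wilcoxon test across cells 4883, no filter on low counts 7, and the others 0. With Bonferroni adjustment, which was chosen after seeing the values, the Wilcoxon test called 1018 genes and falls within 1.5 times that count. The same setting called 6933 in tdTomato+EGFP+ cells.

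The paper describes the fibroblasts as having more Col1a1, Col3a1, Lum, Dcn and Pdgfra and less Cspg4, S1pr3, Cd248, Kcnj8, Abcc9 and Rgs5 than pericytes. Each had that direction here, and edgeR called S1pr3 and Rgs5 alone. Alternatives were computed for Col1a1, Dcn and Pdgfra: DESeq2, no filter on low counts and cells thinned to 50000 reads called Dcn and Pdgfra, and the last 2 called Col1a1. Along pseudotime in tdTomato+EGFP+ cells, from pericytes to myofibroblasts, the paper describes falling Atp13a5, Cspg4 and Kcnj8 and rising Col1a1, Col8a1 and Fn1. Pseudotime was not analysed here. With injury in these cells each gene had that direction, and edgeR called none of the 6, which had adjusted p from 0.122 to 0.3675. Kcnj8, Atp13a5 and Col1a1 were called under the same 3 alternatives, Kcnj8 also without the injured female library, Cspg4 under the first 2 and Fn1 under DESeq2. The Wilcoxon test across cells called all 6, as it did with Bonferroni adjustment, chosen after seeing the values. In tdTomato−EGFP+ cells Col1a1 was called by DESeq2, without a filter on low counts and by the Wilcoxon test.

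The paper reports 5 clusters of tdTomato+EGFP+ cells, with activated pericytes and activated fibroblasts among them. Those clusters also hold cells taken 3 days after injury and cells of later protocols, which were not analysed here, so the numbers do not compare like with like. Here the clustering of tdTomato+EGFP+ cells gave 4 clusters and none took the name activated fibroblast-like. No marker list for activated pericytes was used, so that name could not be given. With a score limit of 0.5, chosen after seeing the values, the unnamed cluster of 95 cells was named activated fibroblast-like, and the clustering of all cells has a cluster of 166 cells with that name. In tdTomato−EGFP+ cells the paper describes activated pericytes, where the markers named the cluster of 33 injured cells activated fibroblast-like.

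The paper describes GLAST-expressing cells as distinct from vSMCs. Here 37 of 240 uninjured tdTomato+EGFP+ cells, 15.4%, fell in the vSMC-like cluster of the clustering of uninjured cells, with 2.92% at a resolution of 0.8. In the clustering of all cells 3 did. The 37 cells had Acta2 at 1080 CPM, against 15700 CPM in the tdTomato−EGFP+ vSMC-like cells, and Rgs5 at 7388 CPM.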

Other observations

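In this part, the tests of why fibroblast-like cells came from the male pool were chosen after that result had been seen. The rule that decides the test of mislabelled cells was set after its values had been seen.

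All 39 fibroblast-like cells of the uninjured tdTomato+EGFP+ sort came from the male pool. Lower read depth of the female cells is argued against. After thinning every cell to 50000 reads, 3.53% of female cells (3 of 85, interval 0.734 to 9.97%) reached the fibroblast marker level of the male fibroblast-like cells, against 38.2% of male cells (29.8 to 47.1%). Mislabelled tdTomato−EGFP+ cells stay open. Reads of tdTomato were at 59.31 CPM in the female uninjured tdTomato+EGFP+ cells, but the interval from resampled cells was 12.6 to 138 CPM, since 1 cell gave 59.2% of these reads. It overlaps that of the tdTomato−EGFP+ groups, which reached up to 18.0 CPM, and that of the male cells (20.0 to 55.1 CPM). A difference between plates stays open too. The share was 33.3% and 24.0% (23.96%) on the male plates and 0 on the female plate, and no plate of this group held both sexes. A difference between the sexes or between the pooled mice was not tested.

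Reads of pericyte markers were present in nearly all fibroblast-like cells of the uninjured cord, at a low level. The median was 20 reads of Rgs5 per fibroblast-like cell against 7048 per pericyte-like cell, 15 against 2881 for Rgs4 and 9 against 1877 for Kcnj8. Reads carried over between wells that share an index in the same lane are a candidate explanation. Over 8 markers in the 39 cells, these reads rose with the reads of the same gene in wells sharing an index, with a mean Spearman correlation of 0.680. With shuffled wells the mean was 0.00567 and the 97.5% point 0.210. The one-sided permutation p was 0.001, the smallest that 1000 shuffles can give. The cells lay in 2 lanes, with a median of 18 wells sharing an index. No biological explanation was tested.

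A larger share of injured than of uninjured tdTomato+EGFP+ cells had reads of tdTomato. Higher read depth of the injured cells is argued against as the whole cause. With cells thinned to 50000 reads, 55.73% of injured cells (107 of 192, interval 48.4 to 62.9%) and 21.3% of uninjured cells (46 of 216, 16.0 to 27.4%) had a tdTomato read. The shares in tdTomato−EGFP+ cells were 5.81% after and 9.21% before injury. The level of tdTomato in the summed reads did not change detectably with injury (log2 fold change 0.16, standard error 0.79, adjusted p = 0.953 from edgeR), with 0.37 in the female and -0.28 in the male pool. Plate and injury cannot be told apart here, and no biological explanation was tested.

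In tdTomato−EGFP+ cells, at least 1 read of each of Atp13a5, Kcnj8, Col1a1 and Col5a1 was found in 28.4% of injured cells (54 of 190) and in 0 of 192 uninjured cells, which allows a share of up to 1.56%. By pool, these were 4 of 94 female and 50 of 96 male injured cells. The share with all 4 genes depends on depth and limit: in injured cells it was 0 of 190 with at least 10 reads, 0.585% (1 of 171) with cells thinned to 50000 reads and 2.11% with at least 50 CPM. With at least 10 reads required, a pericyte marker (Atp13a5 or Kcnj8) together with a fibroblast marker (Col1a1 or Col5a1) was found in 37.9% of injured cells (8.51% in the female and 66.7% in the male pool) and 2.60% of uninjured cells. With at least 50 CPM required, a limit chosen after the data had been seen, the shares were 22.6 and 13.0%. With cells thinned to 50000 reads, the shares with at least 1 read of such a pair were 41.5 and 9.21%. The injured male cells shared plates and lanes with injured tdTomato+EGFP+ cells, and reads carried over between wells were not tested for these cells. No biological explanation was tested.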
